# A molecular atlas of the developing ectoderm defines neural, neural crest, placode, and nonneural progenitor identity in vertebrates

**DOI:** 10.1371/journal.pbio.2004045

**Published:** 2017-10-19

**Authors:** Jean-Louis Plouhinec, Sofía Medina-Ruiz, Caroline Borday, Elsa Bernard, Jean-Philippe Vert, Michael B. Eisen, Richard M. Harland, Anne H. Monsoro-Burq

## Abstract

During vertebrate neurulation, the embryonic ectoderm is patterned into lineage progenitors for neural plate, neural crest, placodes and epidermis. Here, we use *Xenopus laevis* embryos to analyze the spatial and temporal transcriptome of distinct ectodermal domains in the course of neurulation, during the establishment of cell lineages. In order to define the transcriptome of small groups of cells from a single germ layer and to retain spatial information, dorsal and ventral ectoderm was subdivided along the anterior-posterior and medial-lateral axes by microdissections. Principal component analysis on the transcriptomes of these ectoderm fragments primarily identifies embryonic axes and temporal dynamics. This provides a genetic code to define positional information of any ectoderm sample along the anterior-posterior and dorsal-ventral axes directly from its transcriptome. In parallel, we use nonnegative matrix factorization to predict enhanced gene expression maps onto early and mid-neurula embryos, and specific signatures for each ectoderm area. The clustering of spatial and temporal datasets allowed detection of multiple biologically relevant groups (e.g., Wnt signaling, neural crest development, sensory placode specification, ciliogenesis, germ layer specification). We provide an interactive network interface, EctoMap, for exploring synexpression relationships among genes expressed in the neurula, and suggest several strategies to use this comprehensive dataset to address questions in developmental biology as well as stem cell or cancer research.

## Author summary

Vertebrate embryo germ layers become progressively regionalized by evolutionarily conserved molecular processes. Catching the early steps of this dynamic spatial cell diversification at the scale of the transcriptome was challenging, even with the advent of efficient RNA sequencing. We have microdissected complementary and defined areas of a single germ layer, the developing ectoderm, and explored how the transcriptome changes over time and space in the ectoderm during the differentiation of frog epidermis, neural plate, and neural crest. We have created EctoMap, a searchable interface using these regional transcriptomes, to predict the expression of the 31 thousand genes expressed in neurulae and their networks of co-expression, predictive of functional relationships. Through several examples, we illustrate how these data provide insights in development, cancer, evolution and stem cell biology.

## Introduction

Neural induction and neurulation are the critical molecular and morphogenetic processes that initiate spatial regionalization in the outer germ layer of vertebrate embryos, the ectoderm. The ectoderm forms the protective epidermis, the central nervous system, including the brain and spinal cord, as well as the neural crest (NC) cells and the sensory placodes. NC cells emerge from the border of the neural plate (NP) and generate multiple derivatives, including the peripheral nervous system, pigment cells, endocrine cells, and craniofacial structures [1]. The placodes are specialized ectodermal thickenings arising around the anterior neural plate (NPa), which form sensory organs, including lens, inner ear, cranial ganglia, and olfactory epithelium [2]. Diversification of ectodermal fates is initiated during gastrulation and early neurulation by signaling interactions that take place within the ectoderm or between ectoderm and mesoderm [3]. These developmental processes are highly conserved among vertebrates and have been intensively explored in frog embryos [4]. However, the cellular and signaling mechanisms that underlie progressive fate restriction and ectoderm patterning remain only partially understood. Moreover, besides the activation of key transcription factors in response to signaling molecules, the potential involvement of other cellular processes such as cell cycle regulation, cell metabolism, or structural cell organization remains largely unexplored during early embryo regionalization [5,6].

Development of transcriptome analyses using small samples has stimulated genome-wide studies of transcription patterns in early embryos. Several recent studies have provided transcriptomes for cleavage-stage or gastrulating embryos, either using whole embryos (WEs) or more defined spatial areas by combining embryo sectioning and spatial reconstruction (e.g., zebrafish, mouse, *Drosophila*, and frog) [5,7–10]. For early stages, these studies have reconstructed coarse-grained 3D gene expression patterns and identified important developmental events such as the transition between pluripotent epiblast state and onset of germ layer specification [11]. More recently, single-cell transcriptome analysis was applied to define cell clusters in gastrula-stage fish embryo and correlated with reference gene expression patterns [12]. As a necessary complement to these 2 approaches, the genome-wide molecular annotation of regionalized embryonic domains within a single germ layer is critical to understand gene regulation in space and time. Moreover, as previous analyses have mainly focused on the cleavage and gastrulation stages, little is currently available for the neurulation and early organogenesis steps.

We therefore aimed to document the spatial and temporal transcriptome of discrete cell populations within the ectoderm germ layer at anatomically defined locations using the frog neurula at critical stages of its development: at the end of gastrulation, as the dorsal ectoderm responds robustly to neural induction; and then during regional specification into neural, nonneural, NC, and placodal domains, at 2 later stages. At the early stages, prior to definitive cell fate specification, there is no method to sort out these small ectoderm cell populations based on a single specific gene expression; instead, to define each area, several partially overlapping regional markers must be used. We therefore used a microdissection strategy, guided by the expression of key transcription factors to define and dissect out 7 small, distinct, and complementary ectodermal domains from single embryos to provide their individual transcriptomes. The individually collected samples enable us to provide the genome-wide transcriptome profile of the anterior and posterior subdivisions of the NP and neural border (NB), the anterior neural fold (ANF) and preplacodal ectoderm (PPE), and the nonneural ectoderm (NNE). Additionally, transcriptomes for WEs at 7 stages of neurulation define a time course of gene expression and link our work to time courses of gene expression in *Xenopus laevis* and to previous analysis in *X*. *tropicalis* and other vertebrate embryos [5,7,13–16]. Using the latest *X*. *laevi*s genome assembly [16] and extensive reannotation of genes to match standard human nomenclature (human gene ortholog [HUGO]) names, included in *X*. *laevis* Annotation 9.1/Gene Model Annotation 1.8.3; Xenbase.org), we use 3 complementary tools to analyze the data and provide a user-friendly and integrated web application called "EctoMap" (for ectodermal map of differential gene expression) to visualize and explore them. EctoMap is a molecular atlas defining the regional code of ectoderm development and a searchable interface to compare gene expression levels, synexpression groups, and relationships between genes. This tool will be broadly useful in embryos and evo-devo analyses, for example, to analyze and compare gene regulatory networks (GRNs) in the evolution of NC and placodes or to study gene subfunctionalization after genome duplication, as in the *X*. *laevis* genome. EctoMap and the tools provided here constitute a spatial reference for single cell transcriptome analysis and for comparing gene expression in embryos with other contexts, such as cancer cells, stem cells, or in congenital diseases.

## Results

### Transcriptional profiling of the developing ectoderm at late gastrulation and neurulation stage

To capture how the dorsal ectoderm progressively differentiates into multiple distinct regions, we divided the dorsal ectoderm into 7 defined areas at early and mid-neurula stages using *X*. *laevis* embryos (Fig 1A, S1 Table). The choice of these areas was guided by the current knowledge of ectoderm regionalization and corresponded to the main prospective regions (NP, epidermis, NB or NC, and ectodermal placodes). Some regions were sufficiently large to allow further subdivision into their dorsal-ventral (D-V) or anterior-posterior (A-P) portions. The first stage captures the transition between gastrulation and neurulation at Nieuwkoop and Faber stage (St.) 12.5 [17]. At this time, the ectoderm is classically divided into neural and non-neural ectoderm, but signaling events have already started to define finer subdivisions around the NP [18–22]. The second stage (St. 14) is an advanced NP stage, corresponding to mid-neurulation, before the neural folds begin to elevate. NP, NB, or NNE specification markers are already robustly expressed by this stage, albeit in partially overlapping patterns (e.g., *sox2*, *pax3*, and *epidermal keratin*, respectively; Fig 1B and not shown). According to a previous NP fate map [23], we have subdivided the NP into an anterior part (NPa), corresponding mostly to diencephalon and mesencephalon, and a posterior part (NPp), corresponding to rhombencephalon and spinal cord. The ANF, corresponding to telencephalon, was dissected together with PPE. Moreover, as the NB subdivisions are better characterized later on, when premigratory NC and placodes are segregated and fully specified [24,25], we also dissected the premigratory NC and the adjacent lateral preplacodal domain in late neurula St. 17, according to published protocols [26,27]. These additional dissected regions allowed us to link gene expression in progenitor cells from St. 14 early neurula to the transcriptome of specified St. 17 NC and placodes. To incorporate further temporal information into our dataset, we also included WEs collected during late gastrulation and throughout neurulation: St. 11–11.5, 12, 12.5, 13, 14–15, 16–17, and 18–19 (Fig 1C, S1 Table). More than 300 dissected samples were quality checked by quantitative PCR analysis (qPCR) using diagnostic markers for NP (*sox2*), NNE (*epidermal keratin*, *xk81a1*), NB (*pax3*), NC (*snai2*), and paraxial mesoderm (*myod1*) (S2 Table). Despite the utmost care in dissections, a few attached mesoderm cells occasionally contaminated the posterior ectoderm samples; samples with the lowest *myod1* expression were selected. After this quality check, whenever possible, adjacent ectoderm pieces, i.e., dissected out from a single embryo, were chosen (details available in Gene Expression Omnibus [GEO] data repository, GSE103240). Finally, we selected samples with a yield above 40 ng of total RNA. According to standards in the field, 3 biological replicates were collected per dissected region, at St. 12.5 and St. 14. Each replicate originated from different embryos and different clutches to buffer interindividual variations. For NB ectoderm regions, which are our main research focus of interest, we were able to add a few more replicates, which would increase statistical power of the analyses in this region (S1 Table). For premigratory NC and PPE from the late neurula, between 2 and 4 biological replicates were dissected at St. 17. 

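Of these 79 libraries, 63 came from dissected explants and 16 from whole embryos. At St. 12.5 there were 3 libraries each of anterior and posterior neural plate (NPa, NPp), anterior neural border with preplacodal ectoderm (ANB/PPE), posterior neural border (NBp), lateral neural border (NBl), and nonneural ectoderm (NNE), and 4 of the anterior neural border (NBa). At St. 14 there were 5 libraries of the anterior neural fold with preplacodal ectoderm (ANF/PPE), 3 NPa, 4 NPp, 6 NBa, 5 NBp, 3 anterior nonneural ectoderm (NNEa), and 3 posterior nonneural ectoderm (NNEp), together with 2 libraries of undivided neural plate (NP) and 4 of undivided neural border (NB). At St. 17 there were 4 neural crest (NC) and 2 placode (Pc) libraries, and the whole embryos gave 2 libraries at each of 8 stages. For each library the authors deposited the number of fragments counted on each locus, without normalization. Libraries carried 1 of 2 prefixes in their labels, B100 for 9 and B108 for 70. In the comparisons of regions, counts were normalized for library size by the trimmed mean of M-values (TMM) in edgeR, and regions were compared with edgeR's quasi-likelihood F test, with 1 mean for each region and 1 estimate of the spread for all regions of a stage. A locus entered a test when more than 10 counts were found in at least 2 of the libraries used, and genes were called at a Benjamini-Hochberg false discovery rate (FDR) of 0.05.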

A total of 79 samples were finally used for polyadenylated RNA selection and cDNA library preparation. Each was then subjected to a classical pipeline of downstream data analysis using paired-end sequencing on a HiSeq 2000 (Illumina) (Fig 1D; S1 Table; see details in Materials and methods).

**Fig 1:**
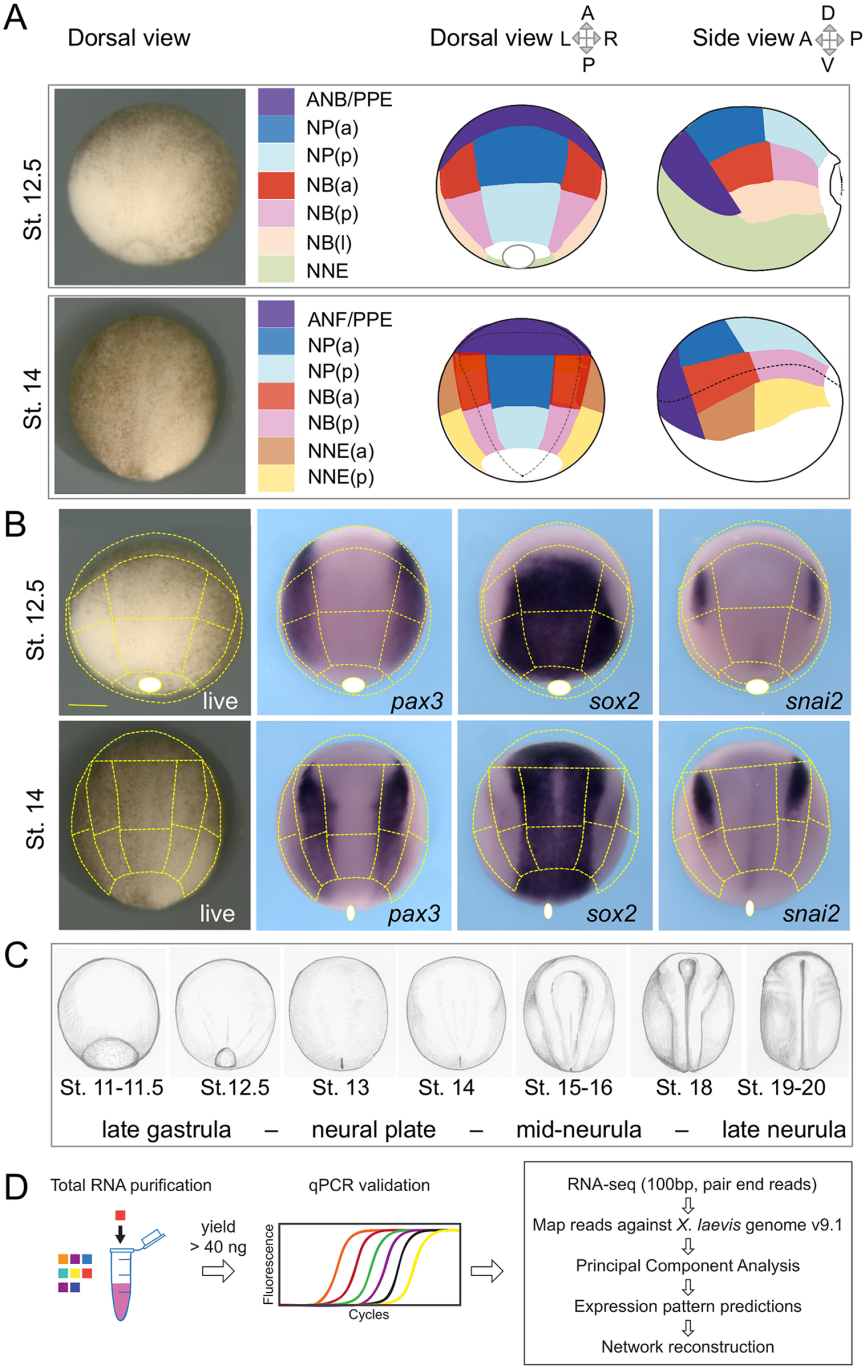
Ectoderm microdissections and experimental strategy. (A) *Xenopus laevis* neurula-stage embryos were dissected at Nieuwkoop and Faber stage (St.) 12.5 and St. 14 according to the patterns indicated. Live embryos are shown in dorsal view. The superficial ectoderm was separated from the underlying mesoderm germ layer. The tissues collected corresponded to the developing neural plate (NP, blue), medial and lateral neural border (NB, red-pink-beige), anterior neural border and preplacodal ectoderm (ANB/PPE or ANF/PPE, violet), and nonneural ectoderm (NNE, green, yellow-brown). NP, NB (at St. 12.5 and St. 14), and NNE (at St. 14 only) were further subdivided into 2 or 3 pieces: anterior (a, darker color) and posterior (p, lighter color) fragments, as indicated. For St. 12.5 NB only, a more lateral fragment was cut (l, beige), (lateral refers to medial-lateral coordinates on the dorsal view or corresponds to more ventral if using dorsal-ventral whole embryo coordinates). Each sample is associated to 1 color throughout this study (color code reference in S1 Table). (B) This dissection pattern (dotted lines) matches with reference genes expression patterns in the developing neurula ectoderm as indicated for *pax3* (dorsal-lateral NP and NB), *sox2* (NP and St. 14 PPE), and *snail2* (premigratory neural crest within the NB). The dissection line is indicated outside the embryo whenever the dissection encompasses tissues located more ventrally than seen in dorsal view (e.g., for PPE and NNE). Similarly, the blastopore (white circle) can be indicated shifted outside the embryo if located more ventrally. (C) Whole embryos at each stage of neurulation were used for studying the time course of gene expression in neurulas. Drawing after living embryos. (D) The main steps of sample treatments and bioinformatics analysis are indicated. After total RNA purification from each individual dissected sample or whole embryo, quality was checked using quantitative PCR. Suitable samples (see text) were processed for deep transcriptome sequencing. Details of analysis workflow are indicated in Results and Materials and methods.

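The deposited table lists 45,099 loci in 79 libraries, of which 39,055 had a count in at least 1 library. Counts on loci summed to between 8,898,486 and 18,468,048 per library, with a median of 13,134,905. The libraries of the St. 12.5 regions ranged from 8,909,721 to 16,027,348 (median 13,083,266.5), those of St. 14 from 8,898,486 to 18,468,048 (median 13,134,905), those of St. 17 from 12,522,988 to 13,996,468 (median 13,084,227), and those of whole embryos from 10,934,412 to 15,898,856 (median 13,397,809). At St. 12.5 the median total was 13,831,305 in NPa, 14,393,619 in NPp, 13,064,350 in ANB/PPE, 12,545,892 in NBa, 12,887,468 in NBp, 14,340,936 in NBl, and 12,068,654 in NNE. At St. 14 it was 12,747,298 in NPa, 13,137,124 in NPp, 13,041,281 in ANF/PPE, 13,215,293.5 in NBa, 14,186,736 in NBp, 12,554,511 in NNEa, and 11,550,887 in NNEp. The undivided NP and NB had medians of 17,254,447.5 and 13,464,991.5. At St. 17 the medians were 13,084,227 in NC and 12,987,791 in Pc. Reads counted outside any locus or not assigned to a single one made up 15.67% to 25.51% of each library's entries (median 18.41%). No 2 of the 79 libraries were identical over the 3,081 pairs compared.

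**Figure D1:**
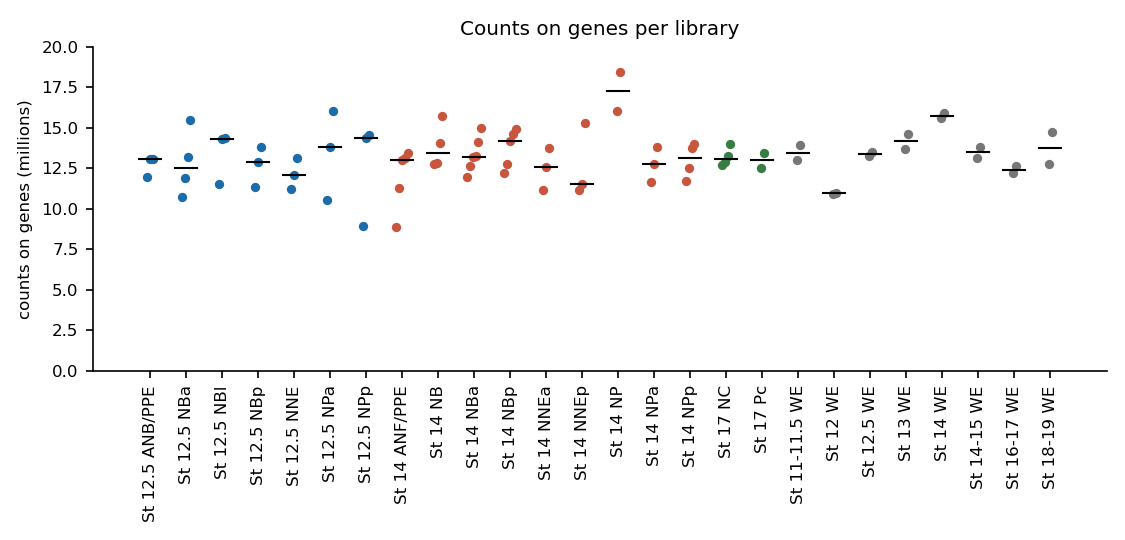
Total counts on loci of each library by stage and region (horizontal axis), with 1 point per library and a line at each group's median. Totals run from 8,898,486 to 18,468,048.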

The RNA sequencing from polyadenylated transcripts yielded at least 14 million reads per sample. About 88% of the reads mapped to unique loci in the *X*. *laevis* genome assembly (v9.1) [16]. In addition, we predicted novel transcripts, which were included in Gene Model Annotation 1.8.3 of the *X*. *laevis* 9.1 Genome Build (http://www.xenbase.org/entry/doNewsRead.do?id=223). In the following sections, we focus on spatial and temporal analyses at early and mid-neurula stages. Then, we describe how we use the whole dataset (tissue dissections and time series) to build a gene co-expression network. Finally, we present EctoMap, a user-friendly interactive tool that aims to provide insight on the study of temporal and spatial relationships of genes using *X*. *laevis* neurula as a prototypical vertebrate model.

### Principal component analysis decoded fine positional information from the transcriptome

The first step of analysis was to visually evaluate samples grouping. We compared 2 commonly used dimension reduction techniques: principal component analysis (PCA), a linear multivariate technique, and t-distributed stochastic neighbor embedding (tSNE), a stochastic and nonlinear approach.

A total of 31,597 transcribed loci were found in the dissected samples, out of 45,099 reported in the *X*. *laevis* genome [16]. 

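In the deposited counts of the 63 dissected libraries, 24,105 loci had more than 10 counts in at least 2 libraries. With more than 5 counts in place of 10 the number was 26,536, which was the alternative that moved it most, and with more than 20 counts it was 21,888. With the 16 whole-embryo libraries added it was 25,172. Of the 45,099 loci, 13,398 carry an L suffix, 9,692 an S suffix, and 22,009 neither, and 7,982 names occur with both suffixes. At St. 12.5, 20,956 loci passed the minimum in at least 2 dissected libraries, and at St. 14, 22,143.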

In order to improve the analysis, we have filtered out the genes with little variation in expression (S1A and S1B Fig). 

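Genes with a high range of expression were selected on log2 CPM normalized by TMM, as those whose range over the libraries of a stage was above 5 log2 units. In the 22 libraries of St. 12.5 this gave 1,091 genes, and in the 29 libraries of the 7 separate regions of St. 14 it gave 1,714. For the 51 libraries of both stages together, 2,032 genes passed. A range above 4 log2 units raised these numbers to 2,083, 3,223, and 3,789, and a range above 6 lowered them to 556, 837, and 1,015. The largest change came from leaving out the floor at 0 log2 CPM, with 4,298 genes at St. 12.5, 7,228 at St. 14, and 8,421 for both.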

Based on silhouette analysis, which also indicates the number of genes to keep, we defined a list of 2,198 genes with high range of expression (1,174 at St. 12.5 and 1,859 at St. 14, see Materials and methods). This list of genes was used in the subsequent unsupervised approaches (PCA, tSNE, and in expression pattern predictions calculated using a nonnegative matrix factorization [NMF] algorithm, see below). All the transcripts excluded from the initial analyses were reintroduced later in the study, including in NMF analysis, to document their spatial distribution and time course.

PCA and tSNE capture the major differences in gene expression between samples, with the aim to describe a complex dataset (consisting of a large number of samples, each defined by thousands of gene expression values) and represent this dataset in a space with fewer dimensions. While these algorithms are often used merely to check that replicate samples group together and that experimental conditions (here, dissected regions) are well separated, the mathematical definition of PCA potentially allows exploring further the structure of the dataset. In the case of PCA, dimensions are defined to capture the highest amount of variation (percentage of the variance) from the high-dimensional gene expression space. By identifying the biological meaning of each dimension (called "component"), one could get insight into the most important factors influencing gene expression in the dataset.

We first analyzed each stage separately, using data from genes selected at the corresponding stage (Fig 2). For PCA, samples were plotted along the first 2 components and in 2 dimensions for tSNE (Fig 2A, 2B, 2C and 2D). With either method, we observed a good separation of most samples according to the dissected regions and adequate grouping of the samples representing replicates for the same dissected region (Fig 2). 

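Principal component analysis (PCA) of the z-scored variable genes was followed by a measurement of how near each library lay to the mean position of its own region. On the first 2 components, 21 of 22 libraries at St. 12.5 and 21 of 29 at St. 14 were nearest to the mean of their own region. On the first 3 components the numbers were 21 of 22 and 25 of 29. The library at St. 12.5 nearest to another region was NBa replicate 1, which lay nearest to NPa. At St. 14 the regions with every library nearest to its own mean on 3 components were ANF/PPE (5 of 5), NPp (4 of 4), NNEa (3 of 3), and NNEp (3 of 3), while NBa had 4 of 6, NBp 4 of 5, and NPa 2 of 3. NBp replicate 2 of St. 14 was nearest to NBa on 3 components. From this grouping of replicates along the dissected regions, the paper states a good separation of most samples.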

To further visualize the outcome of the PCA/tSNE plots, we used Voronoi diagrams. These diagrams partition the plane of PCA using the barycenter of replicates for a given dissected region; each area contains all points closer to this barycenter than to barycenters of other regions (Fig 2A–2D). These diagrams are meant to show whether replicate samples for the same dissected region lay closer to each other than to other dissected regions. In particular, this could be used to identify outlier samples. 

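The separation of regions was measured by the mean silhouette width, which is 1 for compact and distant groups and 0 for groups that touch. For ANF/PPE and NBa at St. 14 the width was 0.254 on the first 2 PCA components and 0.488 on the first 3. On t-distributed stochastic neighbor embedding (tSNE) maps from 20 random starts at a perplexity of 9, its median was 0.479 (lowest 0.456, highest 0.616). All 20 maps exceeded the value for 2 components and 2 exceeded that for 3 components. Over all 7 separate regions of St. 14 the width was 0.259 on 2 components, 0.361 on 3 components, and 0.325 on the tSNE maps (lowest 0.307, highest 0.333).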

At St. 14, tSNE separates, better than PCA, the ANF/PPE from the NBa. This difference between methods could reflect the complexity of the edges of the neural plate, which have been separated into different subregions here (medially located ANF versus laterally located NBa); these adjacent ectoderm regions, which are highly dynamic and rather small, could share an important part of their transcriptomes and were likely to be dissected out with some variation from embryo to embryo. In this case, tSNE would be preferable to PCA. 

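The mean silhouette width over the 7 regions of St. 12.5 was 0.58 on the first 2 components, 0.594 on the first 3, and 0.502 on tSNE maps with a perplexity of 7 (lowest 0.49, highest 0.518 of 20 starts). Replicates also carried a difference between embryos that the region did not account for. After subtraction of the region means, libraries of different regions dissected from the same embryo had a median correlation across genes of 0.23 at St. 12.5 (63 pairs of libraries, 54 of them above 0.1), against -0.108 for libraries of different embryos (126 pairs, 1 above 0.1). At St. 14 the medians were 0.138 (51 pairs, 31 above 0.1) and -0.0228 (236 pairs, 35 above 0.1). These correlations run across genes, which are not independent replicates.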

From simple usage of unsupervised dimension reduction algorithms, the first conclusion was that the replicate samples grouped as expected using thousands of genes with high variation in expression. This meant that for each neurula stage, ectoderm dissected regions could be recognized based on a large part of their transcriptome.

**Fig 2:**
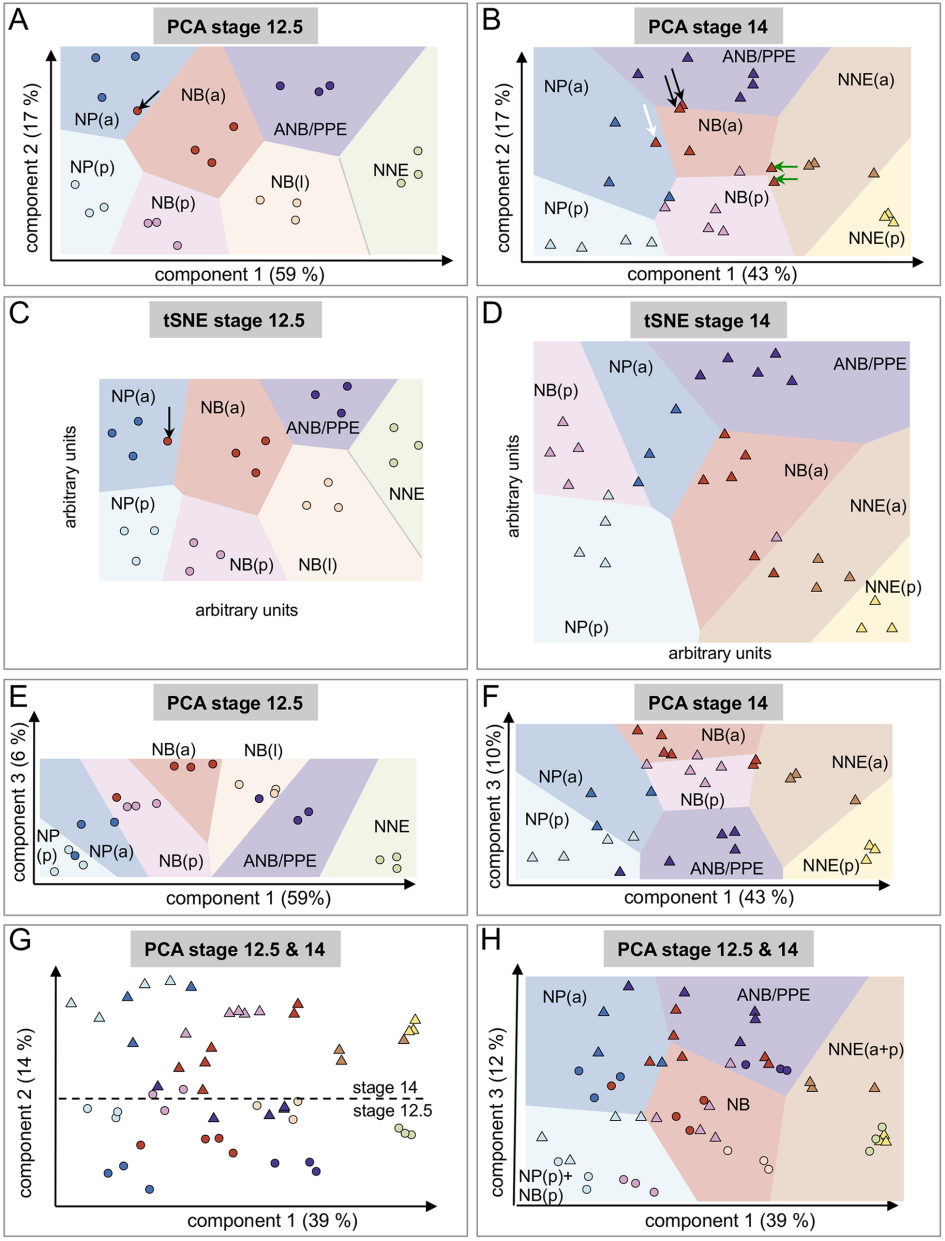
Unsupervised analysis of variance between samples using principal component analysis (PCA) retrieves biologically meaningful components, matching embryo polarity axes, neural border (NB) formation, and developmental stage. (A, B) At Nieuwkoop and Faber stage (St.) 12.5 (A, circles) and St. 14 (B, triangles), the first 2 PCA components segregated ectodermal samples according to their position along the dorsal-ventral (D-V) and anterior-posterior (A-P) embryonic axes, respectively. Percent of total gene expression variance captured by each component is indicated between parentheses. Sample color code is identical to Fig 1A. Lighter background colors are Voronoi diagram areas. These areas are drawn using the barycenter of samples belonging to the same dissected region. Each area indicates the regions of the PCA plane, where all points are closer to the barycenter of this dissected region than to any other barycenter. Arrows indicate anterior neural border samples falling slightly outside their intended dissected region (see text for details). (C, D) At St. 12.5 (C) and St. 14 (D), t-distributed stochastic neighbor embedding (tSNE) groups samples according to dissected regions. (E, F) At St. 12.5 (E) and St. 14 (F), neural border samples are located higher than most others along the third PCA component. This indicates that component 3 correlates with the acquisition of the NB characteristics during neurulation. (G, H) When combining St. 12.5 (circles) and St. 14 (triangles) samples together, the first component remains correlated to the D-V axis. The second component sorts out most samples according to their stage, irrespective of their position along the D-V axis (triangles separated from circles, (G). The first and third PCA components segregate most samples according to their position along the D-V and A-P axes, irrespective of their stage (circles and triangles of same color together, [H], Voronoi diagram). The posterior neural border (NBp), which is known to resemble the posterior neural plate (NPp) at St. 12.5, grouped with the NPp, while the anterior neural border (NBa)–St. 12.5, NBa–St. 14, and the lateral neural border (NBl)–St. 12.5 belong to the same Voronoi cell. As noticed above, NBa–St. 14 is more heterogeneous (red triangles).

Moreover, exploiting PCA mathematical properties, we could retrieve interesting biological information from the structure of the dataset, as explained below. This deeper analysis was possible in the case of our experimental design, because a few PCA dimensions (named components) captured a large amount of the variance between samples (S2 Fig). 

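The eigenvalue of each component was compared with those obtained after every gene's values were shuffled over the libraries 500 times. At St. 12.5 the first 3 components, with 60.0%, 15.9%, and 6.12% of the variance, were above the 95th percentile of the shuffled values (6.17%, 5.90%, and 5.73%), and the fourth, with 3.92%, was below it (5.59%). At St. 14 the first 4 components passed, with 44.6%, 16.5%, 9.93%, and 6.04%, and the fifth, with 4.03%, was below the shuffled 4.14%. The numbers of components were the same at the 99th percentile. When the values of each library were shuffled over genes instead, the numbers were 2 at St. 12.5 and 4 at St. 14. PCA of all expressed genes, in place of the variable ones, moved the result most and gave 5 and 7 components.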

At both stages, St. 12.5 and St. 14, the first PCA components, which capture the highest percentage of variance, were identified as significant at the 1% level: components 1 to 3 at St. 12.5 and components 1 to 4 at St. 14, respectively (S2 Fig). Moreover, the first 2 components retain a very significant amount of total variation both at St. 12.5 and St. 14, respectively, 76% and 60% (S2 Fig). 

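Together, the first 2 components held 75.9% of the variance of the 1,091 genes at St. 12.5 and 61.2% of that of the 1,714 genes at St. 14. Taken over all expressed genes, z-scored in the same way, they held 46.8% and 36.4%.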

When samples were plotted along these first 2 dimensions, at both stages, the first component separated dissected regions according to their position along the embryonic D-V axis, and the second component separated dissected regions according to their position along the A-P axis of the embryo (Fig 2A and 2B). 

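Positions along the axes were ranked from the dissection scheme, with the neural plate at rank 1 and the nonneural ectoderm at the highest rank. At St. 12.5 the preplacodal region was ranked above NBa and NBp and level with NBl. At St. 14 it was ranked level with NBa and NBp, so the order was not the same at both stages. Component 1 followed the dorsal-ventral rank with a Spearman's rho of 0.955 over 22 libraries at St. 12.5 and 0.875 over 29 at St. 14 (two-sided permutation test, p = 1e-05 for each, the smallest that 100000 permutations can give). Component 2 was not ordered by this rank (rho of -0.0727 at St. 12.5, permutation p = 0.743, and 0.212 at St. 14, permutation p = 0.272). Anterior libraries had higher values on component 2 than posterior ones by 1.89 SD of the component at St. 12.5 (10 against 6 libraries, two-sided permutation p = 7e-05) and by 1.53 SD at St. 14 (17 against 12, permutation p = 2e-05). The NBl and NNE of St. 12.5 span the axis and were left out of the anterior-posterior comparison. All permutations of component scores, here and below, shuffled single libraries. Position belongs to a region, and regions share embryos. The p-values take libraries as independent and do not test position at the level of regions or embryos. On component 1 the anterior and posterior libraries differed by 0.758 SD at St. 12.5 (permutation p = 0.0436) and by 0.00842 SD at St. 14 (permutation p = 0.983). With all expressed genes, the anterior-posterior difference on component 2 fell to 0.127 SD at St. 12.5 and 1.00 SD at St. 14.

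**Figure D2:**
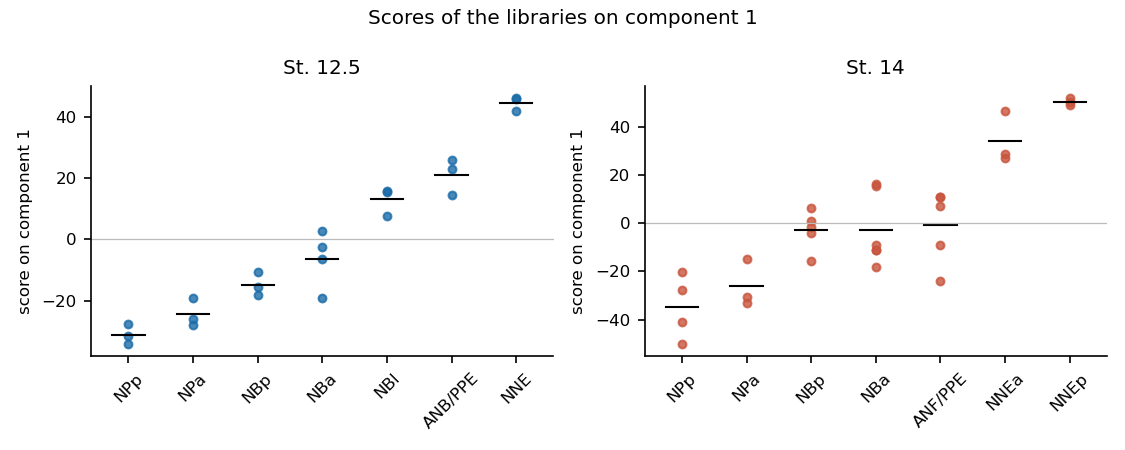
Scores of each library on component 1 (vertical axis, PCA units) by region at St. 12.5 and St. 14, with regions ordered from the neural plate to the nonneural ectoderm. Each point is 1 library, lines mark the means, and the scores rise with the dorsal-ventral rank with rho of 0.955 and 0.875.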

A similar distribution of dissected regions along the first PCA components was obtained when, instead of computing PCA with all samples, it was computed from average gene expression values for each dissected region (not shown). Together, these results indicated that transcriptome-scale differences between 2 given ectoderm regions, either at St. 12.5 or at St. 14, were primarily and significantly correlated to the position of the dissected region along the D-V axis first, and secondly along the A-P axis. 

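The relation of component 1 to the dorsal-ventral rank also held in the 51 libraries of both stages analysed together (rho 0.885, two-sided permutation p = 1e-05, the smallest the permutations can give). This p-value too takes libraries of a region as independent. With all expressed genes in place of the variable ones the rho was 0.825 at St. 12.5 and 0.837 at St. 14. From the order of the regions on these components, the paper concludes that the differences between 2 ectoderm regions follow first the D-V axis and second the A-P axis.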

In biological terms, this means that more than 60% of variation in gene expression in the ectoderm during early and mid-neurulation is related to positional information along these 2 axes.

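The shares of variance depend on which genes enter the analysis. At St. 14, component 1 alone held 44.6% of the variance among variable genes and component 2 held 16.5%, while the remaining variance was spread over components that each held less than 10%, the third being the largest at 9.93%.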

Experimental analyses have previously identified genes whose expression strongly correlates to embryonic axes. For example, transcription factors such as regional neural markers are clearly differentially expressed along D-V or A-P axes (*otx2*, *gbx2*, *cdx*[28,29]). Here, using PCA, we could identify which genes best correlate with PCA components 1 and 2. Because PCA component 1 matches with embryonic D-V axis and PCA component 2 with A-P axis, we propose that by knowing the expression level of the genes most correlated with each axis, we could approximate the spatial position of unknown ectoderm sample along these axes. For each axis, expression level of selected genes would provide D-V and A-P coordinates (positional information) in the plane of ectoderm.

To test and illustrate this hypothesis, we identified which genes significantly contribute to components 1 and 2 (*p*-value < 0.05) at both embryonic stages. We provided the list of the 60 most significant ones for each axis at each stage of development (S4 Table). These were also the genes most correlated with the 2 main PCA components, at St. 12.5 and St. 14 (S3 Fig). As an independent confirmation of the assignment of the PCA components, we reconstructed the spatial expression of the 5 genes most correlated to components 1 and 2 at St. 12.5 and St. 14 (S4 Fig, see NMF prediction below). Indeed, the genes most negatively correlated to component 2 included *caudal* family genes *cdx2* and *cdx4*, and *hox* genes, all expressed in posterior structures in vivo, while genes correlated positively to component 2 were brain-specific genes *otx1*, *otx2*, *fezf2*, or *crx* [30–34]. 

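Correlations with component 2 were computed over the log2 CPM of the 22 libraries of St. 12.5 and the 29 of St. 14. They describe genes that helped to form the component, so no p-value is given. At St. 12.5, cdx2.l had the lowest correlation of the variable genes (r = -0.973) and cdx4.l reached -0.941. At St. 14 these genes had r of -0.935 and -0.931. At the other end, fezf2.l had the highest correlation at St. 12.5 (r = 0.961) and 0.831 at St. 14, and otx1.l had 0.920 and 0.894. otx2 (locus xelaev18041108m.g) rose from 0.868 to 0.936, the highest value at St. 14, and crx.l from 0.719 to 0.915.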

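On component 1, zc4h2.l had the lowest correlation of the variable genes at St. 12.5 (r = -0.983 over 22 libraries) and at St. 14 (r = -0.952 over 29). rfx4.l had r of -0.950 and -0.890 with this component, and sox2.1 had -0.859 and -0.910.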

Most correlated genes maintained a pattern restricted along D-V or A-P axes at mid-neurula stage (S3 Fig, S4 Table). We concluded that the expression level of the genes most correlated to PCA components 1 and 2 are diagnostic markers for cell position along D-V and A-P embryonic axes during neurulation.

According to this hypothesis, if PCA faithfully described D-V and A-P position in the plane of ectoderm, it should also uncover subtle spatial heterogeneities between the biological replicates for a given dissected region (Fig 2). Hence, for a given sample (known or unknown), comparing the expression level of the diagnostic genes for each axis would indicate a sample's position along each axis. For example, at St. 12.5 (Fig 2A), the 3 replicates for each ectoderm area fall into the defined zones homogeneously, as all 3 dots, 1 for each replicate, are included in the domain defining a given sample type, usually close to one another. 

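At St. 12.5 the 3 libraries of each of ANB/PPE, NBl, NBp, NNE, NPa, and NPp lay nearest to the mean of their own region on the first 2 components, as did 3 of the 4 NBa libraries.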

One exception is a fourth replicate of the NBa (dark red, black arrow), which shares more global gene expression similarity with the adjacent NPa (navy blue), suggesting that this sample may have been dissected slightly more medially than the other St. 12.5 NBas. 

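The NBa library of St. 12.5 that lay nearest to NPa is replicate 1 in the labels of the deposited libraries, and comes from embryo 4. Replicates 2 and 3 come from embryos 5 and 7, and replicate 4 has no embryo number. In the factorization of the St. 12.5 libraries into 5 tissues, the NPa tissue made up 58.2% of replicate 1, and 16.4%, 24.9%, and 22.8% of replicates 2, 3, and 4.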

For this sample, we tested expression levels of the 2 genes most correlated to the D-V axis to test this hypothesis. Indeed, *zc4h2*.*l* and *rfx4*.*l* expression were higher in this sample than in the other NBa replicates (S3 Fig).

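zc4h2.l reached 159 CPM in NBa replicate 1 at St. 12.5, against 58.8, 99.8, and 74.9 CPM in replicates 2, 3, and 4. rfx4.l reached 31.0 CPM in replicate 1, against 3.95, 4.43, and 6.17 CPM in the other 3. With 1 library on one side, an exact permutation test on 4 libraries cannot give a two-sided p below 0.25.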

As another example, at St. 14 (Fig 2B), biological replicates for the neural plate (NP(a) and NP(p), light and navy blue), ANF/PPE (dark blue), and the lateral NNE (a and p), (brown and yellow) are rather homogeneous. However, as the dorsal ectoderm is patterned into smaller subdomains with few morphological landmarks to guide the dissection, the heterogeneity between replicates is higher in the transition zone formed by the lateral NB, mainly the anterior part (NB(a), dark red). 

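At St. 14 the files hold 6 NBa libraries. snai2 (locus xelaev18031998m.g) had 834 ± 154 CPM (SD, n = 6) in NBa, with a lowest value of 602 and a highest of 1006 CPM. pax3 is listed at 2 loci: xelaev18027783m.g had 343 ± 103 CPM (SD, n = 6), between 181 and 440, and xelaev18029860m.g had 201 ± 64.1 CPM (SD, n = 6). A second snai2 locus, xelaev18033703m.g, had 10.3 ± 4.23 CPM (SD, n = 6) and its lowest value, 3.46 CPM, in replicate 5.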

As expected for an accurate dissection, all NBa replicates display high *snail2* and *pax3* expression, a known characteristic of this area. However, additionally, we find that 2 replicates shared a partial signature with the ANF/PPE (black arrows), 1 with the NP(a) (white arrow), and 2 with the NNE(a) (green arrows). 

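On the first 2 components of St. 14, NBa replicates 1 and 6 lay nearest to the mean of NBa, replicates 2 and 3 nearest to NNEa, replicate 4 nearest to ANF/PPE, and replicate 5 nearest to NPa. With the third component added, replicates 1, 4, 5, and 6 were nearest to NBa.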

In terms of landmark gene expression, the 2 samples closer to the preplacode domain express the lowest level of the posterior gene *cdx4* expression of the 5 replicates, thus marking them as more anterior along the A-P axis (PCA axis 2). Similarly, the 2 replicates close to the lateral ectoderm samples (green arrows) express the lowest *sox2* levels of the 5 replicates, thus suggesting they were dissected slightly farther from the dorsal midline of the embryo. This suggests that the samples all cover the intended area, with small variations around a “typical” or average transcriptome established by PCA. This also means that the PCA, computed for the genes with highest expression range, accurately reconstitutes individual replicate position around a median point defined for each sample type, without prior information on a dissected region gene signature. Such refined analysis may be important for including or excluding individual replicates or for assigning a spatial identity to an unknown sample, even a single cell, in future analyses (e.g., assessing modifications of positional information after mutation of a given gene or identifying differences in position for a cluster of single cells). 

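In the 6 NBa libraries of St. 14, cdx4.l had 27.6, 52.3, 19.0, 0.072, 10.7, and 0.490 CPM in replicates 1 to 6, so that replicates 4 and 6 had the lowest values. cdx4.l is among the genes that formed component 2, so its relation to the scores of these libraries on that component is not a separate test of their position and is not given.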

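sox2.1 had 64.3, 13.2, 12.5, 48.2, 84.0, and 51.5 CPM in NBa replicates 1 to 6 at St. 14, with the lowest values in replicates 2 and 3, which lay nearest to NNEa. These 2 replicates had scores of 16.5 and 15.6 on component 1 of St. 14 and the other 4 had scores between -18.3 and -9.08, so that the libraries fell into separate clusters of fewer than 6, and the correlation over all 6 is not given for that reason. Within the cluster of 4, sox2.1 was highest in replicate 5, which also had the lowest score. Replicate 1, with the highest score of the 4, had more sox2.1 than replicates 4 and 6. Like cdx4.l for component 2, sox2.1 helped to form component 1, so this is not a separate test of position. From these landmark genes the paper proposes that the positions of the replicates reflect small shifts of the dissection.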

Here, as we performed a global analysis of ectoderm patterning, we were interested in depicting all samples, including variability in their positions, and we have chosen to keep all samples in the analysis.

### PCA identified gene expression variations due to ectoderm developmental timing and NB formation

Statistical analysis of PCA component distribution showed that a third dimension was also informative (S2 Fig): when plotting samples along the first and third PCA dimension, the NB samples were positioned higher than the others along PCA component 3. This third dimension behaved similarly at St. 12.5 and St. 14 and captured 6% and 10% of gene expression variance, respectively (Fig 2E and 2F). 

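On component 3 the neural border libraries had higher scores than the others by 1.57 SD at St. 12.5 (10 NBa, NBp, and NBl libraries against 12, two-sided permutation p = 3e-05) and by 1.60 SD at St. 14 (11 NBa and NBp libraries against 18, p = 1e-05, the smallest that 100000 permutations can give). On components 1 and 2 they differed by -0.220 SD (permutation p = 0.617) and -0.899 SD (permutation p = 0.0338) at St. 12.5, and by -0.167 SD (permutation p = 0.668) and -0.150 SD (permutation p = 0.701) at St. 14. Single libraries were shuffled, although the border is a property of regions, so these p-values do not test regions.

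**Figure D3:**
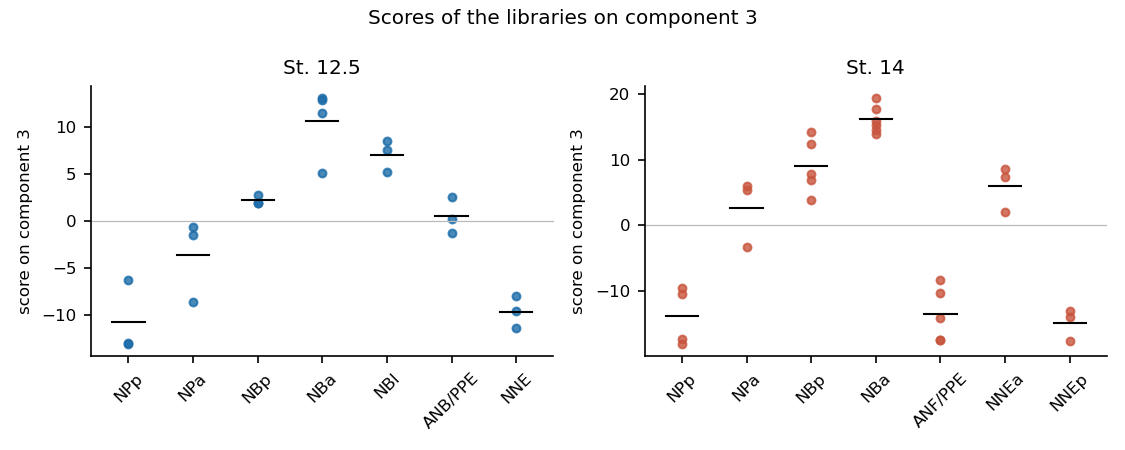
Scores of each library on component 3 (vertical axis, PCA units) by region at St. 12.5 and St. 14. Each point is 1 library, lines mark the means, and the neural border libraries exceed the others on average by 1.57 SD and 1.60 SD.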

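In the counts analysed here, component 3 held 6.12% of the variance at St. 12.5 and 9.93% at St. 14. At St. 12.5 it exceeded the 95th percentile by less than 1 percentage point when each gene was shuffled over libraries (6.12% against 5.73%), and was below it when each library was shuffled over genes (6.595%).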

Genes most correlated with this third dimension included known NB/NC specifiers such as *snail1*, *pax3*, *sox9*, *msx2*, and *lmx1b*. This meant that a small but measurable amount of gene expression variation was linked to NB differentiation and that PCA captured the emergence of the NB as a significant contributor to region-specific transcriptome variations during early neurulation, in addition to variation along the D-V axis already captured by the first PCA dimension.

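At St. 12.5 the 3 variable genes with the highest correlation with component 3 were pax3 (locus xelaev18029860m.g, r = 0.840), pax3 (locus xelaev18027783m.g, r = 0.818), and lmx1b.1.l (r = 0.778). At St. 14 pfkfb4 (locus xelaev18025735m.g) ranked first with r = 0.913. snai2 (locus xelaev18031998m.g) rose from r = 0.490 at St. 12.5 to 0.887 at St. 14, sox9.s from 0.566 to 0.880, and msx2.l from 0.584 to 0.843. pax3 (locus xelaev18027783m.g) had r of 0.776 at St. 14 and lmx1b.1.l had 0.762. The snai1 locus that the paper's lists give for this component was not analysed here.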

Next, to test if dissected regions at St. 12.5 and St. 14 shared similar variations in gene expression, we analyzed together the 65 samples using PCA (Fig 2G and 2H). In this larger analysis with both neurula stages together, the first PCA dimension still positioned the samples along the D-V axis, while the third (and not the second as previously) dimension referred to the A-P axis (Fig 2H). 

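Both stages were analysed together in the 51 libraries of the separate regions, 22 of St. 12.5 and 29 of St. 14. The undivided NP and NB, the St. 17 libraries, and the whole embryos were not used here. On the 2,032 variable genes, the first 4 components held 40.3%, 13.7%, 12.0%, and 5.93% of the variance, and 6 components exceeded the 95th percentile of shuffled values.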

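Anterior libraries exceeded posterior ones on component 3 of the joint analysis by 1.62 SD (27 against 18 libraries, two-sided permutation p = 1e-05, the smallest the permutations can give), and fell below them on component 2 by a difference of -0.712 SD (permutation p = 0.023). On component 1 the difference was 0.277 SD (permutation p = 0.338). Single libraries and not regions were shuffled in these tests.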

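In the joint PCA of both stages, the mean score on component 1, which ordered the regions from dorsal to ventral, was -30.7 ± 6.19 (SD, n = 3) for NPa at St. 12.5 and -24.6 ± 10.2 (SD, n = 3) at St. 14. NPp had -37.7 ± 4.90 (SD, n = 3) and -33.9 ± 13.0 (SD, n = 4), and NBa had -10.2 ± 12.2 (SD, n = 4) and -0.919 ± 14.8 (SD, n = 6). The differences between stages were larger in NBp, with -20.4 ± 4.64 (SD, n = 3) and -1.77 ± 8.03 (SD, n = 5), and in the preplacodal region, with a mean of 19.6 (n = 3) for ANB/PPE and 2.57 ± 16.2 (SD, n = 5) for ANF/PPE. Over all 51 libraries the SD of component 1 was 28.6, and the stages differed on it by 0.16 SD (two-sided permutation p = 0.574).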

Interestingly, similar dissected regions from both stages occupied similar locations along component 1; this suggested that D-V positional information of a given ectoderm region, as encoded in the transcriptome, was relatively stable during early and mid-neurulation (Fig 2G). However, the temporal dynamics of gene expression was important, as the second dimension encoded the temporal differences because it segregated most samples from St. 12.5 (circles) and St. 14 (triangles), irrespective of their dissected region identity (Fig 2G). 

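St. 14 libraries exceeded St. 12.5 libraries on component 2 by 1.68 SD (29 against 22 libraries, two-sided permutation p = 1e-05, the smallest the permutations can give). On component 3 the difference was 0.815 SD (permutation p = 0.00331). Within the libraries of prefix B108 (24 against 21) the difference on component 2 was 1.68 SD, and the 5 B100 libraries of St. 14 differed from the 24 B108 libraries of that stage by -0.0561 SD (permutation p = 0.859). The component that followed stage most was the second in each alternative except with all expressed genes, where it was the first, and with centring alone or a range above 6, where it was the third. Region by region, a joint fit of NPa, NPp, NBa, NBp, and the preplacodal region in 16 libraries of St. 12.5 and 23 of St. 14, with region as a term, gave 15,846 of 22,778 genes that differed between the stages at an FDR of 0.05 (8,741 higher and 7,105 lower at St. 14). The median absolute log2 difference of the called genes was 1.16, and 9,091 exceeded 1. Across all alternatives that changed the processing, the number ran from 12,360 with a filter of more than 50 counts in 3 libraries to 18,355 with no filter on low counts. When the stages were shuffled over the 39 libraries, the real assignment was the only 1 of 100 with a number as large, and the highest of the others was 751. The embryos at the 2 stages are different animals, and 15 of the 16 libraries of St. 12.5 come from 3 embryos. The fit and the shuffles take libraries as independent, so that neither tests stage at the level of the embryo. Across the called genes the change had r = 0.521 with the change of the whole-embryo libraries from St. 12.5 to St. 14, and 71.1% of the genes changed in the same direction there.

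**Figure D4:**
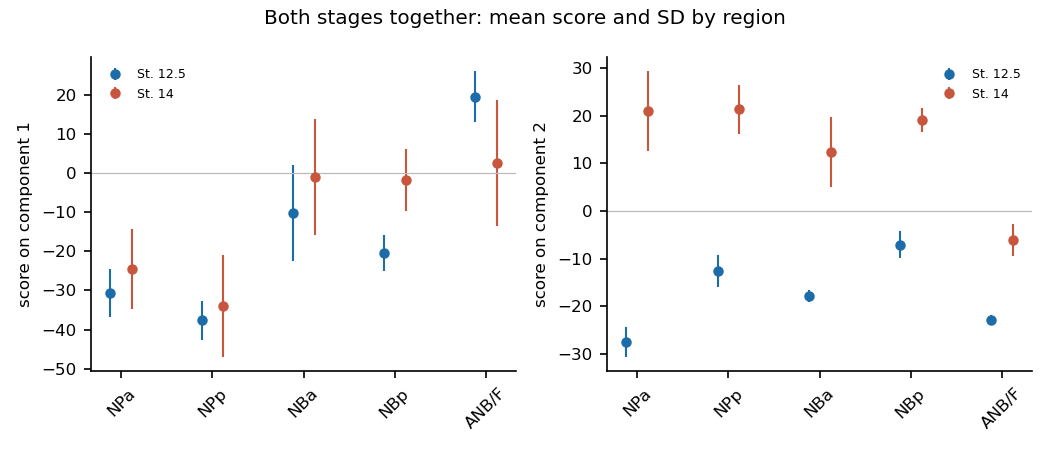
Mean scores on components 1 and 2 of the joint PCA (vertical axes, PCA units) for the 5 regions sampled at both stages, with bars of 1 SD; ANB/F stands for ANB/PPE at St. 12.5 and ANF/PPE at St. 14. Over all 51 libraries the stages are 1.68 SD apart on component 2.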

Further functional studies are needed to identify the main parameters supporting this variation between early and mid-neurula samples, as a biological function for the genes most correlated to component 2 remained elusive. Finally, the fourth dimension separated the NB region from the other ectoderm areas, with high correlation of genes expressed in the NB and NB to this component, as seen in the stage-specific analysis (*egr4*, *msx1*, *msx2*, *pfkfb4*, and *sox9*) [6,35–37].

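On component 4 of the joint PCA the 21 neural border libraries exceeded the other 30 by 1.72 SD (two-sided permutation p = 1e-05, the smallest the permutations can give). The permutations shuffled single libraries and not regions. pfkfb4 (locus xelaev18025735m.g) had the highest correlation with this component (r = 0.839 over 51 libraries) and egr4.l the third highest (r = 0.691). lmx1b.1.l had r = 0.652, sox9.s 0.553, msx1.l 0.527, and msx2.l 0.514.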

In general conclusion on this part of the analysis, PCA and related approaches allowed visualizing the most prominent differences between samples and dissected regions for the various experimental conditions. We confirmed the accuracy of dissections using thousands of genes with the highest expression range and observed that most samples tend to group according to the 7 dissected regions at each stage. Compared to landmark gene analysis (e.g., a few marker genes analyzed by qPCR), PCA was more detailed and retrieved the main factors (components) that accounted for variation between samples. These components significantly correlated with positional information (D-V and A-P axes), NB formation, and developmental time progression. PCA also revealed small variations between biological replicates that could complicate the establishment of a unique and robust gene signature for each dissected region. We thus turned to a deconvolution approach to overcome this last point.

### Coarse-grained quantitative ectoderm-specific gene expression patterns were reconstructed by nonnegative matrix factorization (NMF) deconvolution

In order to complement the PCA, which highlights variation in gene expression between samples, we next focused on identifying robust spatial tissue signatures from our samples by looking for a common gene signature for biological replicates of a given dissected region, irrespective of technical/biological variation between replicates. However, statistical tests of differential expression applied to adjacent dissected regions did not recover any dissected-region specific genes signature. This was explained as we observed that markers highly specific for a tissue could be found at lower levels of expression in some samples from adjacent tissues, potentially indicative of slight shifts in dissection position; *snai2*, a specific marker of the lateral NB at St. 14, was found expressed at lower levels in 3 out of 8 biological replicates of the adjacent NPa and anterior ectoderm, suggesting that these 3 samples contained a few NB cells (Fig 1, S5A Fig). 

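Of the pairs of adjacent regions, 4 were tested at St. 12.5 over 20,956 genes. NPa and NPp differed in 782 genes at an FDR of 0.05 (627 higher in NPp, 155 in NPa), NPa and NBa in 545 (436 higher in NBa, 109 in NPa), NPp and NBp in 230 (183 higher in NBp, 47 in NPp), and NBa and NBl in 744 (531 higher in NBl, 213 in NBa). The first of these counts moved most when only the 6 libraries of NPa and NPp were fitted, to 234 genes, and the DESeq2 Wald test gave 1187. With embryo as a block for replicates 1 to 3, which come from the same 3 embryos in every region, the 4 counts were 1137, 500, 385, and 1096. Leaving out 1 library at a time gave 351 to 715, 196 to 1084, 94 to 193, and 255 to 695 genes. NPp replicate 2 held mesoderm markers, with 20.2 CPM of myod1.l and 47.2 CPM of myf5.l. Some of the genes higher in NPp may therefore come from mesoderm cells. Between NPa and NPp, the gene with the smallest p higher in NPp was post.l, with 138 ± 46.5 against 6.29 ± 1.11 CPM (SD, n = 3 each), a log2 fold change of 4.45 (standard error 0.33, FDR 3.82e-07). The klf17-like locus xelaev18023103m.g was the first in the other direction, with 0.226 ± 0.103 CPM in NPp against 14.2 ± 6.37 CPM in NPa (SD, n = 3 each; log2 fold change -5.85, standard error 0.47, FDR 7.10e-07). The NPp mean of xelaev18023103m.g is under the floor of 3 counts there, 0.25 CPM, so the size of its fold changes against NPp is uncertain. rax.l was at least 1150-fold higher in NPa. Between NPa and NBa, post.l had 68.9 ± 18.6 CPM (SD, n = 4) in NBa (log2 fold change 3.45, FDR 1.05e-05), and foxd1.l had a log2 fold change of -5.32 (standard error 0.68, FDR 0.000274), with 30.6 ± 8.44 CPM (SD, n = 3) in NPa. msx2.l was higher in NBa (log2 fold change 7.99, FDR 3.06e-05). Between NPp and NBp, xelaev18023103m.g was higher in NBp (27.9 ± 7.21 CPM, SD, n = 3; log2 fold change 6.82, FDR 1.09e-07), msx2.l had a log2 fold change of 5.96 (FDR 0.000223), and nkx2-8.l and admp.s were at least 151-fold and at least 581-fold higher in NPp. Between NBa and NBl, hoxb9 (locus xelaev18045992m.g) was at least 41.3-fold higher in NBl, hoxb6.s at least 45.9-fold, and tdgf1.1.l had a log2 fold change of -4.71 (FDR 0.000214) with 8.02 ± 3.05 CPM (SD, n = 4) in NBa.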

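At St. 14, 4 pairs of neighboring regions were tested over 22,143 genes. NPa and NPp differed in 491 genes (231 higher in NPp, 260 in NPa), NPa and NBa in 461 (62 higher in NBa, 399 in NPa), NBa and NBp in 370 (315 higher in NBp, 55 in NBa), and NNEa and NNEp in 622 (180 higher in NNEp, 442 in NNEa). NPa replicates 1 and 2 come from embryo 10 and NNEp replicates 2 and 3 from embryo 11, so that the 3 libraries of each region are from 2 embryos, and NBa replicates 5 and 6 share embryo 2; the test takes each library as a replicate. Leaving out 1 library at a time gave 197 to 383, 243 to 437, 187 to 795, and 270 to 1173 genes. With embryo as a block, in the libraries whose embryo is known, the counts were 234, 275, 0 (with 932 genes at an unadjusted p under 0.05), and 320. Only embryos 10 and 13 gave both NBa and NBp, and the NBp library of embryo 10 is replicate 2. The 0 for NBa and NBp therefore cannot tell whether their difference holds within embryos. NBp replicate 2 had cdx4.l, rfx4.l, and sox2.1 lower than the other 4 NBp libraries, and 13.1% of the 795 genes called between NBa and NBp without it placed it nearer to the NBp mean than to the NBa mean. Between NPa and NPp the hoxa10-like locus xelaev18030995m.g was at least 350-fold higher in NPp, where NPa had no more than 3 counts, and hoxc9.l at least 244-fold. zic1.l had 166 ± 109 CPM in NPa (SD, n = 3) and 13.9 ± 2.30 CPM in NPp (SD, n = 4), a log2 fold change of -3.58 (standard error 0.56, FDR 0.00211). Between NPa and NBa, nkx6-2.s was higher in NPa with 35.7 ± 3.13 CPM (SD, n = 3; log2 fold change -7.41, standard error 0.55, FDR 2.53e-08), shh.l was at least 130-fold higher in NPa, and nol10.l, the first gene higher in NBa, had a log2 fold change of 0.59 (standard error 0.11, FDR 0.00322). Between NBa and NBp, hoxa9.s was at least 126-fold and xelaev18030995m.g at least 192-fold higher in NBp, while otx2 (locus xelaev18039840m.g) had a log2 fold change of -7.00 (FDR 0.00926) with 45.2 ± 41.8 CPM in NBa (SD, n = 6), and pax2.s -7.16 (FDR 0.0113). Between NNEa and NNEp, hoxa7.l was at least 231-fold higher in NNEp, cdk5r1.s had a log2 fold change of -4.28 (standard error 0.42, FDR 2.23e-06) with 38.2 ± 14.5 CPM in NNEa (SD, n = 3), and foxd3.l one of -8.32 (FDR 0.00365). snai2 (locus xelaev18031998m.g) did not pass the FDR between NPa and NBa at St. 14 (log2 fold change 1.08, FDR 0.571).

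**Figure D5:**
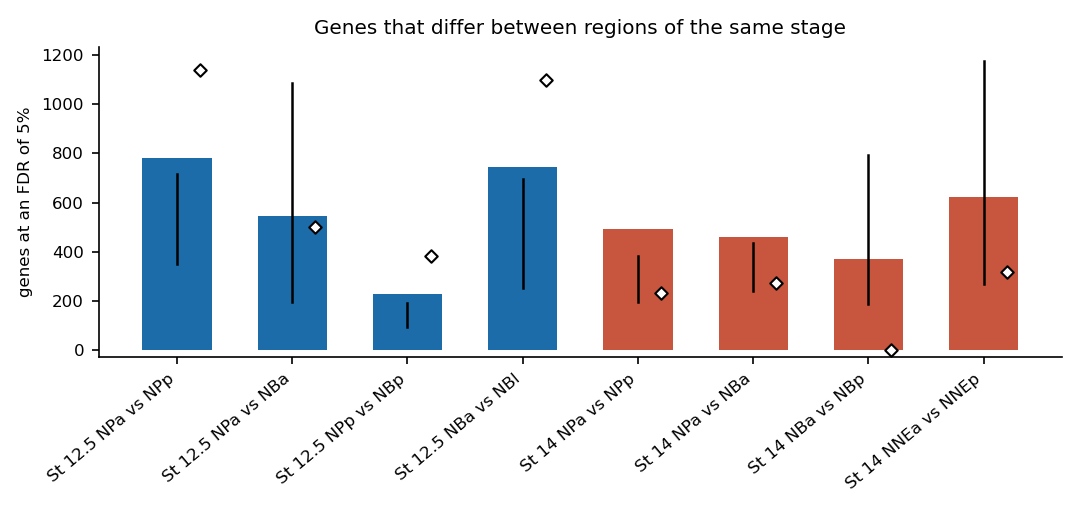
Genes at an FDR of 0.05 (bars, vertical axis) in the 8 comparisons of regions at St. 12.5 and St. 14. Lines span the fits without 1 library each and diamonds give the fits with embryo as a block, from 0 for NBa and NBp of St. 14 to 1137 for NPa and NPp of St. 12.5. The 0 rests on few embryos that gave both regions, with the outlying NBp replicate 2 among their libraries.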

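A gene was counted as specific to a region when it was higher there at an FDR of 0.05 against each of the other 6 regions separately. At St. 12.5 this held for 910 genes, of which 856 were specific to NNE, 40 to ANB/PPE, 7 to NPp, 6 to NPa (foxd1.l, gsc.l, cpn1.s, sfrp2.s, xelaev18000071m.g, and xelaev18046921m.g), and 1 to NBp (hoxb9, locus xelaev18045992m.g). At St. 14 it held for 304 genes, of which 149 were specific to ANF/PPE, 92 to NNEp, 58 to NPp, 4 to NPa (emilin3.1, fst.l, xelaev18027420m.g, and xelaev18003735m.g), and 1 to NBa (dhx33.l, with a highest FDR of 0.0499 over its 6 comparisons). The genes of counts up to 6 were named after their values were seen, apart from those the named-genes rule covers. NBa and NBl at St. 12.5 and NBp and NNEa at St. 14 had no such gene. Of the NPa genes of St. 12.5, gsc.l is also on the paper's list of mesoderm markers. Leaving out 1 library at a time moved the totals to between 325 and 988 at St. 12.5 and between 169 and 415 at St. 14. From the absence of a signature in its own tests of adjacent regions, the paper turns to nonnegative matrix factorization.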

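At St. 14 the 8 libraries of NPa (3) and ANF/PPE (5) border the anterior neural border. snai2 (locus xelaev18031998m.g) was above 3 counts in all 8 of them, above 10 CPM in 6, and above 0.1 of the NBa median of 836.5 CPM in 4. NPa had 405 ± 108 CPM (SD, n = 3), between 310 and 522, and ANF/PPE had 70.0 ± 78.1 CPM (SD, n = 5), between 6.04 and 198. The value in NBa ranged from 602 to 1006 CPM, so that no NPa or ANF/PPE library overlapped it. Among the remaining regions NBp had 447 ± 387 CPM (SD, n = 5), NNEa 116 ± 24.1 (SD, n = 3), NPp 19.4 ± 19.6 (SD, n = 4), and NNEp 3.94 ± 3.43 (SD, n = 3). From the libraries with lower expression next to the border, the paper proposes that these were dissected with a small shift of position.

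**Figure D6:**
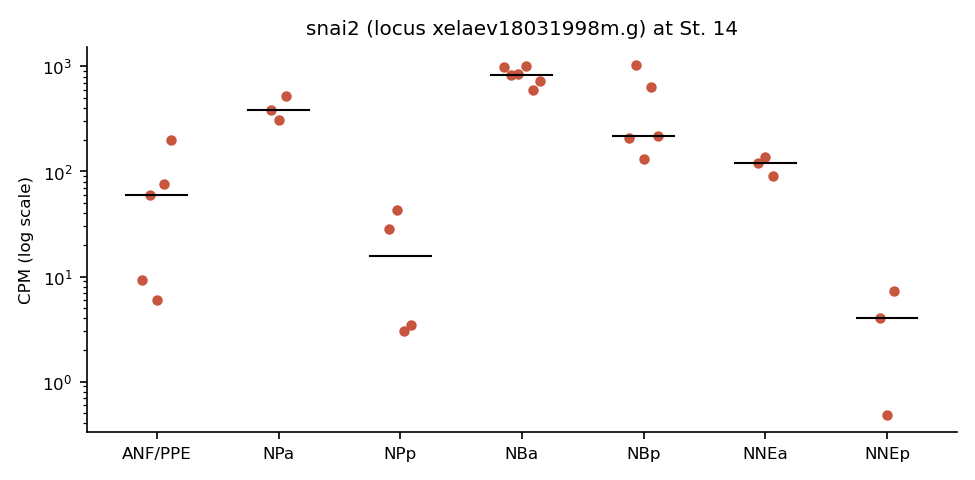
CPM of snai2 (locus xelaev18031998m.g) in each St. 14 library by region, on a log axis. Each point is 1 library, lines mark the medians, and NBa lies between 602 and 1006 CPM while the 8 NPa and ANF/PPE libraries lie between 6.04 and 522 CPM.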

At the same time, in such early embryos, most genes are not tissue specific; *sox2* marks NP with high expression levels but is also expressed in the adjacent NB and in the lateral PPE at lower levels (S5B Fig). 

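sox2.1 had 254 ± 15.1 CPM in NPa and 174 ± 24.9 CPM in NPp at St. 12.5 (SD, n = 3 each), 147 ± 37.6 in NBp (SD, n = 3), 109 ± 28.9 in NBa (SD, n = 4), 102 ± 33.7 in ANB/PPE (SD, n = 3), 37.1 ± 4.92 in NBl (SD, n = 3), and 4.90 ± 0.44 in NNE (SD, n = 3). At St. 14 it had 218 ± 41.8 CPM in NPp (SD, n = 4), 141 ± 47.8 in NPa (SD, n = 3), 107 ± 65.4 in NBp (SD, n = 5), 87.5 ± 60.5 in ANF/PPE (SD, n = 5), and 45.6 ± 28.3 in NBa (SD, n = 6). NBp replicate 2 of St. 14 had the lowest sox2.1 of the 5 NBp libraries. At St. 12.5 the log2 fold change from NPa to NBa was -1.21 (FDR 0.00766 by edgeR) and that from NBa to NBl was -1.55 (FDR 0.00193).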

We were therefore looking for an algorithm that could identify and discard small contributions from adjacent tissues, due to biological or technical variability, while correctly identifying contribution of the main dissected tissue. This is commonly achieved using such deconvolution approaches as the NMF algorithm [38,39].

In this model, each dissected region is "a priori" proposed to be a mix of a few "prototypical" ectoderm regions, the transcriptome and proportions of which must be estimated in each dissected region. For example, one could hypothesize that the NB transcriptome could either be unique compared to the other ectoderm regions or could result from a combination of NP transcriptome and NNE transcriptome. The algorithm of choice should identify how many prototypical transcriptomes could be defined from the dataset and reconstruct how the actual transcriptome of each dissected region corresponds to a combination of the prototypical transcriptomes. The NMF algorithm reconstructs a sample expression matrix (our complex transcriptome dataset) as a product of 2 matrices: the prototypical tissue expression matrix, which describes gene expression in the reconstructed tissues (named below as "NMF-tissue" or "NMF-predicted"), and the mixing matrix, which describes how NMF reconstructs dissected regions from NMF-tissue with the constraint that the transcriptome expression and the proportions matrices are nonnegative. When running the algorithm, one looks for the number of prototypical tissues that produce a robust solution (convergence on a single solution from multiple random initializations, see Materials and methods). When applied to our dataset, the NMF algorithm robustly recovered 5 prototypical NMF-tissues at each neurula stage (Fig 3, S6 Fig). 

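Nonnegative matrix factorization (NMF) was run 50 times from random starts, for 800 iterations each, on the variable genes of each stage in linear CPM, with the undivided NP and NB included at St. 14. Runs were compared by whether their tissues could be matched one to one. With 5 tissues, 94% of the runs matched one to one at St. 12.5 and 98% at St. 14. With 4 tissues the shares were 74% and 100%. The tissues at St. 12.5 were named for the regions with the highest contribution, which were ANB/PPE, NBa with NBl, NBp with NPp, NNE, and NPa, and those of St. 14 were ANF/PPE, NBa, NBp, NNEa with NNEp, and NPa with NPp. Of the alternatives with all libraries, setting each gene's sum to 1 moved the share of matching runs most, to 50% at St. 12.5 and 64% at St. 14, and at St. 14 it also changed the tissues, with NBa and NBp in a single tissue. From the stability of the factorization, the paper states that 5 prototypical tissues were recovered at each stage.

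**Figure D7:**
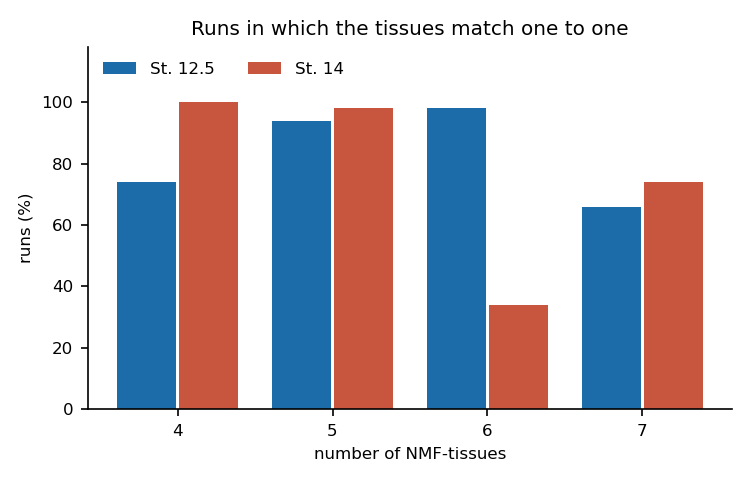
Share of the 50 runs whose tissues matched one to one (bars, percent) for 4 to 7 tissues at St. 12.5 and St. 14. With 5 tissues the shares are 94% and 98%.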

Based on the contribution of NMF-tissues to each dissected sample (represented in shades of blue [low] to red [high]), these NMF-predicted tissues could be straightforwardly assigned to the 7 dissected tissues (Fig 3A and 3B). 

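With 6 tissues, 98% of the 50 factorization runs matched one to one at St. 12.5 and 34% at St. 14. The tissue added at St. 12.5 was led by no region and was highest in NNE. The paper judged stability by how tightly the runs clustered, which is another measure than this matching. With 7 tissues the shares were 66% and 74%. With the Kullback-Leibler updates in place of the Euclidean ones, 6 tissues matched in 50% of the runs at St. 12.5 and in 64% at St. 14.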

The hypothesis of 6 or 7 prototypical tissues did not produce stable results, indicating that the NMF algorithm could not find a robust solution (S6 Fig).

**Fig 3:**
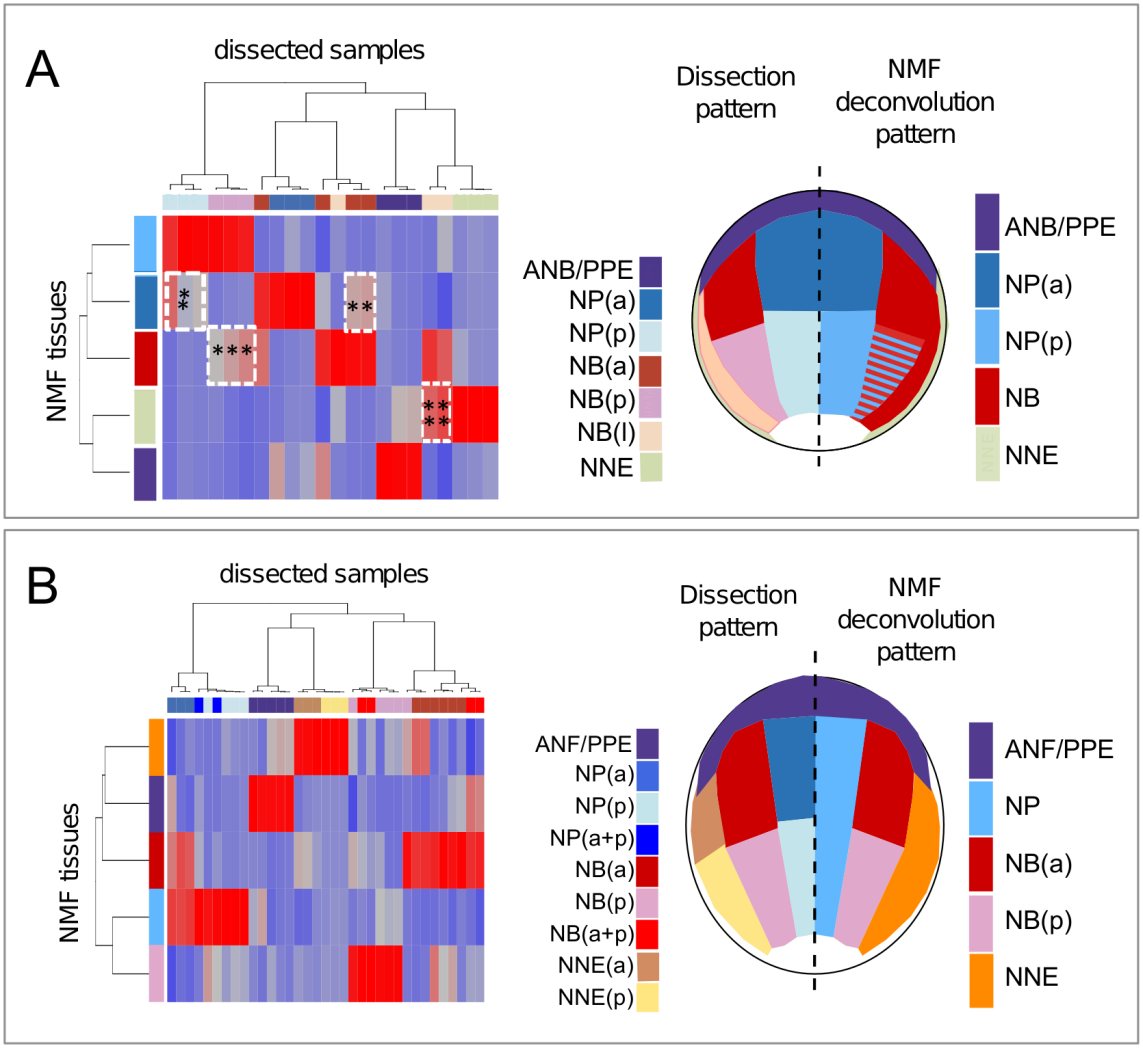
Nonnegative matrix factorization (NMF) efficiently deconvolutes differential expression profiles. The NMF algorithm defines a set of ectoderm tissues (NMF-tissues) at Nieuwkoop and Faber stage (St.) 12.5 (A) and St. 14 (B). Columns in the mixing matrix indicate how these tissues contribute to the initial dissected samples. Red indicates high contribution; blue indicates low/no contribution. Interesting intermediate contributions are outlined by white dotted lines; stars (*) refer to comments in text. From these contributions, dissected samples (left part of the pattern drawn on embryo) were matched with 1 of the NMF-tissues (right part of the pattern). At St. 12.5, striped pattern indicated the mixed contribution of posterior neural plate and neural border (NMF-NP(p), NMF-NB(p)) to NBp samples. Abbreviations and colors are the same as in Fig 1 and S1 Table.

The hypothesis of 5 prototypical NMF-tissues results in the mixing matrix shown in Fig 3A and 3B. The embryo map shows how these 5 prototypical tissues relate to our 7 dissected ectoderm regions (Fig 3A and 3B). First, the main contributions were considered in the mixing matrix (indicated in red). At St. 12.5, 3 of the 5 domains identified by NMF matched directly with the dissected region pattern: the ANB/PPE (violet), the NPa (navy blue), and the ventral NNE (green) (Fig 3A). These 3 biological tissues thus showed a clear-cut and specific signature by NMF deconvolution as also reflected by their clear segregation along the first 2 PCA dimensions. In contrast, the NMF algorithm merged the dissected NPp (light blue) and NBp (pink), indicating that the transcriptomes of these 2 tissues are very similar, although they could clearly be separated along the first 2 PCA dimensions. They were grouped into a single NMF-tissue named "posterior neural plate" (NPp, solid blue and hatched blue-red) (Fig 3A). Similarly, anterior (red) and lateral (beige) NB were merged into a single NMF-predicted tissue named "neural border" (NB, red). 

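The ANB/PPE tissue made up a mean of 79.5% of the ANB/PPE libraries at St. 12.5 (75.1% to 87.9%, n = 3), the NPa tissue 79.8% of the NPa libraries (71% to 89.5%, n = 3), and the NNE tissue 94.4% of the NNE libraries (91.5% to 97.7%, n = 3). Without NBl replicate 1 the border tissue was led by NBl alone, and 16 of the remaining 21 libraries had the same main tissue as with all libraries.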

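The tissue shared by NPp and NBp made up 76% of the NPp libraries (59.2% to 90%, n = 3) and 66.1% of the NBp libraries (56.4% to 74.3%, n = 3) at St. 12.5. In the comparison of single genes, NPp and NBp had the lowest number of differing genes of the 4 pairs tested at this stage.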

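The neural border tissue made up 53.6% of the NBa libraries (41.8% to 75.1%, n = 4) and 55.5% of the NBl libraries (39.5% to 73.5%, n = 3).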

The comparison between the dissection pattern and the deconvoluted NMF profile was schematized in Fig 3A. Besides these main components (in bright red), when secondary contributions were considered (indicated in shades of light blue to pink in the mixing matrix, Fig 3A), St. 12.5 analysis by NMF also identified that the NMF-predicted NB tissue (red) displays a minor contribution to the dissected NBp (pink, in dotted square, ***) and that the NMF-predicted NPa domain (navy blue) contributed to adjacent dissected regions, the NPp (light blue) and the NBa (red) (in dotted squares * and **). 

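In the NBp libraries the neural border tissue made up 29.5% on average (22.5% to 36.2%, n = 3). The NPa tissue made up 30.6% of NBa on average, 23.4% of NPp (10% to 40.8%, n = 3), 3.82% of ANB/PPE (0% to 9.76%, n = 3), and 3.24% of NBp (0% to 7.38%, n = 3).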

In a similar manner, the NMF-defined ventral ectoderm partly contributed to the lateral NB component (beige, ****). 

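The NNE tissue made up 36.2% of the NBl libraries (20.2% to 44.5%, n = 3) and 15.3% of the ANB/PPE libraries (0.0205% to 24.4%, n = 3).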

In conclusion, when similarities were considered (and not differences, as for PCA), unsupervised deconvolution by NMF distinguished 5 main tissues in the late gastrula ectoderm, giving rise to the simplified pattern depicted in Fig 3A. Moreover, NMF analysis was also able to identify minor contributions of NMF-tissues to samples from adjacent dissected regions. In contrast, NMF-tissues did not contribute to more distant dissected regions (meaning that there was no cross contribution between NNE and NP). This indicated that NMF-tissues indeed corresponded to spatially restricted tissue types.

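Among distant regions at St. 12.5, the NNE tissue made up 0.794% of NPa (0% to 2.38%, n = 3) and 0.603% of NPp (0% to 1.81%, n = 3), and the NPa tissue was at 0% in all 3 NNE libraries.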

At St. 14, using a similar interpretation, the algorithm also identified 5 tissues with a different grouping of dissected tissues as compared to St. 12.5. The ANF/PPE (violet), the anterior lateral NB (red), and the posterior lateral NB (pink) were defined as anticipated by dissections. In contrast, the anterior and posterior NP (blue) as well as anterior and posterior NNE (brown and yellow) were merged (Fig 3B). Thus, by using NMF analysis, we retrieved information on spatial gene pattern within 5 expression domains, allowing us to define tissue-specific gene signatures on the genome scale, albeit with less spatial sensitivity than PCA (which recognized variations between 7 domains). 

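At St. 14 the ANF/PPE tissue made up a mean of 73.6% of the ANF/PPE libraries (64.5% to 88.3%, n = 5) and the NBa tissue 66.3% of the NBa libraries (55.5% to 80.4%, n = 6). The NBp tissue made up 52.4% of the NBp libraries, between 0% and 77.3% (n = 5). The NBa tissue made up 23.8% of the NBp libraries, between 0.97% and 73.7%, and NBp replicate 2, whose genes lay nearer to NBa, held the highest share.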

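The tissue shared by NPa and NPp made up 79.8% of the NPp libraries (70.6% to 88.8%, n = 4), 73.2% of the undivided NP (70.7% to 75.7%, n = 2), and 48% of the NPa libraries (43.1% to 51.1%, n = 3). The NBa tissue made up a further 40.9% of the NPa libraries (31.8% to 48.5%) and 19.1% of the NNEa libraries (7.39% to 26.7%, n = 3). The nonneural tissue made up 72.1% of the NNEa and 95.9% of the NNEp libraries (n = 3 each).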

When compared to the results of plotting averaged gene expression (made from averaging biological replicate expression levels, as more usual), NMF-defined spatial gene expression was useful to detect the areas of high expression, when dissection shifts may have occurred between adjacent regions or when genes may be expressed with high variability between 2 adjacent regions (S3 Fig), compared to somewhat noisier averaged expression. In particular, this improved inference of gene expression in the NBa at St. 14 (see, for example, *snai2* or *sox10* expression at St. 14, with low expression in the NPa on average pattern, while NMF-predicted pattern matches better with in situ hybridization pattern, Fig 4, S8 Fig).

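sox10.l had 33.8 ± 25.9 CPM in NBa (SD, n = 6) and 46.5 ± 29.9 CPM in NPa (SD, n = 3) at St. 14. In the factorization, 94.6% of sox10.l was assigned to the NBa tissue, 5.44% to the tissue of NPa and NPp, and none to the other 3. For snai2 (locus xelaev18031998m.g), 85.2% was assigned to the NBa tissue, 12.6% to NBp, 2.26% to ANF/PPE, and none to the tissue of NPa and NPp. From such assignments, the paper concludes that the predicted pattern in the NBa matches in situ hybridization better than the average pattern does.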

**Fig 4:**
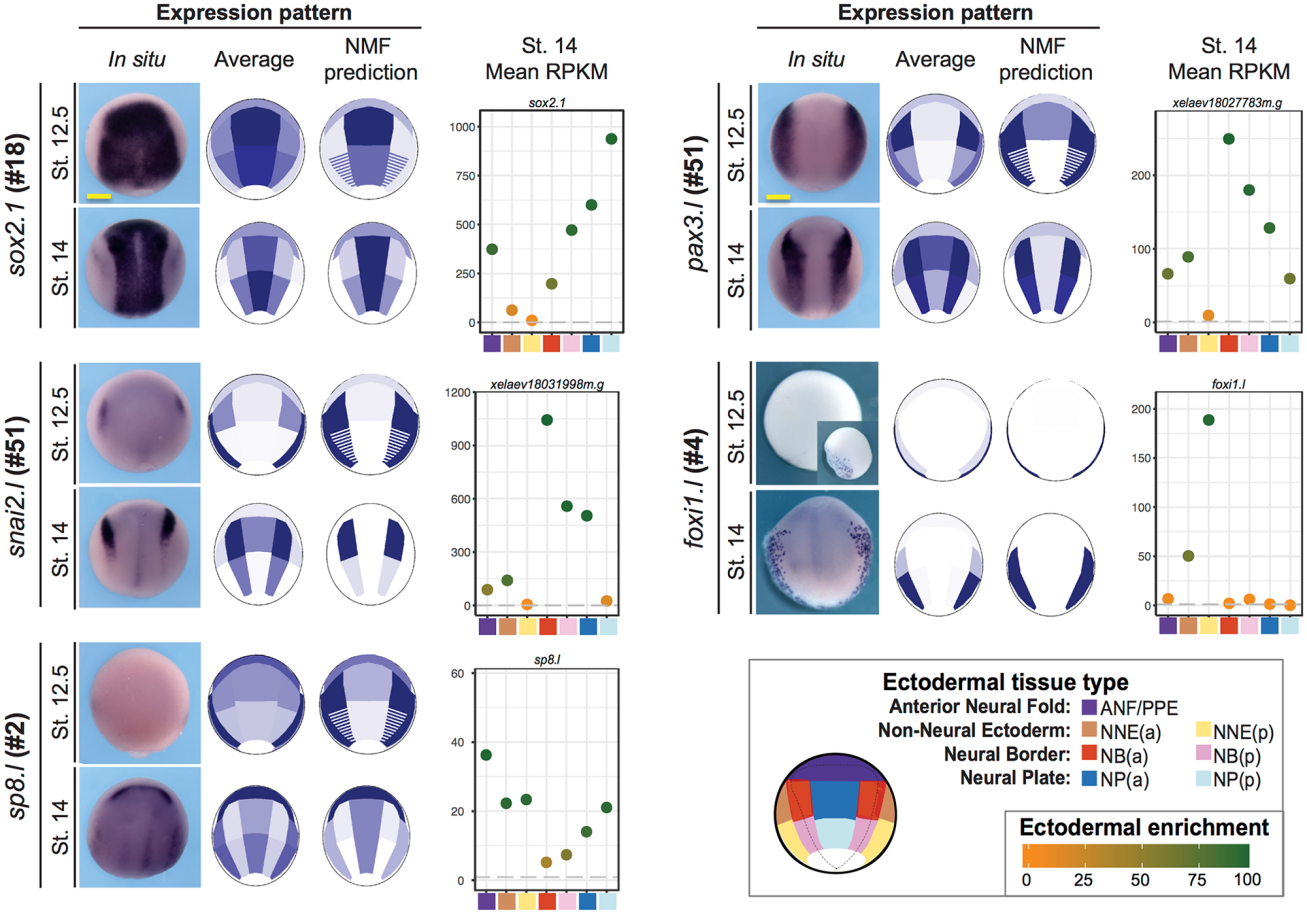
Nonnegative matrix factorization (NMF) predicts accurate expression patterns for neural border (NB) genes. In order to represent gene expression levels on the map of the developing ectoderm, we used 2 approaches: averaging the expression values for each of 7 domains or using NMF deconvolution predictions in 5 domains. We found those 2 approaches complementary. Average patterns directly describe raw data but are sensitive to shifts in dissection. NMF deconvolution predicted expression levels in each NMF-tissue. In the case of the anterior neural border (NBa), the NMF pattern is closer to in situ hybridization patterns than average patterns, e.g., for known genes expressed in various ectoderm areas, *sox2*, *snail2*, *pax3*, and *foxi1e* (also see Fig 8, S4 and S7 Figs for more examples). Moreover, these patterns predict expression for genes of unknown pattern and with low expression level, such as *sp8*. We present the average pattern and NMF-predicted pattern (NMF pattern); each is normalized on a percent scale, 100% being maximal expression of the gene of interest. This implies that genes with low expression will be represented in similar shades as genes expressed at high level, which allows better visualization but could be misleading if the gene is very weakly expressed in all ectoderm (e.g., *sp8* at Nieuwkoop and Faber stage [St.] 12.5). To complete pattern prediction with expression level information, we thus also include the average expression levels per dissected sample for each gene (reads per kilobase per million [RPKM] shown for St. 14 here). Robustly expressed genes (>100 RPKM, e.g., *sox2*, *snail2*, and *pax3* at St. 14) are predicted as well as genes with very low expression (e.g., *snail2* at St. 12.5 or *sp8* at St. 14). In addition, the color of the dot indicates high ectoderm specificity (green) to low ectoderm enrichment (orange). See text and Materials and methods for details, see S11 Table for numerical data.

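At St. 14, sox2.1 was assigned to the tissue of NPa and NPp with 54.3%, to NBp with 22.6%, and to ANF/PPE with 18.2%. pax3 (locus xelaev18027783m.g) was divided between the NBa tissue (42%) and the NBp tissue (41.9%). At St. 12.5, snai2 (locus xelaev18031998m.g) had 16.8 ± 10.2 CPM in NBa (SD, n = 4) and 34.3 ± 45.6 CPM in NBl (SD, n = 3), and 80.1% of it was assigned to the tissue of NBa and NBl. The lowest NBa library was replicate 4, with 1.65 CPM from 24 counts. sp8.l had 68.7 ± 43.1 CPM in ANF/PPE (SD, n = 5) and 9.06 ± 8.03 CPM in NBa (SD, n = 6) at St. 14, and was assigned to ANF/PPE with 40.1%, to the nonneural tissue with 29.6%, and to the tissue of NPa and NPp with 27.8%.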

Above all, NMF was advantageous because it retrieved semiquantitative information on sample identity on the genome scale, even when a statistical approach for defining differential expression could not distinguish between adjacent areas. As mentioned above, in addition to the identification of each sample with a major contributing dissected tissue (in red), NMF deconvolution highlighted minor contributions to the transcriptome signatures of adjacent tissue samples (shades of pink and light blue, Fig 3A and 3B). Using this mixing matrix, which is based on the subset of genes with high variation in expression, we could thus extrapolate the NMF information to generate a semiquantitative, coarse-grained spatial map of gene expression for all of the 31,597 transcripts expressed in our samples. We then validated that the NMF algorithm was able to accurately predict the expression pattern of specific *X*. *laevis* transcripts in the ectoderm, post hoc, by comparing the NMF-predicted expression patterns with in situ hybridization patterns for known genes (*pax3*, *sox8*, and *foxi1*), or predictively, after cloning and examining novel genes of previously unknown pattern (*sp8* and *sh3pxd2a*) (Fig 4, S4 and S7 Figs).

Thus, using NMF, we could present sensitive and semiquantitative coarse-grained (5 regions at each stage) expression predictions for each of the 31,597 transcripts expressed in the developing ectoderm of a frog embryo at the neurula stage (Fig 4). When compared to in situ hybridization patterns in vivo, the predicted NMF patterns closely resembled the in vivo patterns and were sharper compared to the average patterns. As seen for genes expressed at low/very low level, such as *snai2*, *sh3pxd2a*, and *sp8* at St. 12.5, the predicted patterns were rescaled to enhance them: color intensity in each domain is a percent of highest expression (compare the rendering for low *sp8* expression in whole ectoderm to the difference with *foxi1e*, highly expressed ventrally but absent dorsally).

In order to provide an accurate description for each gene expression pattern, we complemented the expression pattern prediction with 2 additional levels of information: the averaged level of expression in each dissected region (in mean reads per kilobase per million [RPKM], matching the average pattern in a quantitative manner) and an index of gene expression enrichment in the ectoderm dissected region compared to WE at the same stage (Fig 4). We obtained this "ectoderm enrichment" indication by dividing the average expression level of a gene in each dissected region by the expression level in the WE (Fig 4, S8 Fig). This was plotted for each transcript with the normalized and averaged expression level on the y-axis and the dissected region on the x-axis; the relative enrichment in the ectoderm is indicated as a color gradient. Genes expressed highly in the ectoderm compared to WE average expression appear in dark green, while genes expressed at similar levels appear in dark orange. This allowed identifying ectoderm-specific gene expression (e.g., *sox10*.*l* displays high ectoderm enrichment, S8 Fig) compared to genes expressed in other germ layers, as well, or genes found because of mesoderm contamination (especially in posterior dissected samples; e.g., *myod*.*l* and *myf5*.*l*, found in NPp samples, are displayed in dark orange, indicating very low ectoderm enrichment, S8 Fig) [40,41]. 

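Enrichment in the ectoderm was measured as the difference between the median log2 CPM of a region and that of the 2 whole-embryo libraries of the same stage. In the region where it was highest, 17,735 of 21,590 loci exceeded the whole embryo at St. 12.5 and 19,114 of 23,061 at St. 14. The highest of several region medians often exceeds a single median without any enrichment. These counts therefore do not tell how many loci are enriched in the ectoderm. sox10.l had a median of 36.8 CPM in NBa and 41.2 CPM in NPa at St. 14, against 0.276 CPM in whole embryos, log2 differences of 6.83 and 7.08 (FDR 0.0542 for NBa and 0.0499 for NPa by edgeR with 2 whole-embryo libraries). In NPp of St. 14, myod1.l had a median of 2.38 CPM against 26.2 CPM in whole embryos, a log2 difference of -3.46, and myf5.l had 0.954 against 52.5 CPM, a log2 difference of -5.73. The edgeR test of NPp against whole embryos gave myod1.l a log2 fold change of -3.17 (FDR 0.00946). In the undivided NP, replicate 2 had 136 CPM of myod1.l and 96.6 CPM of myf5.l, and replicate 1 had 5.46 and 0.115 CPM. In NPp of St. 12.5, replicate 2 had 20.2 and 47.2 CPM, while replicates 1 and 3 had 0 CPM of myod1.l and 1.39 and 1.29 CPM of myf5.l. Over the paper's 15 mesoderm markers, 4 exceeded whole embryos in the median of a separate region at St. 12.5. At St. 14 none did, with the undivided NP not counted. By library, 7 of the 15 exceeded whole embryos in NP replicate 2, 0 in NP replicate 1, and 0 in each of the 4 NPp libraries of St. 14.

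**Figure D8:**
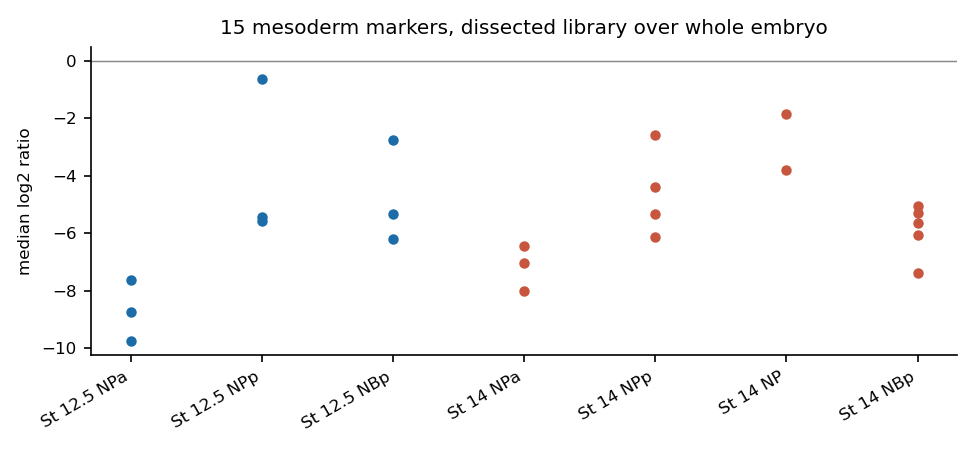
Median log2 ratio of 15 mesoderm markers in a dissected library to whole embryos of its stage (vertical axis), by region. Each point is 1 library, and NP replicate 2 has the highest ratio at St. 14, -1.849. NPp replicate 2 has the highest at St. 12.5, -0.6403.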

Finally, these patterns at early and mid-neurula stages were completed with a time course of WE expression level at 5 neurula stages (S8 Fig).

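The whole-embryo series in the files holds 2 libraries at each of 8 stages from St. 11-11.5 to St. 18-19, of which the dissected regions have a match at St. 12.5 and St. 14.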

Finally, we used the Gini coefficient (an index classically used in Economics to measure income distribution [42]) to evaluate the tissue-specific enrichment in gene expression for each NMF-predicted region and retrieved a tissue-specific gene signature list defining each NMF-predicted domain (S5 Table, S7 Fig). This signature consisted of the genes with the highest Gini index (0.8 for our dataset) or close to the maximum (0.7–0.8 on a scale of 0 to 0.8), as listed in S5 Table. 

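The Gini index of each gene over the 5 tissues was above 0.7 for 220 genes at St. 12.5 and 432 at St. 14, after removal of genes whose highest region did not exceed whole embryos. At St. 12.5 they were assigned to NNE (157 genes), NBp with NPp (28), ANB/PPE (15), NPa (15), and NBa with NBl (5). At St. 14 they were assigned to the nonneural tissue (277 genes), NPa with NPp (67), ANF/PPE (66), NBa (16), and NBp (6). With a threshold of 0.6 the numbers rose to 600 and 845, which was the largest change, and without the whole-embryo filter they were 242 and 461. Of the paper's list for the NB(a) at St. 14, 23 of 27 genes were among the variable genes, all 23 were highest in the NBa tissue, and 15 had a Gini index above 0.7. For the neural border at St. 12.5, all 9 genes of the list were highest in the tissue of NBa and NBl, and 5 were above 0.7.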

At early neurula stage, this is the first genomic annotation of specific ectoderm spatial domains. In sum, we have described a genome-scale optimized pattern prediction using NMF, accompanied by an ectodermal enrichment score. Using the Gini index, we have defined the first tissue-specific gene signature for each ectoderm region.

### Clustering of spatial and temporal expression data identified synexpression groups associated to important cell and developmental biology processes

In eukaryotes, genes involved in related biological processes are often co-regulated and share similar regulatory inputs that coordinate their expression, temporally and spatially [43,44]. To gain insights into the temporal and spatial dynamics of the genes expressed at neurulation, we used weighted gene co-expression network analysis (WGCNA), a data-mining method widely used in biology to identify groups that share similar expression profiles from large gene expression datasets [45]. For this part of analysis, we used 10,073 transcripts, expressed above a background threshold level (see Materials and methods), using the whole dataset, i.e., 79 samples, including the dissected samples at 3 neurula stages (St. 12.5, St. 14, and St. 17) and the WE series (Fig 1C and S1 Table). These transcripts corresponded to a subset of 6,035 unique human orthologous genes, identified by their respective HUGO names. 

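In the 79 libraries, 8,985 loci had a highest value above 50 CPM and 21,200 had a sum above 40 CPM. All 8,985 were among the 21,200, so that a filter passing either criterion keeps 21,200 loci. Grouping of transcripts by co-expression was not repeated here, and the groups of the paper's lists were taken as the paper gives them. At St. 17, which enters only this part of the analysis, NC (4 libraries) and Pc (2 libraries) differed in 6,493 of 20,515 genes at an FDR of 0.05 (2,589 higher in NC and 3,904 in Pc). foxd3.l was at least 774-fold higher in NC, with 179 CPM, tspear.l at least 107-fold, and the locus xelaev18030175m.g at least 93-fold, while loc100487498.l was at least 142-fold higher in Pc. Fitted together with the St. 14 regions, the number fell to 2,903.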

WGCNA generated 141 synexpression groups, which were ordered according to their number of transcripts (Fig 5; S9 Fig). Group #1 (referred as G-1) was the largest, with 653 transcripts, and G-140 the smallest, with 15 transcripts (15 being the minimal number required to form a cluster), with the exception of group #0 (G-0, *n* = 90, unclassified transcripts) (Fig 5A, S9 Fig).

**Fig 5:**
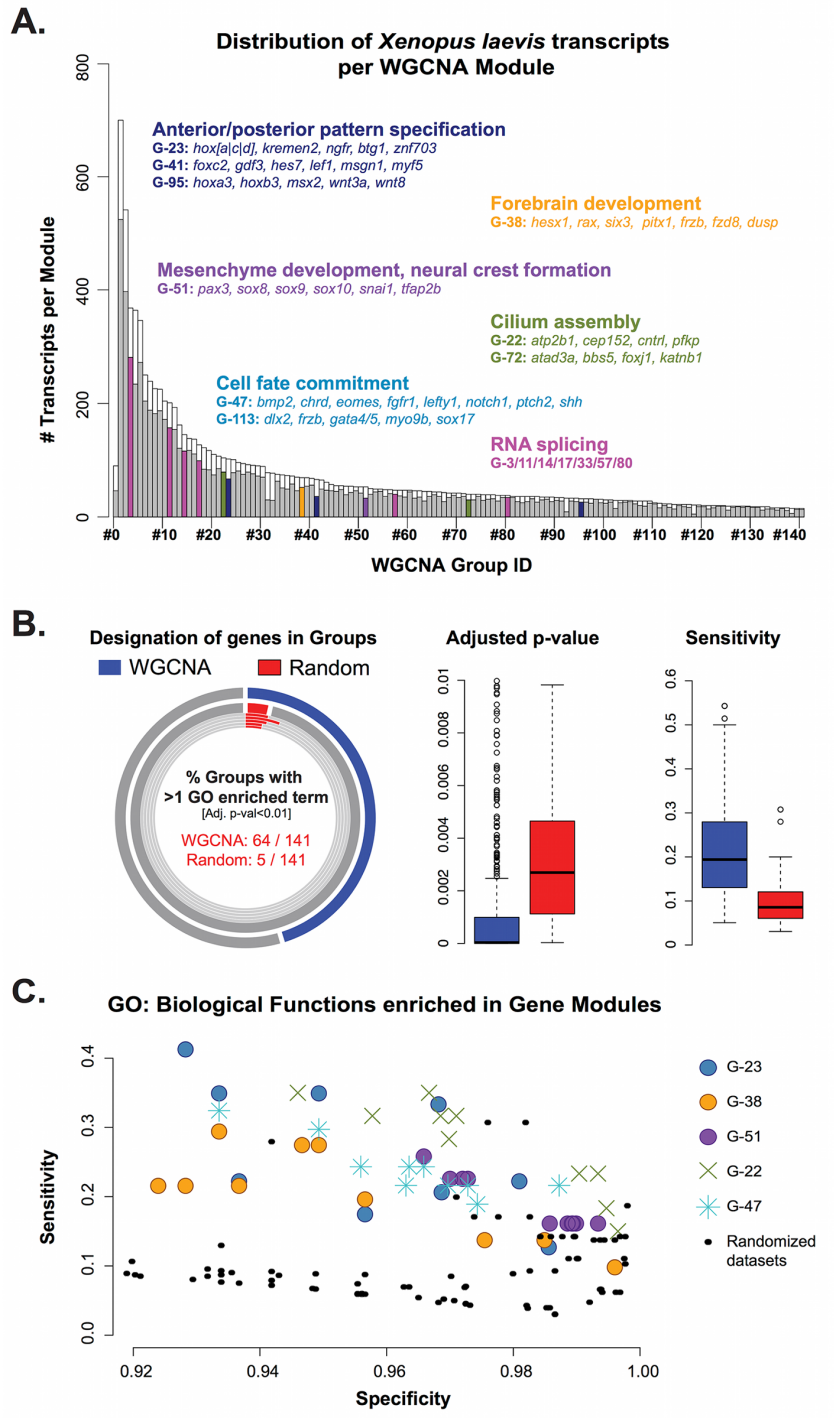
Identification of gene ontology (GO) biological functions enriched in weighted gene co-expression network analysis (WGCNA) groups. (A) Distribution of *Xenopus laevis* transcripts in WGCNA groups. The color-filled bars on the histogram indicate the number of unique Entrez geneID records per group. Functions of some developmentally relevant groups are highlighted: the Wnt responding genes in blue (Groups #23 and #41 in blue), neural crest (#51, purple), forebrain (#38, orange), mRNA splicing (#80, pink), and cilium morphogenesis in green (#22, green). Refer to S6 and S6B Table for the full list of functions associated with each group. (B) Comparison between groups generated by WGCNA (blue) and those created by random assignment of transcripts (red). About 45% of the WGCNA groups associate to at least 1 biological function, which is significantly more than the average obtained for the random dataset groups (4%; the 5 random datasets of 141 groups). The distribution of adjusted *p*-values and sensitivities (1-β) of overrepresented terms show that, overall, WGCNA groups are more likely to contain a relevant biological function than groups assigned randomly. (C) Specificity versus sensitivity plot, in which each of the data points represents a single GO function enriched in a group. Black circles represent all 80 biological functions enriched in the 5 random datasets (total of 705 groups). The Wnt responding genes (Groups #23, blue), neural crest (#51, purple), forebrain (#38, orange) are highlighted. For further description of the function, refer to S6B Table; see S11 Table for numerical data.

In order to identify biological functions associated to each WGCNA generated gene module, we used an unsupervised functional enrichment test using gene ontology (GO). We found that 64/141 groups were significantly enriched for important biological functions (see Materials and methods, S6A and S6B Table). We next tested if this enrichment was significant over a randomized result. Overall, these overrepresented functions were more significant and more sensitive than random datasets (Fig 5B and 5C). We challenged the biological significance of WGCNA synexpression groups by exploring the distribution of 2 distinct sets of genes across the WGCNA modules: genes related to canonical Wnt signaling and genes involved in NC and placode GRNs.

Wnt signaling is essential in embryonic development and cancer [46,47]. In development, canonical Wnt signaling acts during gastrulation and neurulation to induce posterior ectoderm structures and NC [48]. To examine how WGCNA would cluster genes implicated in Wnt signaling, we retrieved a list of 97 *X*. *laevis* transcripts responsive to Wnt signaling inhibition in gastrulas (S7B Table) [49]. 

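The list of Wnt-responsive transcripts holds 97 transcripts in the deposited table. All 97 had a highest value above 1 CPM in the 79 libraries, 88 above 10 CPM, and 79 above 20 CPM, and 67 carry a group in the paper's table.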

From this initial set, 67 transcripts (70%) were expressed in our neurula-stage dataset above the minimal threshold. 

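Whether the paper's groups are co-expressed was tested on the 53 Wnt-responsive transcripts in the 10 groups with at least 3 of them, with Pearson's r of log2 CPM over 79 libraries and with pairs of copies of 1 gene left out. The mean r was 0.688 within groups and 0.271 between groups, a difference of 0.417. The paper built these groups from the same libraries, so the difference is not independent evidence for them. No list of random transcripts with the same mean expression reached the mean within groups in 10000 draws (p = 1e-04, the smallest they can give; median of the draws 0.0162), and no shuffle of the group labels reached the difference (permutation p = 1e-04, again the smallest). Within the 70 libraries of prefix B108 the values were 0.688 and 0.280. On linear CPM, the alternative that moved it most, the mean within groups was 0.532. From the number of transcripts that fall in G-23, G-31, G-41, and G-92, the paper concludes that these groups are enriched in Wnt-responsive transcripts.

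**Figure D9:**
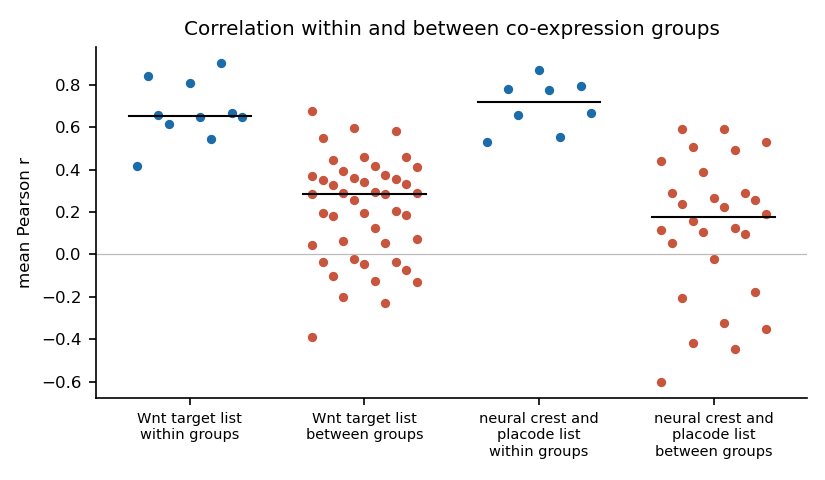
Mean Pearson's r (vertical axis) within each co-expression group and between each pair of groups, for the Wnt-responsive list and the neural crest and placode list. Each point is 1 group or pair of groups and lines mark medians; over pairs of transcripts, the Wnt list has means of 0.688 within and 0.271 between groups.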

We found that half of these Wnt-responding transcripts (33/67) were significantly overrepresented in 4/141 groups: G-23, G-31, G-41, and G-92 (Fig 6A, S7 and S7A Table, see Materials and methods for statistical tests). In particular, G-23 contained 62% of genes previously associated with Wnt signaling in cell cycle, cancer, or patterning including many transcription factors expressed posteriorly and known to directly respond to canonical Wnt signaling and participate in posterior embryo patterning, such as *meis3*, *cdx2/4*, *hes5*, *hoxa1*, and *znf703* (S7A-B [49,50]). These observations and the GO functions associated to this group (S6A and S7 Tables) suggest that G-23 gathered known and novel genes responding positively to canonical Wnt signaling and involved in posterior patterning or skeletal morphogenesis. 

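The 13 listed transcripts of G-23 had a mean r of 0.659 with one another over 74 pairs (lowest 0.193, highest 0.949). This group and G-31 had a mean r of 0.596 over 117 pairs, and G-23 and G-41 had 0.46 over 78 pairs.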

G-31 contained genes expressed in the endoderm and mesoderm, which directly and positively respond to Wnt signaling (*msgn1*, *myf5*, *t*, *vegT*) [49]. G-41 did not associate to a particular GO term but contained genes encoding putative components of Wnt signaling pathway (*fdz10*, *tcf7*, *xarp*). 

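The 9 listed transcripts of G-31 had a mean r of 0.666 over 33 pairs (0.168 to 0.992), and the 6 of G-41 had 0.84 over 14 pairs (0.725 to 0.931). Between G-31 and G-41 the mean r was 0.328 over 54 pairs.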

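The 5 listed transcripts of G-92 had a mean r of 0.903 over 10 pairs (0.835 to 0.981). With the transcripts of G-23 their mean r was -0.0342 over 65 pairs, with those of G-31 0.0561 over 45 pairs, and with those of G-41 0.194 over 30 pairs.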

Finally, the transcripts negatively regulated by Wnt signaling were significantly enriched in G-92 (no GO association) (Fig 6A). This first example showed that WGCNA synexpression grouping is biologically meaningful: it groups together, based on their spatial and temporal synexpression, genes with related biological functions. This could prompt further research on the novel genes clustered in G-23 with known Wnt-responsive genes, to test their response to Wnt and their function in development or other cell contexts (S7 Table).

**Fig 6:**
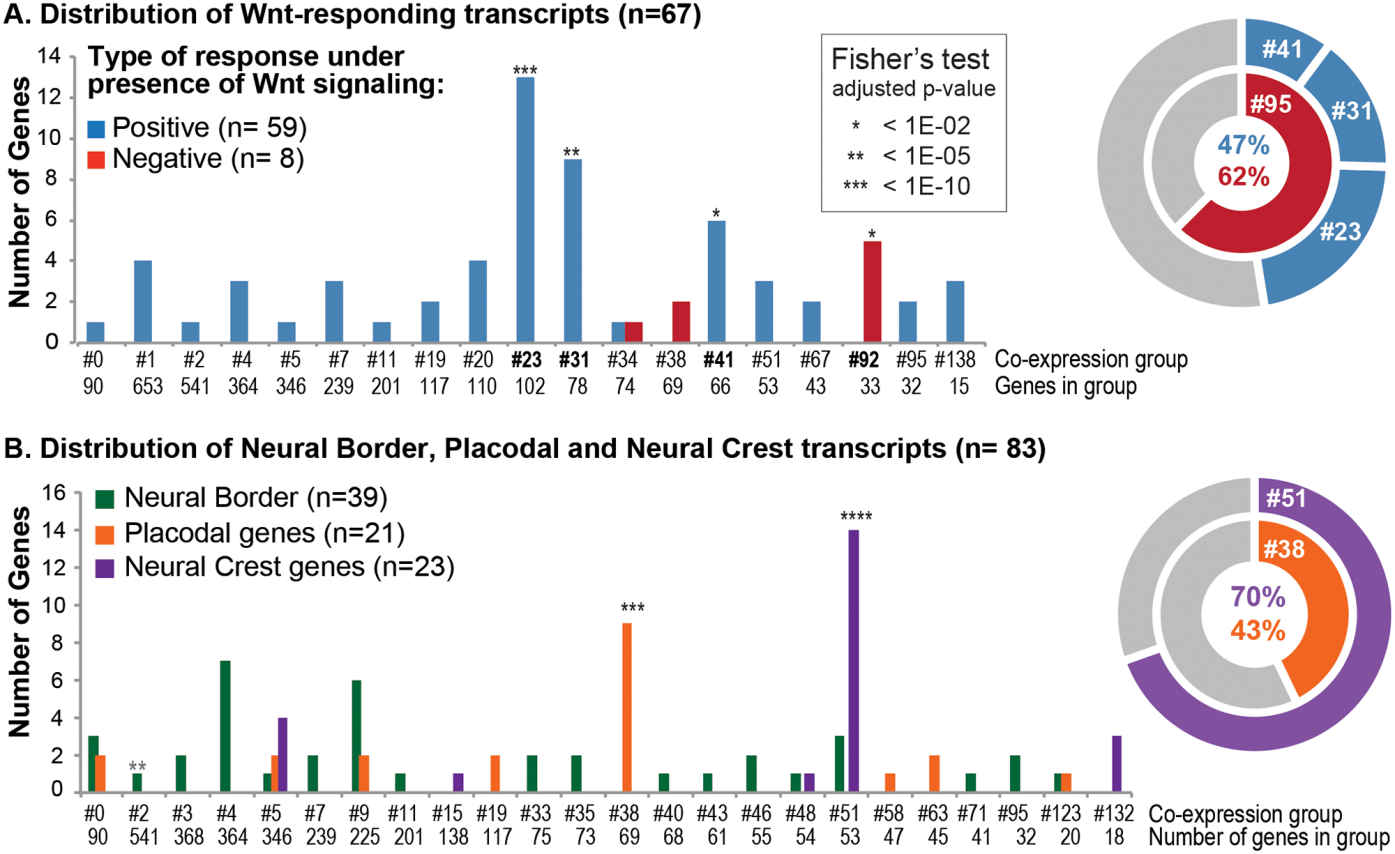
Distribution of Wnt-responding genes and genes involved in neural, neural crest (NC), and placodal development across weighted gene co-expression network analysis (WGCNA) synexpression groups. The histogram shows how many transcripts were found in each synexpression group and if this represented a significant enrichment compared to uniform distribution in all groups; see S11 Table for numerical data. (A) The Wnt-responsive transcripts identified by Kjolby and Harland [49] were mainly distributed in 4 co-expression groups: 47% of the genes positively regulated by Wnt signaling from the input list were found in groups #23, #31, and #41, while 62% of genes negatively regulated by Wnt were found in group #92. Group #23 contained posterior genes (e.g., *cdx1/2/4*, *hes5/9*, *ngfr*, *kremen2*); group #31, Wnt-signaling components (*xarp*, *tcf7*); group #41, meso-endoderm specifiers (e.g., *msgn1*, *myf5*, *t*, *vegt*); and group #92, genes up-regulated in absence of Wnt signaling. (B) Placodal and NC genes were enriched in groups #38 (43% of the input list) and #51 (70% of the input list), respectively. Contrarily to NC markers, the neural border genes, many of which are more broadly expressed, were distributed across many different co-expression groups; however, *pax3* and *myc* were part of group #51.

We next investigated the efficiency of WGCNA clustering on a list gathering genes expressed in progenitors of neural tube, NC-GRN, and placodes (PPE-GRN) (S7C Table, [10,24,48,51–54]. The regional and temporal segregation of these progenitors during neurulation should be retrieved in our dissections as shown by PCA or NMF analyses. In total, we tested the distribution of 99 transcripts, encoding 56 vertebrate homologs across the 140 WGCNA groups (S7 Table). The selected transcripts were overrepresented in G-38 and G-51 (Fig 6B, S7D Table). 

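The neural crest and placode list was tested in the same way as the Wnt-responsive list, on 54 transcripts in 8 groups. The mean r was 0.661 within groups and 0.174 between groups, a difference of 0.487 (p = 1e-04 against 10000 random lists and against 10000 shuffles of the group labels by permutation, the smallest either can give). On linear CPM the mean within groups was 0.552. In the B108 libraries alone the means were 0.660 and 0.166. G-38 and G-51, with 9 and 15 listed transcripts, had a mean r of -0.0236 with each other over 135 pairs.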

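The 9 listed placodal transcripts of G-38 had a mean r of 0.777 over 32 pairs (0.623 to 0.906).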

G-38 contained 43% of input placodal transcripts and other genes required for forebrain and anterior development (*fzd*, *lhx2*, *rax*, *fezf2*, S4 Table) [55–58]. This grouping was thus similar to NMF deconvolution for ANF/PPE and matched with forebrain and placodes development. G-51 gathered 70% of input NC genes (Fig 6B, S7 and S10 Tables). 

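The 15 listed neural crest transcripts of G-51 had a mean r of 0.659 over 100 pairs (0.286 to 0.934). sox10.l reached 546 ± 48.9 CPM (SD, n = 4) in the St. 17 neural crest.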

We then looked for the spatial expression of G-51 genes not present in the input list. Published in situ hybridization experiments confirmed that 87% of the G-51 annotated transcripts were expressed in the pre-migratory NC (S7D Table). Moreover, the NMF analysis predicted that the remaining uncharacterized G-51 genes were expressed in NC progenitors at St. 14 (Fig 7, S11 Fig). Finally, we cloned a PCR fragment of *sh3pxd2a*, one of the uncharacterized genes in G-51, and confirmed its NC expression in neurula-stage WEs, as predicted by both WGCNA and NMF (Fig 7). 

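The L copy, sh3pxd2a.l, had 39.8 ± 8.97 CPM in NBa of St. 14 (SD, n = 6), 22.8 ± 9.27 in NPa (SD, n = 3), 22.2 ± 12.3 in NBp (SD, n = 5), and 37.1 ± 10.1 in the St. 17 neural crest (SD, n = 4). The S copy, sh3pxd2a.s, had 36.4 ± 12.2 CPM in NBa (SD, n = 6). These are CPM and are not divided by the length of the transcript.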

Interestingly, this gene was expressed at very low levels (mean of 20 RPKM in NBa, compared to 1,000 RPKM for *snail2* in the same tissue, Figs 4 and 7); it would probably not have been picked up by an approach based on in situ hybridization in vivo, showing how our large-scale analysis followed by pattern predictions could help in identifying novel genes of interest. Also, in this case, due to low expression levels, the average pattern was much less clear cut than the NMF-deconvoluted pattern (Fig 7).

**Fig 7:**
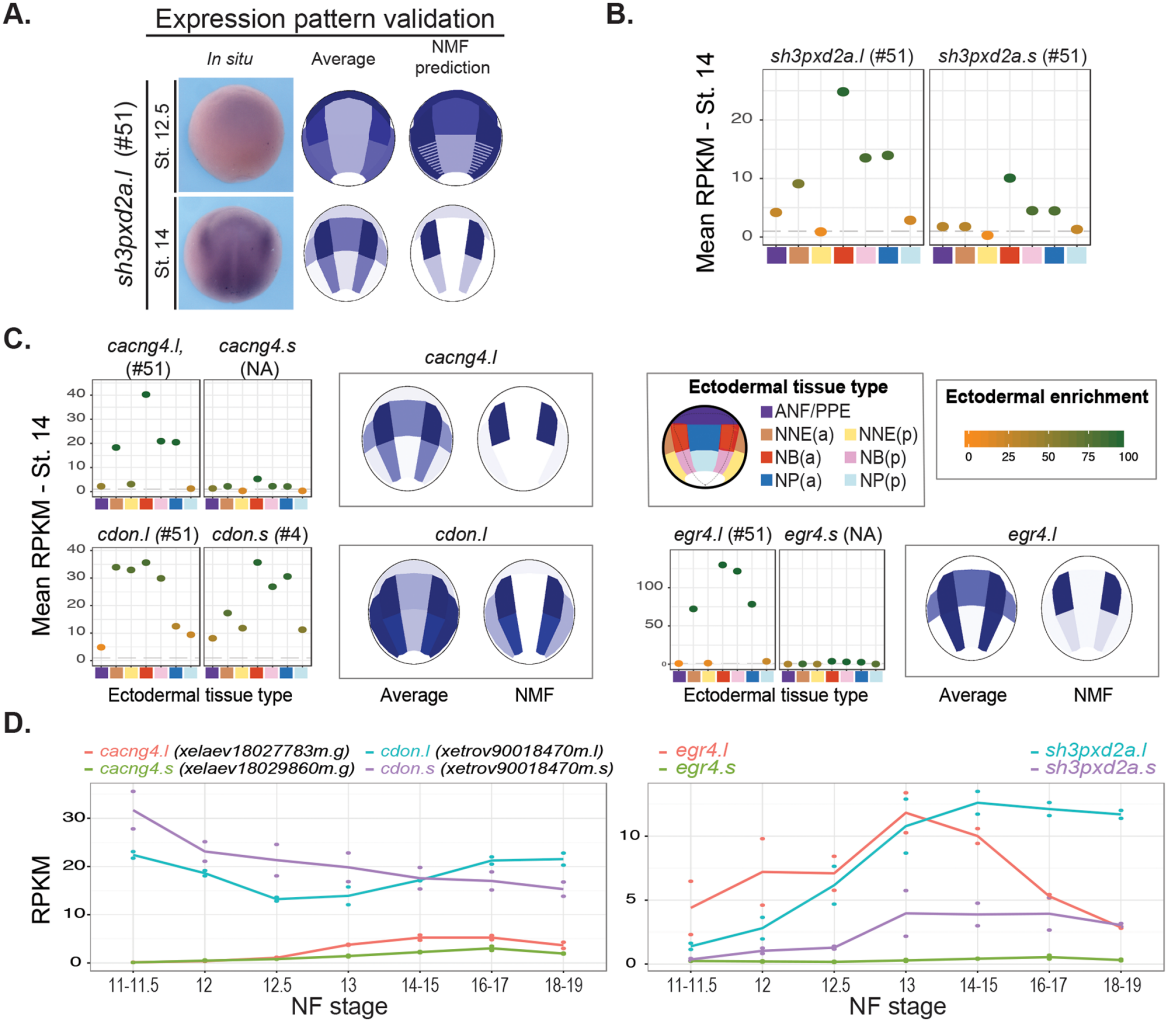
Genes with predicted expression and functional association to the neural crest (NC). (A) Validation of the expression pattern of *sh3pxd2a* at Nieuwkoop and Faber stages (St.) 12.5 and St. 14. Upon prediction of NC expression by nonnegative matrix factorization (NMF), we cloned a probe for novel gene *sh3pxd2a* and analyzed its in vivo pattern: while expressed at very low levels (B, 25 reads per kilobase per million [RPKM] in the anterior neural plate border [NBa] St. 14), it was readily detected, at low level, in the prospective NC in vivo. (B) Average RPKM expression per tissue dissection highlighting *sh3pxd2a* ectodermal enrichment in the NBa. Expression level for each homeologous gene copy is indicated. (C) Expression pattern predictions for 2 novel genes grouped in G-51, a group associated with NC development: *cacng*, *cdon*. *Egr4* was recently shown expressed in cranial NC [35]. Mean expression of both homeologous copies is indicated for each dissected region. (D) Temporal expression during neurulation (mean expression levels in whole embryos) for each homeologous copy of *cacng4*, *cdon*, and *egr4*. See S11 Table for numerical data.

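In the St. 14 factorization, 67.6% of sh3pxd2a.l and 57.6% of sh3pxd2a.s were assigned to the NBa tissue, and 20.5% and 24.7% to the NBp tissue.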

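cacng4 is listed as loc100486554 and cdon as xetrov90018470m, each with an L and an S copy, and the values are means of 2 whole-embryo libraries. loc100486554.l rose from 0.0318 CPM at St. 11-11.5 to 8.16 CPM at St. 14-15 and was at 5.73 CPM at St. 18-19. loc100486554.s rose from 0 to 2.57 CPM at St. 16-17. xetrov90018470m.l had 62.0 CPM at St. 11-11.5, 39.8 at St. 14, and 71.3 at St. 18-19, whereas xetrov90018470m.s fell from 89 to 45.9 CPM over the series. egr4.l had its highest value, 9.20 CPM, at St. 13, and egr4.s did not exceed 0.314 CPM. Across all 79 libraries, the L copies of cdon and sh3pxd2a had r = 0.728 in log2 CPM (two-sided permutation p = 1e-05, the smallest the permutations can give; adjusted p = 1.38e-05 over 11 relations) and rho = 0.741 (permutation p = 1e-05). It was 0.71 without the 2 libraries farthest from the median, 0.716 within the 70 B108 libraries, and 0.848 within the 9 B100 libraries. The S copies had r = 0.299 (permutation p = 0.00715, the same after adjustment) and rho = 0.332 (permutation p = 0.00309), with 0.302 within B108, 0.546 within B100, and 0.264 without the 2 farthest libraries.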

All together, these results show how a list of genes, taken either from a broadly used pathway (Wnt) or merged from diverse pathways and GRNs (neural, NC, placodes, mesoderm patterning, and various signaling), was distributed across the WGCNA groups. As a whole, this grouping displayed biologically relevant co-expression groups from the temporal and spatial profiles extracted from our neurula dataset. For further research, we provide a list of all WGCNA groups (S7B Table). Moreover, we concluded that the combination of WGCNA, GO enrichment analyses, and NMF was a powerful and reliable approach to point out interesting gene candidates from large-scale genomics datasets and prioritize gene analysis.

### Differential expression and WCGNA identified spatial and temporal variation in homeologous genes expression

*X*. *laevis* genome is allotetraploid, with 56% of the genes retained as 2 copies, named homeologous genes [16]. Polyploidy, while rare in amniotes, is frequently found in amphibians, fish, and plants. *X*. *laevis* genome arose from an interspecific hybridization between 2 diploid progenitor species about 17–18 million years (My) ago [16]. The chromosomes originating from each species are identified and named L (long) and S (short):.l or.s suffix is added accordingly to each gene name. This redundancy in the gene set may relax functional constraints on the 2 copies of a gene, either in protein or in regulatory sequences. In the latter situation, this could result in variation in gene expression. So far, a few studies have compared homeologous gene expression levels in developing WEs; no study of spatial expression was available [59,60]. We have here used 2 complementary approaches to evaluate differential expression in homeologous gene pairs.

First, we used WGCNA clustering to get a global look at differences in homeologous gene expression by assessing their co-clustering. In the gene set used for WGCNA, we identified a subset of 2,520 homeologous gene pairs, which exactly matched to the same HUGO name (S10 Fig, S8B Table, [16]). This approach detected 740 gene pairs found in the same WGCNA group (29%, S8 Table). Many of these pairs encoded transcription factors, in agreement with [59] (S11 Fig). This indicated that the remaining 1,780 pairs exhibited expression differences (S8 Table). 

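Copies were compared over 5,386 pairs in which both exceeded 1 CPM in some library. The median Pearson's r of the copies over 79 libraries was 0.567, and 3,061 pairs (56.8%) had r above 0.5. Copies of different genes paired at random had a median r of 0.0162, with 6.91% above 0.5. In 483 pairs r was below 0.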

When a few transcription factors were evaluated qualitatively on spatial dissections and temporal WEs profiles, most tested genes showed comparable expression for homeologous pairs (e.g., *pax3*.*l* versus *pax3*.*s* and six3.l versus six3.s; S11 Fig), but some showed clear differences in spatial and/or temporal profiles (e.g., *snai2*.*l* versus *snai2*.*s* and *six4*.*l* versus *six4*.*s*; S11 Fig). 

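The pax3 copies (loci xelaev18027783m.g and xelaev18029860m.g) had r = 0.967 and rho = 0.962 over 79 libraries in log2 CPM, and the six3 copies r = 0.949 and rho = 0.922. For these and the following copies, the two-sided permutation p of r and of rho was 1e-05, the smallest that 100000 permutations can give, and the adjusted p of r was 1.38e-05 over 11 relations. The six4 copies had r = 0.853 and rho = 0.881, the bmp4 copies r = 0.790 and rho = 0.790, and the snai2 copies (loci xelaev18031998m.g and xelaev18033703m.g) r = 0.50 and rho = 0.569. Without the 2 libraries farthest from the median, r was 0.959 for pax3, 0.945 for six3, 0.847 for six4, 0.766 for bmp4, and 0.471 for snai2. Within the 70 B108 libraries, r was 0.969 for pax3, 0.954 for six3, 0.863 for six4, 0.796 for bmp4, and 0.491 for snai2. Within the 9 B100 libraries, r was 0.967 for pax3, 0.907 for six3, 0.291 for six4, 0.648 for bmp4, and 0.586 for snai2. On linear CPM r was 0.602 for the snai2 copies. The paper's legend gives 0.60 for them but labels it R^2, which is not the same measure as r. The second snai2 locus was at or under 3 counts in 21 of the 79 libraries, and six3.s in 30.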

Interestingly, a closer look at Snail2.l and Snail2.s protein sequences revealed increased amino acid substitutions associated with reduced transcript level in Snail2.s, suggesting that a relaxation of functional constraints is occurring on this copy (S12 Fig).

Differential expression could reflect 2 different phenomena: the first is decreased expression of 1 homeologous copy, while the other copy retains expression (asymmetrical decrease), which is a means for maintaining gene dosage in polyploid species; alternatively, differential expression could reflect genuine spatial subfunctionalization. To get a more quantitative view and identify precise spatial subfunctionalization during ectoderm formation, we used differential expression (*p* < 5%) between homeologous pairs in each dissected ectoderm region at either stage. 

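Pairs were formed from the 7,982 names that occur with both an L and an S suffix, so that no transcript length was needed. A pair was tested when both copies passed the count minimum at a stage, which held for 4,449 pairs at St. 12.5 and 4,750 at St. 14. Lengths were held for both copies of 709 pairs, of which 226 were within a ratio of 1.2.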

In order to avoid detecting differences in expression level due to variations in gene size, we selected the 2,001 pairs whose gene length differed by less than 20%, with at least 10 counts, from the whole 7,949 homeologous gene list. Among these, 1,036 gene pairs were differentially expressed within at least 1 dissected region at St. 12.5 and 1,118 pairs at St. 14. 

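In each region the S copy was compared with the L copy by edgeR's quasi-likelihood test, with the full library size for both copies and an adjusted p below 0.05 divided by the 7 regions. At St. 12.5, 3,185 of 4,449 pairs (71.6%) differed in at least 1 region, and at St. 14, 3,455 of 4,750 (72.7%). The number at St. 12.5 moved most with the pairs of known and similar length, which left 103 of 148 pairs, then with pairs added in which only 1 copy passed the count minimum (4,316 of 5,846) and with the setting that follows the paper's code (voom, copies scaled as separate libraries, more than 20 counts, an adjusted p below 0.01 divided by 7, and no rule on length), which gave 2,342 of 4,005. Counts also depend on the length of a transcript, which the test of all pairs does not equalize, so that part of these differences can come from length. Among regions at St. 12.5 the number of pairs ran from 888 in NPp to 2,263 in ANB/PPE, and at St. 14 from 1,649 in NNEa to 2,497 in NPp. When the copies were exchanged at random, the real assignment was the only 1 of 100 with as many pairs at either stage.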

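Between the L and S copies of a gene, a difference in at least 2 regions was found for 2,654 pairs at St. 12.5 (59.7% of the pairs tested) and 2,778 pairs at St. 14 (58.5%).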

When differential expression between at least 2 dissected regions was tested in order to identify subfunctionalization from asymmetrical decrease [61], we found 640 gene pairs at St. 12.5 and 602 pairs at St. 14. 

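Of the 2,654 pairs at St. 12.5 whose copies differed in at least 2 regions, 2,599 had the same copy lower in each of those regions.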

At St. 12.5, 634 homeologous pairs exhibited asymmetrical decrease. This decrease significantly affected the S chromosome in 364/634 of the pairs, (*p* < 0.01%). 

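In 1,501 of these 2,599 pairs (57.75%) the S copy was the lower one (two-sided binomial test, p = 2.77e-15). This share depends on the scaling, and the lengths of the copies were not equalized. Among pairs with lengths within a ratio of 1.2 it was 52.44% of 82 pairs (binomial p = 0.741). When the S and L copies were normalized as separate libraries, each to its own total, it was 52.15% (binomial p = 0.0304), and with the setting that follows the paper's code, which asks for at least 3 regions and was run without its rule on length, 51.04% (binomial p = 0.429). In each of the 7 regions more pairs had the lower S copy than the lower L copy with the full library size, from 510 against 378 in NPp to 1,321 against 942 in ANB/PPE. Pairs are not independent of one another where regulation is shared, so the binomial p counts each pair as 1 observation.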

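At St. 12.5, 55 pairs had the S copy higher in at least 1 region and lower in at least 1 other region. Among the named ones, alas1 had a log2 ratio of S to L of 4.12 in NPp and -1.61 in ANB/PPE (adjusted p of 0.000951 and 6.33e-05), ccdc68 of 4.31 in NPp, where its L copy had a mean of 3 counts, and -4.82 in ANB/PPE, and larp6 of 1.88 in NPp and -2.84 in NNE. sept8 had log2 ratios of 1.81 in NNE and -1.87 in NPa, and hs6st1 of 3.15 in NNE and -2.09 in NPa. The pair gmnc-like was not tested, since it did not pass the count minimum in both copies. With the L and S copies exchanged at random, 7 of 100 assignments, the real one included, gave as many pairs with opposite differences. The highest other number was 1902. An exchange that reverses the copies in 1 region and not in another turns differences in 1 direction into opposite ones. This share therefore cannot tell whether chance gives as many.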

At this stage, we found only 6 gene pairs with spatial subfunctionalization in the ectoderm (*alas1*, *ccdc68*, *gmnc-like*, *larp6*, *sept8*, and *hs6st1*). All but *gmnc-like* were also found in different WGCNA groups above (S8 Table). NMF pattern predictions for these genes are shown in Fig 8. At St. 14, similar analysis found 601 gene pairs showing asymmetrical decrease (with S chromosome copy down-regulated in 336/601 cases, *p*-value < 0.2%) and a single gene (*p2ry1)* with spatial subfunctionalization (Fig 8).

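At St. 14, 2,717 pairs had the same copy lower in each region in which the copies differed, and the S copy was the lower one in 1,595 (58.7%, two-sided binomial test, p = 1.11e-19). With copies normalized as separate libraries the share was 50.73% (binomial p = 0.462), and with the setting that follows the paper's code (at least 3 regions, no rule on length) it was 49.42% (binomial p = 0.667), on the other side of an even division. Among pairs with lengths within a ratio of 1.2 it was 49.38% of 81 pairs (binomial p = 1). Opposite differences were found in 61 pairs. A permutation of the L and S copies gave as many opposite differences in 5 of 100 assignments at St. 14, the real one included. The highest other number was 1790, and for the reason given at St. 12.5 this share decides nothing about chance. p2ry1 had a log2 ratio of S to L of 4.12 in NNEp (mean counts of 134 for S and 7.67 for L, adjusted p = 0.00011), while in NPp the S copy had a mean of 0.25 counts against 149 for L. alas1 had log2 ratios of 1.32 in NPp and -1.97 in ANF/PPE, where its direction at St. 12.5 was the same. From the predominance of pairs with 1 lower copy, the paper concludes that asymmetrical decrease prevails over spatial subfunctionalization.

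**Figure D10:**
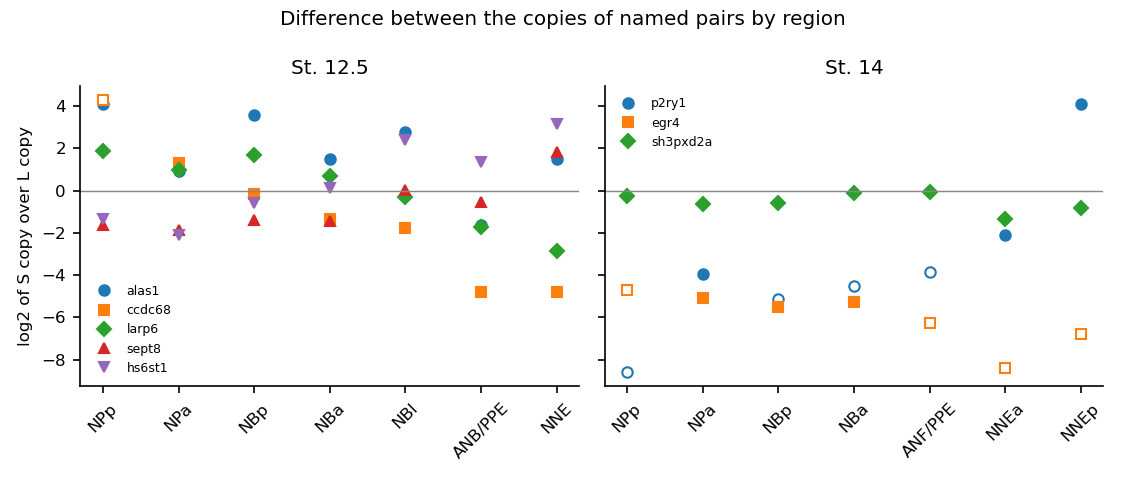
Log2 ratio of the S copy to the L copy (vertical axis) of named pairs in each region at St. 12.5 and St. 14. Open symbols mark a copy with a mean of 3 counts or fewer, and p2ry1 is above 0 only in NNEp, at 4.12.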

**Fig 8:**
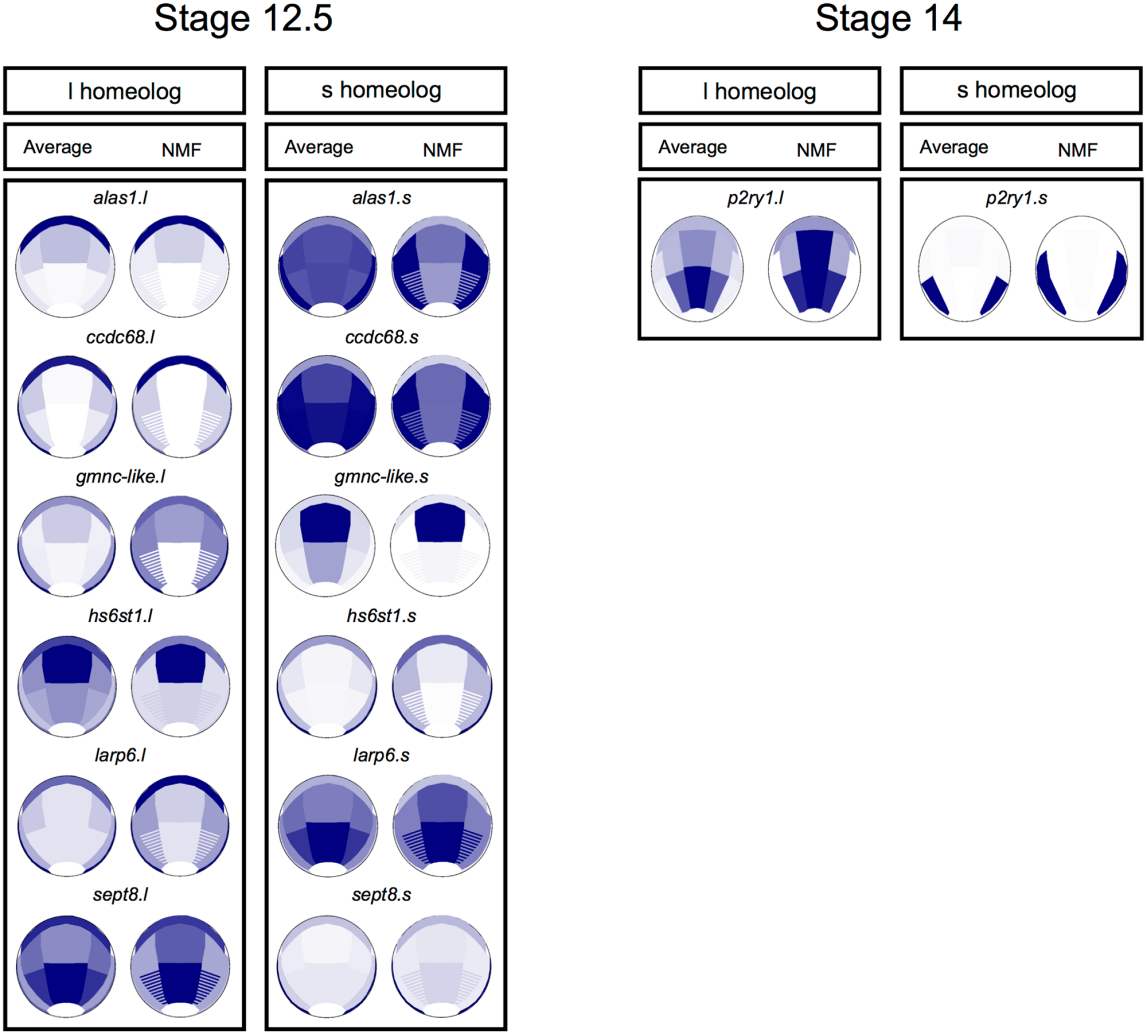
A few *Xenopus laevis* homeologous gene pairs display spatial subfunctionalization. We have studied how homeologous genes are expressed in the whole dataset (using weighted gene co-expression network analysis [WGCNA]) or in the dissected regions. We found that most pairs with differential expression exhibit asymmetrical decrease of 1 copy (e.g., *egr4*, *sh3pxd2a*, *snail2*, Fig 7, S11 Fig). We found 5 pairs with spatial differential expression, suggesting spatial subfunctionalizations: at Nieuwkoop and Faber stage (St.) 12.5, *alas1*, *ccdc68*, *gmnc-like*, and *hs6st1* and at St. 14, *p2ry1*. Average and nonnegative matrix factorization (NMF) expression patterns are shown at the relevant stage.

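egr4 had fewer counts on its S copy in all 7 regions of St. 14 and passed the adjusted threshold in 5 of them, with mean counts of 1632 for L and 43 for S in NBa (log2 ratio -5.26, adjusted p = 0.000506 by edgeR) and 1533 and 33 in NBp (-5.52, adjusted p = 0.000873). sh3pxd2a did not pass the adjusted threshold in any region of St. 14, with a log2 ratio of -0.13 in NBa (adjusted p = 0.685). At St. 12.5 its S copy was higher in NPa (log2 ratio 1.89) and lower in NNE, where it had a mean of 2 counts. The snai2 loci carry no L or S suffix and were not tested as a pair.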

We concluded that these 2 complementary approaches, spatial differential expression analysis and WGCNA, highlighted heterogeneity in gene expression among homeologous pairs resulting from *X*. *laevis* genome evolution. In-depth analysis provided temporal and spatial resolution for differential expression within a given gene pair. Asymmetrical decrease was observed in the vast majority of cases, with diminished expression occurring statistically more often for copies located on the S chromosomes. 

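Pairs whose copies differed in 1 direction outnumbered those with opposite differences by 2,599 to 55 at St. 12.5 and by 2,717 to 61 at St. 14. Within St. 14 regions, the pairs with the lower S copy numbered between 988 of 1,649 in NNEa and 1,440 of 2,497 in NPp with the full library size.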

Finally, tissue-specific gene subfunctionalization was observed in a few rare cases.

### A gene co-expression network enhanced clustering and highlighted potential functional relationships between clusters

In an effort to expand and customize the previous analysis, we implemented a web interface to query and visualize the gene co-expression network from a user-defined list of seed transcripts. This retrieved the co-expression relationships between the genes of interest (seed) and all transcripts in the dataset that shared strong correlations (positive or negative). In particular, this would allow visualizing the relationships between genes from different co-expression groups. To create the network, the user simply specifies the list of gene names and a minimal *p*-value cutoff that will be used to determine the number of transcripts (nodes) connected with each of the inputs. The large nodes in the network represented each of the input transcripts. The lines (edges) connected 2 correlated transcripts: a thick line for a negative correlation and thin line for a positive correlation. The color of each node corresponded to the gene co-expression group determined by WGCNA in the previous section. With such network, one could explore the hierarchical temporal and spatial relationships between the factors involved in neurula ectodermal patterning, as exemplified below.

We challenged the gene co-expression network by entering a large list of genes, mixing several distinct biological processes, and testing how they would be subgrouped by unsupervised clustering: we included 54 genes (large nodes) associated with various signaling pathways (bone morphogenetic protein [BMP], Wingless-Int [WNT], and fibroblast growth factors [FGF] pathways), neural patterning, placode GRN, NC-GRN, mesoderm patterning, and endoderm formation (S10 Table). With a *p*-value cutoff of 1E-09, we obtained a network comprising 2,001 nodes and 4,945 edges (Fig 9). As expected, the network construction grouped genes from the same WGCNA cluster and linked them to other biologically relevant clusters. For example, the NC groups (G-51 and G-132) were close to the NB genes (*msx1/2*, *pax3*, *tfap2a/c*, and *zic1/5*), which were positively connected to their inducers, Wnt and FGF (in G-23, G-31, and G-45): this close linkage reflected relationships within the NC-GRN. Similarly, the genes downstream of canonical Wnt signaling, required for posterior tissue specification (G-23, G-41), positively associated to several posterior signaling pathways, Wnt (G-31, G-95, e.g., *wnt8a* and *wnt3a*), retinoic acid (G-23, e.g., *rara*), and Fgf pathways (G-45, e.g., *fgf8*) [62,63]. In contrast, negative correlations were observed between posterior (G-23) and anterior expressed genes (e.g., forebrain and anterior sensory placodes, G-38). 

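The listed transcripts of G-51 and G-132 had a mean r of 0.583 over 47 pairs, none of them negative. With the Wnt-responsive transcripts, those of G-51 had a mean r of 0.124 with G-23 over 208 pairs, 56 of them negative. Among the transcripts of the Wnt list alone, G-31 and the 3 of G-51 had a mean r of 0.361 over 27 pairs. G-45 was not analysed here.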

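Between the 13 listed transcripts of G-23 and the 11 of G-38, the mean r was -0.398 over 143 pairs, and 135 of them were negative. cdx2.l and six3.l had r = -0.457 over 79 libraries (two-sided permutation p = 5e-05, adjusted p = 6.11e-05 over 11 relations) and rho = -0.488 (permutation p = 2e-05). Without the 2 libraries farthest from the median r was -0.407, within the 70 B108 libraries it was -0.428, and within the 9 B100 libraries -0.647. From these negative correlations, the paper states an opposition of posterior and anterior genes in its network.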

We concluded that the grouping of known genes agreed with their related function. This strongly suggested that this network, based on spatial and temporal gene synexpression during neurulation, would predict meaningful novel relationships between known and unknown genes at the genome scale.

**Fig 9:**
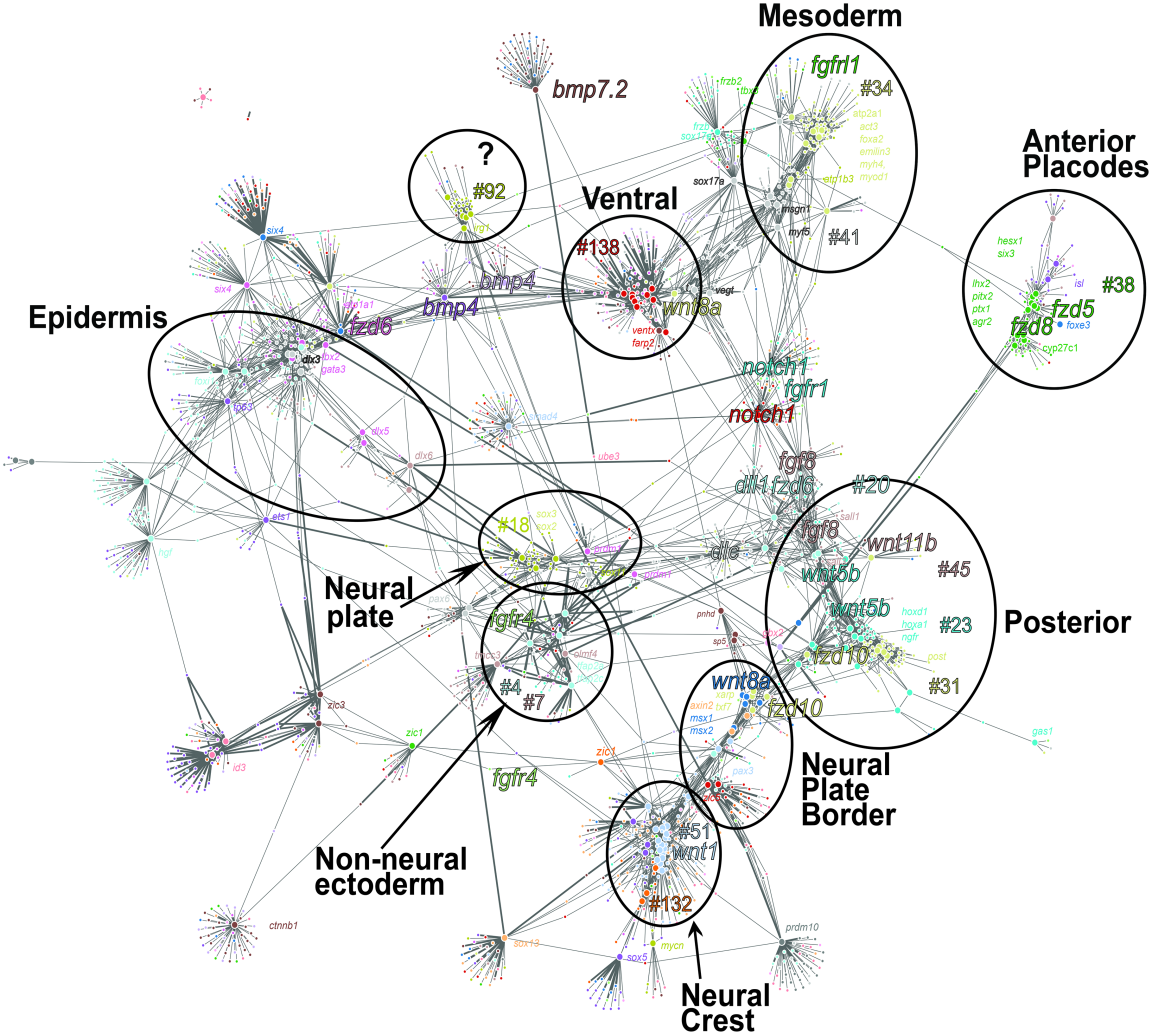
Gene co-expression network of *Xenopus* neurula visualized biologically meaningful relationships between weighted gene co-expression network analysis (WGCNA) groups and subsets of genes. We obtained a gene co-expression network using a large input gene list, including Wnt-related transcripts, neural, neural crest (NC), placode, and mesoderm genes as input nodes (large points, S10 Table). The *p*-value cutoff <1E-09 generated 2,001 nodes (small points indicate closely correlated genes; the color of the points refers to a given WGCNA group) and 4,945 edges. Circles are drawn to groups of genes with close spatial/temporal expression patterns. The group was named based on known members of the group. Groups are linked to other groups with positive (thin line) or negative (thick line) correlation. As an example, NC genes (groups #51 and #132) and placodes (group #38, in green) display negative correlation of expression with posterior genes (groups #23, #20, thick lines). The network also indicates interactions between ventral genes such as *ventx* genes (group #138), positively correlated with *bmp4* and *bmp7*.*2* (thin lines). When running the EctoMap application, the network is interactive and indicates each gene name upon selection.

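For the neural crest transcripts, the mean r of G-51 with G-20 was -0.112 over 96 pairs, 68 of them negative, and that of G-132 with G-20 was -0.132 over 18 pairs, 16 of them negative. The mean r of G-132 with G-23 was 0.0559 over 39 pairs, 15 of them negative. For the placode transcripts of G-38, the mean r with G-20 was -0.0509 over 66 pairs, 42 of them negative.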

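The 3 listed transcripts of G-138 had a mean r of 0.808 over 2 pairs that were not copies of 1 gene. bmp4.l and ventx1.1.l had r = 0.731 over 79 libraries (two-sided permutation p = 1e-05, the smallest the permutations can give; adjusted p = 1.38e-05 over 11 relations) and rho = 0.777 (permutation p = 1e-05), with 0.724 without the 2 libraries farthest from the median, 0.744 within the 70 B108 libraries, and 0.556 within the 9 B100 libraries. The S copies had r = 0.772 and rho = 0.768 with the same permutation p, and ventx1.1.s was at or under 3 counts in 31 libraries. On linear CPM r fell to 0.4589 for the L copies and 0.4355 for the S copies.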

### Comparing human cancer-related genes to developmental gene co-expression facilitates data mining of large-scale datasets

Finally, we evaluated whether this neurula embryo dataset, with its accompanying data-mining tools, could shed interesting light on other types of genome-scale approaches, either in cell biology or human pathologies. Genome-wide association studies (GWASs) aim to identify genes correlated with a specific phenotype or pathology, with the goal of identifying diagnosis markers [64]. One of the biggest challenges of a GWAS is to identify the genes primarily driving the pathology, among thousands of altered genes, and to understand how these contribute to disease development. We propose that the GWAS could be coupled with the developmental co-expression networks to get a better understanding of the etiology of complex traits. Because our samples collection focuses on ectoderm, this dataset would be most suitable for phenotypes associated with ectodermal-derived neonatal disorders (e.g., neurocristopathies, ciliopathies, neural tube defects), tumors of ectodermal origin (i.e., melanoma, schwanoma, neuroblastoma), and pathologies related to epithelium-to-mesenchyme transition (EMT) such as cancer and fibrosis [1,65].

Melanoma is an aggressive, NC-derived tumor, initiation of which involves a NC-like state, i.e., the reactivation of early, neurula-stage NC-specific genes such as *sox10* in adults [47]. This correlates with the reactivation of "super-enhancers" proximal to NC genes. Super-enhancers are regulatory elements highly enriched in active chromatin marks (K27-acetylated histone 3 [H3K27Ac] mark) and involved in cell differentiation and cancer [66,67]. The presence of super-enhancers close to the *sox10* gene was associated with elevated *sox10* expression both human melanoma cells and in a zebrafish melanoma model [47]. Additionally, these authors provided a list of 843 super-enhancers present in human melanoma cell lines in close proximity to 778 other human genes. Here, we asked if we could extract information on the genes associated with those super-enhancers using the gene co-expression network derived from the neurula-stage embryo (S9 Table).

We selected *X*. *laevis* genes corresponding to human gene names in immediate proximity with the top super-enhancers in human melanoma cell lines (ranked by enrichment levels of H3K27Ac) [47]. Sixty-five *Xenopus* orthologs were expressed in our neurula-stage developmental dataset. Using WGCNA, we found that transcripts highlighted in red were significantly enriched in groups associated with posterior patterning and canonical Wnt signaling (G-23, *p*-value = 3E-02) and NC (G-51, *p*-value = 2E-02) (Fig 10A). In contrast, no enrichment was found for the 64 genes close but not immediately adjacent to the top 200 super-enhancers ([47], not shown). We then asked the complementary question: which of the genes associated to the 843 super-enhancers defined in human melanoma were part of G-23 and G-51, and found 26 genes falling in these groups (Fig 10; S9 Table). This analysis further supports the notion that melanoma initiation, WNT signaling, and NC development share common molecular signatures [47,68] and supports investigating the roles of uncharacterized genes either in NC development or during melanoma initiation.

**Fig 10:**
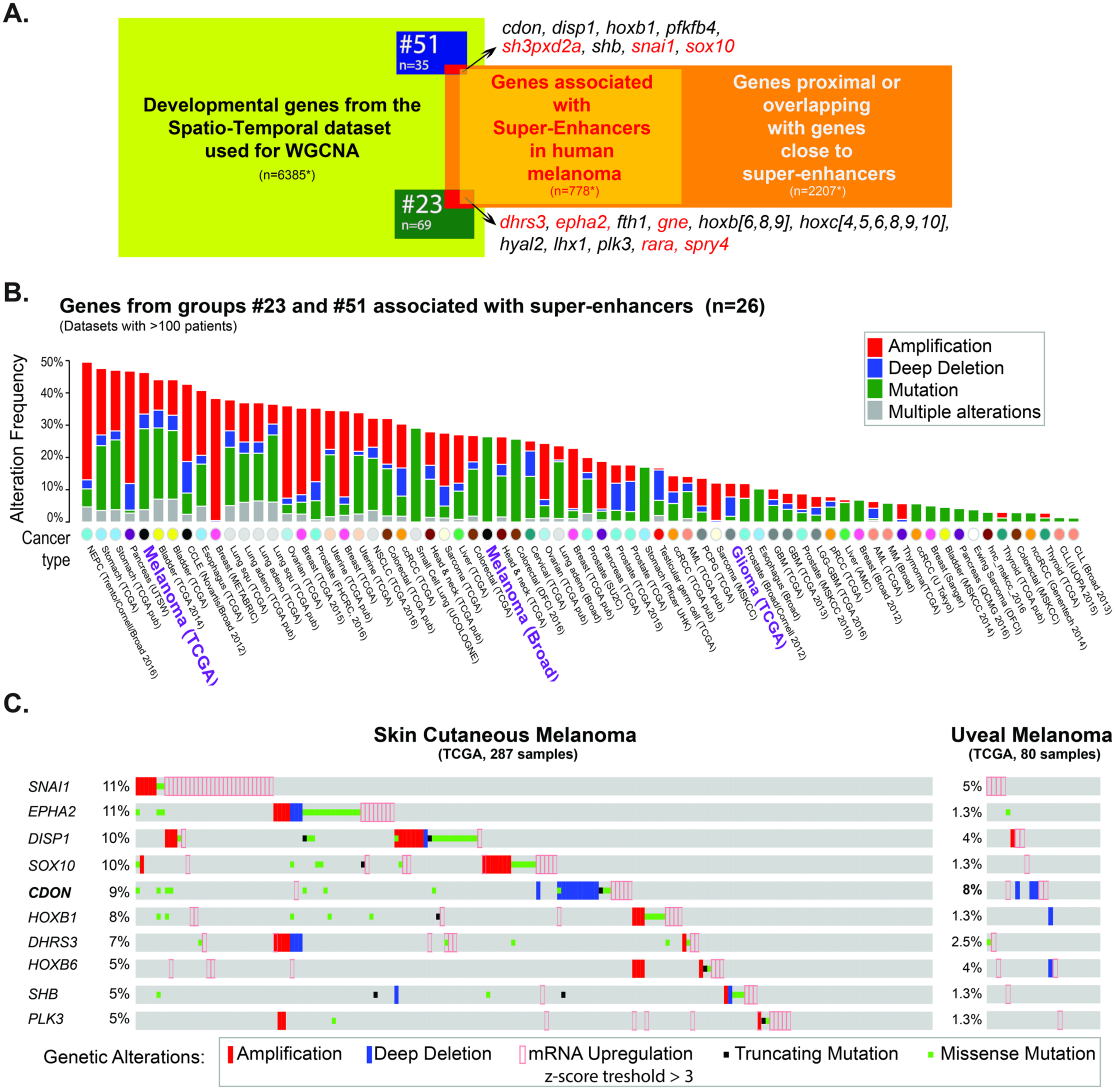
Genes linked to human melanoma are tightly associated with Wnt-associated genes and neural crest (NC) genes during development. (A) Several (26) genes linked to melanoma super-enhancers defined by Kauffman et al. (2016) were found among the posterior/Wnt genes group (#23) and the NC group (#51). (B) Cumulative frequency of genetic alterations found in these 26 genes in various cancer types: NC-derived cancers are outlined in purple. High mutation frequency (>45%) is found in melanomas. The nature of the genetic alteration is plotted along y-axis. We used 70 studies describing at least 100 tumors of each kind (TCGA). (C) These 26 genes were frequently mutated in cutaneous and uveal melanoma: this diagram displays genetic alterations found for each gene above 5% frequency, in 191 out of 287 cutaneous melanomas and in 24 out of 80 uveal melanomas. See S11 Table for numerical data. *Panels (B) and (C) are based on data obtained by the TCGA Research Network*: http://cancergenome.nih.gov *and visualized by cBioPortal*.

To investigate how often these 26 genes were altered in cancer, we looked in public repositories of human tumor datasets and found that melanomas have one of the largest proportions of genomic alterations in at least 1 of these genes (Fig 10B). When focusing only on melanoma patients, we observed that the vast majority of alterations correspond to up-regulation or amplification events [69–72] (Fig 10C). We found complex results for 1 of the genes, *CDON*, as it appeared either up-regulated (>2%) or deleted (>3.5%) in uveal and skin cutaneous melanoma (Fig 10C). Deletion of both copies of CDON was also commonly observed in other types of cancer: 11% of testicular germ cell cancer and 5% of cervical cancer (TCGA Research Network: http://cancergenome.nih.gov [TCGA] not shown). Such mixed observations, in adults, have complicated the understanding of CDON function. Cdon serves as a multifunctional co-receptor with different roles in signaling transduction. On the one hand, it acts as co-receptor for Hedgehog proteins; on the other hand, it interacts with N-cadherin to activate p38α/β mitogen-activated protein kinase (MAPK) [73]. Currently, the functional characterization of frog *cdon* is lacking, but our expression predictions and analysis on other model organisms [74,75] support potential roles of CDON in human melanoma. Our NMF expression pattern predictions localize *cdon* predominantly in the NB in neurula (St. 12.5 and St. 14) (Fig 7C). Likewise, the adjacency co-expression matrix and the network positions *cdon* in close relationship with other NC transcripts (e.g., *sh3pxd2a*, *sox9*, *rapgef2*, and *gdf5*), Sonic Hedgehog receptor (*disp1*), and genes related to Wnt signaling pathway (e.g., *axin2* and *xarp*). Hence, we conclude that a combined strategy of mining human cancer databases and searching our developmental gene co-expression network may be useful to prioritize gene candidates for further functional studies.

### Integration of the temporal and spatial transcriptomic datasets in EctoMap, a user-friendly online tool

We integrated this large transcriptomic dataset as a comprehensive suite of interactive tools to explore the expression of 1 or more genes of interest (Fig 11). The application was called "EctoMap" and it was intended to allow users to explore gene expression levels over different developmental time points and tissues and retrieve expression pattern prediction obtained by NMF along with a list of co-expressed genes identified by WGCNA analysis (see example in S1 Web Archive). We also provided the interactive gene co-expression network, to which we recommend adding landmark genes for a more informative interpretation of the temporal and spatial relationships between genes. The tool was implemented in R using the Shiny-app and the dynamic network visualization using the Network-D3 library (please download the full application and run locally). A simplified version of EctoMap (EctoMap Lite) is made publicly available (https://monsoro-lab-ectomap.shinyapps.io/EctoMAP/).

**Fig 11:**
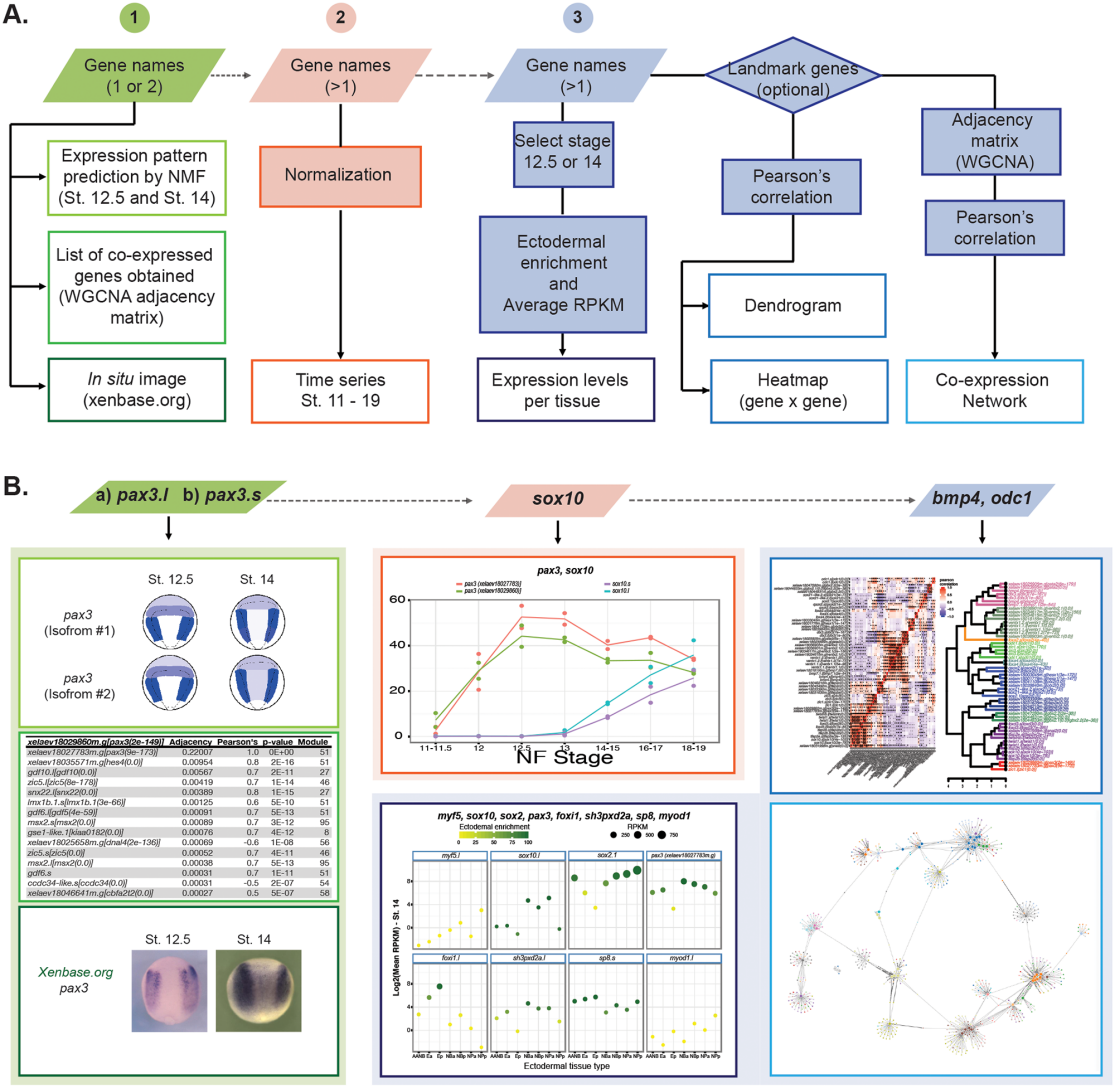
EctoMap: An application to explore gene synexpression during neurulation. (A) Workflow for the EctoMap application, indicating the input options and the files needed to produce the output plots. (B) Example of outputs (see also S1 Web Archive).

## Discussion

In vertebrate late gastrula and neurula embryos, dynamic cell fate diversification is initiated in the ectoderm by progressive individualization of broad progenitor areas positioned along the A-P and D-V axes. These processes are highly conserved from basal vertebrates to mammals [76–78]. Before the definitive establishment of specific cell fate markers in the late neurula, no sharp boundary can be drawn in the ectoderm, as progenitor cells globally share substantial gene expression with cells from the neighboring areas. This property is inherent to the early neurula and precludes, so far, the reliable development and use of lineage-specific tracers. Rather, there is an urgent need to document the progressive spatial and temporal diversification of genome expression across the ectoderm during early neurulation. This study defines the regional transcriptome of a single germ layer, the ectoderm, at 2 developmental stages, early and mid-neurula. Microdissecting small ectoderm regions from single embryos for low-input RNA-sequencing allowed retaining precise spatial information for each sample. We provide a comprehensive searchable interface, EctoMap, integrating gene co-expression dynamics during ectoderm early patterning into progenitors for nervous system, skin, sensory placodes, and NC. EctoMap provides enhanced in silico quantitative pattern prediction and generates synexpression networks for any gene expressed during early neurulation. We characterized the regional and temporal molecular signature in each area of the neurula ectoderm, which corresponds to the regionalization of cell fates. Customized networks retrieve gene expression relationships relevant for developmental biology or other research fields including evolution, stem cells, or cancer biology.

### A molecular map of vertebrate ectoderm during neurulation

Besides WE transcriptome analyses, previous genome-wide gene expression studies in vertebrates using low-input RNA sequencing have focused on cleavage, gastrulation, or early organogenesis [5,7,8,11,79,80]. At the end of neurulation in particular, transcriptome of definitive NC cells has been obtained just prior to or during their migration [81–83]. Other studies have taken advantage of naive ectoderm reprogrammed in vitro into different ectoderm cell fates such as neural, NC, or placodes cells [10,84–87]. Because collecting small ectoderm-restricted areas in vivo was a technical challenge, this study is the first germ-layer specific transcriptome analysis in early neurula. We used the tetrapod *X*. *laevis* embryo, a classical and prototypical vertebrate embryo, allowing stereotypical in vivo microdissections of the ectoderm during neurulation in reference to known gene expression patterns and previous fate maps (Fig 1). We document the transcriptome-wide signature for spatially and temporally defined ectoderm areas at 2 developmental time points when critical cell fate decisions are made: at the end of gastrulation, as the ectoderm cells respond to key signaling cues from the surrounding cells and underlying tissues, and at mid-neurula stage, as the initial positional information has been established across the ectoderm and is followed by further subdivision of the ectoderm-derived tissues [4,77]. Hence, we report quantitative expression data for the 31,700 transcripts expressed in early neurula (i.e., 82% of the genome), corresponding at least to 11,616 unique human homologs (based on HUGO nomenclature). With the advent of single-cell transcriptomics, this study provides an unprecedented spatial reference and a deep sequencing coverage that are needed for analysis of isolated cells transcriptome.

### A transcriptome-scale referential for positional information in the developing neurula ectoderm

Unsupervised analysis of transcriptome variations between neurula-stage ectoderm regions might implicate diverse biological processes; for example, cell proliferation, polarity, metabolism, signaling, or patterning might distinguish ectoderm areas. To enhance sensitivity, we focused on genes with high variation in expression between different ectoderm areas. PCA revealed that the major transcriptome-level variations between 2 different neurula ectoderm areas were strongly and primarily related to their position along the D-V and A-P axes, rather than to other cellular processes (Fig 2). Hence, at the end of gastrulation and during neurulation, the differential transcriptional response of ectoderm cells to the surrounding developmental cues and signaling gradients was clearly readable in their transcriptome and was precisely related to their position in the plane of ectoderm. This was coherent with previous analyses for selected genes [76,88–91]. This result allows precise spatial positioning of any given ectoderm sample, based its transcriptome coordinates, prior to morphological feature appearance in the ectoderm. In addition, we provide gene signatures correlated to the D-V and A-P axes (S4 Table, S4 Fig). The third PCA component was ectoderm subregionalization, with the emergence of the NB, identified as a separate territory, supported by the expression of transcription factors such as *pax3*, *snail1*, *sox9*, and *msx* in the late gastrula. This confirmed previous analyses showing NB emergence at the end of gastrulation, characterized by *pax3/7* expression [18,19,36,92]. Known and novel gene expression also correlate with this third PCA component. Moreover, the timing of cell specification into different progenitor cell types was also readable in their transcriptome and identified by PCA. The novel gene functions supporting this temporal differentiation remain to be explored. We conclude that similar use of transcriptome coordinates could allow precise spatial allocation in the ectoderm plane, either for wild-type ectoderm samples (e.g., selected ectoderm areas or ectoderm single cells at similar or different developmental stages) or for understanding the genome-scale modifications following mutation or other experimental gene perturbations. A similar strategy could also be used to understand the main features of embryonic tissues undergoing precise patterning within morphogenetic fields [88].

### An enhanced atlas of individual gene expression and regional gene signatures across the developing ectoderm

Next, we provided a comprehensive quantitative atlas of individual gene expression in the single ectoderm germ layer, enhanced by NMF deconvolution. We anticipate that this repertoire will be of broad use in vertebrate embryos, given the high conservation of developmental mechanisms and gene expression patterns in vertebrates, in general, and in tetrapods, in particular [93]. We have compared the usual averaging strategies (i.e., averaging expression level between biological replicates for a given dissected region) to an unsupervised approach using NMF, designed to define homogeneous domains in the neurula ectoderm, independently of potential variations between replicate samples for a given dissected region, especially in the case of closely located regions. Using this approach, we provide a better estimate of gene expression patterns than by simple averaging for complex regions such as the NPa and NBa at St. 14 (Fig 4). Both average patterns and NMF patterns are coarse-resolution renderings of fine gene expression patterns and are meant to give a quick and global view of gene expression in an ectoderm domain, which cannot reach the refinement of an in situ hybridization pattern. However, we can now predict the pattern of all 31,700 genes expressed during early neurulation.

When compared to NMF patterns, average patterns are more sensitive to variability in dissections. The main example is for NBa at St. 14, the average patterns for which show larger expression than the in situ hybridization pattern (Figs 4 and 7, S8 Fig). In St. 14 embryos, NBa, NPa, and ANF/PPE are closely located in the ectoderm, and the corresponding samples tend to display dispersion (as shown by PCA or tSNE). In this case, average patterns will show contribution to NPa and ANF/PPE, even for genes expressed only in NBa (e.g., NC-specific genes *snail2* and *sox10)*. In contrast, NMF distinguishes neatly NBa from NP and ANF/PPE, because it is designed to deconvolute contributions between neighboring tissues. In this case, NMF pattern is closer to in situ hybridization pattern. For example, *snail2/st14* is indicated in NBa only, while a gene such as *sox2/st14* is predicted in NP, ANF/PPE, and at lower level in NBa/p, very similarly to average and NMF patterns. On the other hand, NMF is less sensitive than other approaches to discriminate some dissected regions; it does not distinguish between NBp and NPp at St. 12.5 or between NPa/NPp and anterior NNE [NNE(a)]/posterior NNE [NNE(p)]. In this case, average pattern combined with ectoderm specificity index (to indicate potential contribution of underlying mesoderm) would provide better information.

We designed a searchable web tool, EctoMap, to share this information, using human gene name nomenclature (HUGO names) and the latest genome annotations. For each gene, EctoMap enables an immediate visualization of semiquantitative gene expression pattern in the 7 key ectoderm regions defined for deep sequencing, at early and mid-neurulation stage, and of gene expression dynamics during neurulation in WEs. This predicted pattern is accompanied by an average pattern and an ectoderm specificity index for each region to provide maximum information in queries regarding unknown gene spatial and temporal expression.

As orthologs for over 79% of genes implicated in human disease are conserved in frog [16,94], the discovery of novel genes implicated either in cancers derived from ectoderm or during stem cell reprogramming into ectoderm-derived fate could prompt immediate in silico analysis of their expression during development, even in absence of in situ hybridization data in the current databases.

Importantly, NMF defined 5 basic areas from the transcriptome of the 7 dissected domains, unlike PCA, which discriminated all 7 tissues at each stage. Theoretically, this could either reflect mixed cellular contributions in the dissected samples, due to slight spatial variations between replicates or due to cell heterogeneity within the tissue, or it could reflect that a given ectoderm domain transcriptome can be explained by a combination of 2 basic transcriptomes. Future single cell transcriptome analysis should help in resolving between these options.

With NMF, we also defined a specific gene signature for each area using the Gini coefficient [42] to evaluate enrichment in gene expression for each domain. We retrieved a characteristic gene signature defining each NMF-predicted ectoderm domain (S5 Table, S7 Fig), thus providing the first genome-scale unsupervised annotation of the different ectoderm spatial domains. These results will allow the derivation of accurate area-specific lineage reporters for these early neurula stages. A recently study in late chick neurula identified a few transcription factors controlling NC heterogeneity along the A-P axis, based on their differential expression in transcriptome datasets [95]. Similarly, but in earlier embryos, our spatial and temporal ectoderm gene signature should stimulate functional analyses on differential fate determination during early stages of neural, NC, and placode formation.

Finally, *X*. *laevis* genome arose from recent genome allotetraploidization [16], with 56% of genes retaining 2 copies from the ancestral genomes. EctoMap provides spatial and temporal expression for each homeologous copy. Using spatial differential expression, we found that about half of homeologous pairs display significant differential expression due to asymmetrical decrease, a potential means to maintain gene dosage. Only a handful of pairs were subjected to spatial subfunctionalization (Fig 8, S11 Fig, S8 Table). This strong bias towards asymmetrical decrease is also found in mammals after gene tandem duplication [61]. Tissue-specific gene subfunctionalization could involve complex context-specific regulation of gene expression and potential creation of novel functions for 1 gene in the homeologous pair. In both cases, our gene lists could allow investigating the evolution of gene regulatory elements, following a 17–18 My-old whole genome duplication, as compared to older genome duplications in vertebrate or teleost lineage.

### A dynamic co-expression network to explore gene synexpression during neurulation

During development as well as in adult life, control of gene co-expression is an efficient and widely used way of coordinating spatial and temporal activity of groups of factors involved in related functions. Consequently, gene synexpression in time and space may indicate potential related activity between a set of factors. We thus completed this analysis by unsupervised WGCNA clustering and co-expression network analysis. We retrieved gene groups and validated the biological relevance of several groups, including Wnt-responsive gene group, premigratory NC group, and placode group. Further analyses of our clustering would shed light on potentially related molecules in multiple pathways or processes. As an example, we shortlisted interesting candidates among novel genes involved in melanoma based on their synexpression with NC, Wnt signaling, and EMT-related factors in neurula. Finally, we have developed an online searchable network application allowing querying the synexpression and correlation among groups of genes. This query could involve genes acting in development, stem cells reprogramming, epithelium-mesenchyme transition, signaling, or various pathologies. We propose that the analysis of their expression in the developing ectoderm and the identification of their potential partners during neurulation will provide, with ease, novel and important insights into their biological roles and trigger relevant functional studies.

## Materials and methods

### Ethics statement

All animal care and experimentation were conducted in accordance with institutional guidelines, under the institutional license #C91-471-108, project # AP AFIS#7043–20 160930 14156646 v2 (Direction Départementale de la Protection des Populations, Courcouronnes, France).

### Embryos

*X*. *laevis* embryos were obtained by in vitro fertilization using standard procedures [96] and grown until the desired stage according to the Nieuwkoop and Faber developmental table [17].

### Sample microdissection

The embryo dissections were done as described in [26]. To ensure accurate dissections, a drawing of *X*. *laevis* embryo was made with respect to known in situ hybridization expression patterns for *pax3*, *snai2*, and *sox2* at St. 12.5, St. 14, and St. 17. This ectodermal map is shown in Fig 1A. The ectodermal regions were dissected using an eyebrow knife inserted first between the mesoderm and ectoderm layer prior to cutting. The dissected tissue was immediately lysed in Trizol (Life Technologies). A single dissection from a single embryo was used for each library preparation, after assessing RNA quality and confirming tissue sample identity by qPCR. A total of 79 dissected fragments were selected out of about 300 individual dissections.

### In situ hybridization

Embryos were fixed and prepared for whole mount in situ hybridization according to [97]. Antisense digoxigenin-labelled RNA probes were used at a final concentration of 10 μg/ml. The following probes were used: *snai2*, *pax3*, *sox2*, and *foxi1e*[36,98–100]. PCR fragments for *sh3pxd2a* and *sp8* were cloned from neurula stage cDNA and used as probes.

### RNA extraction and quality control

Total RNA from each individual dissected tissue was isolated by Trizol extraction (Life Technologies) with a step of shearing through a 25G needle. The aqueous phase was recovered using Phase Lock Gel (Eppendorf). Nucleic acids were precipitated with isopropanol and Linear polyacrylamide (LPA, Ambion), then washed in 70% Ethanol. RNA was resuspended in 30 μl RNAse-free water (Ambion) and dosed using a Nanodrop 2000 (Thermo Scientific). RNA quality was assessed on Bioanalyzer 2100 chips (Agilent).

### Quantitative real-time PCR

Reverse transcription was used M-MLV-Reverse Transcription (Promega). Quantitative real-time PCR (qPCR) reactions used SsoFast EvaGreen Supermix (Bio-Rad) on a C1000 thermal cycler (CFX96 real-time system, Bio-Rad). We quantified the relative expression levels of several dorsal ectoderm markers (*sox2*, *xk81a1*, *pax3*, and *snai2*) and a mesodermal marker (*myod1*) in order to confirm the sample ectodermal identity and detect a potential mesoderm contamination. Relative expressions were normalized using reference markers (*odc1* and *ef1a1*). Sequences for qPCR primers are listed in S2 Table.

### RNA sequencing and gene expression quantitation

Samples were selected for RNA library preparation if they met the following 3 requirements: (1) a ratio of the ribosomal 18S over 28S greater than 1.7-fold on bioanalyzer total RNA traces, (2) a confirmed tissue identity, and (3) a total RNA amount greater than 40 ng. RNA-seq libraries were prepared using the TruSeq Stranded mRNA library preparation kit (Illumina), starting with 40–300 ng of total RNA and sequenced on a HiSeq 2000 (Illumina) with a target of 15–20 million 100 bp paired reads per sample. Reads were mapped on the *X*. *laevis* genome (9.1) [16] using tophat 2.0.14 [101], with the following parameters (—rg-library Illumina—rg-platform Illumina—keep-fasta-order -N 6—read-gap-length 6—read-edit-dist 6—segment-mismatches 3 -i 5 -I 500000 -r 155—mate-std-dev 80—no-coverage-search -p 6—library-type fr-firststrand -g 2). 92% of the reads mapped on *X*. *laevis* genome. Paired reads mapping multiple times on the genome (approximately 4% of them) were excluded from the downstream analysis, leaving 88% of the reads for analysis. Putative transcript models were predicted using cufflinks 2.2.1 with the following parameters (—library-type fr-firststrand —3-overhang-tolerance 0—intron-overhang-tolerance 0), then merged with the annotation of the *X*. *laevis* genome (annotation version 1.8 of the 9.1 version of the genome, Xenbase ftp://ftp.xenbase.org/pub/Genomics/JGI/Xenla9.1/) using cuffmerge v2.2.1 [102]. Transcript annotation was done with a custom script BLASTing transcript nucleotide sequences against the *X*. *tropicalis* transcript nucleotide sequence database (JGI 4.2) [94] retaining only the first hit for each transcript with an E-value lower than 1E-100. Gene models and annotations were computed by merge overlapping transcript models and their annotation using BedTools [103] and a custom Perl script. Read counts were computed on each gene model using HTSeq [104]. Only genes with at least 10 counts in at least 2 samples were further considered. Read counts were then normalized using library size with trimmed mean of M-value normalization [105], as implemented in EdgeR [106], then transformed to log2-CPM (counts per million), and processed by the limma/voom package [107] to estimate the mean-variance relationship of the log-counts for subsequent statistical analysis. The data discussed in this publication have been deposited in NCBI's Gene Expression Omnibus [108] and are accessible through GEO Series accession number GSE103240 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE103240).

### Gene filtering

Many genes display little variation in expression across dissected samples (S1E and S1F Fig). For such genes, variations in expression between samples will be dominated by technical or biological noise. To filter out these genes, we have tested 3 commonly used methods: the range of log2(expression) (range), the variance (var), and the interquartile range (iqr). We have used the silhouette number (a clustering quality measure, https://cran.r-project.org/web/packages/cluster/) to assess how samples cluster according to their dissected region in the space defined by the first 3 PCA components. Silhouette number allows us to compare these 3 methods and define the appropriate number of genes to select (S1A and S1B Fig). All 3 methods gave similar silhouette profiles as a function of number of genes, with a sharp drop as genes with lower differential expression were included (S1A–S1D Fig). We used these curves to define that between 60 and 1,200 genes should be selected for St. 12.5, and between 1,100 and 6,000 genes at St. 14. The highest ranked genes were thus selected, using their range of log2(expression) and a minimum range threshold of 5, at both stages; 1,174 genes and 1,859 genes were selected at each of St. 12.5 and St. 14, for a total list of 2,198 genes.

### PCA, tSNE

PCA was computed with the standard R library on the sample expression vectors. The gene expression matrix was normalized by subtracting from each gene expression vector its average across all samples considered and dividing it by its standard deviation. To identify significant eigenvalues and genes displaying significant loading in each eigenvector, we generated a null distribution of eigenvectors by scrambling sample expression vectors through random permutation and computing PCA eigenvectors on the scrambled dataset 10,000 times. We inferred from this null distribution the 1% *p*-value threshold for each eigenvalue and the range of significant loading values for each eigenvector.

tSNE (perplexity parameter = 7 or 9) plots were computed from the gene expression matrix using, respectively, the R tSNE package Rtsne version 0.11 (https://github.com/jkrijthe/Rtsne) and the cmdscale function for the R standard library (package stats).

To help visualizing sample position along PCA components and in tSNE plots and whether samples from the same dissected region grouped together, we computed the barycenter of samples position for each tissue and drew the Voronoi tessellation of that set of points; this allows us to display the areas where points are closer to each barycenter in the plane of chosen PCA component or tSNE dimension.

### NMF matrix deconvolution

To compute the NMF deconvolution of the sample expression matrix (restricted to genes selected as differentially expressed at that stage), log2-transformed gene expression levels were converted back to expression levels and normalized by setting maximum expression of each gene to 1. NMF deconvolution was then computed on that normalized expression matrix with the R package NMF [109]. NMF rank was chosen by running the NMF algorithm on 20 random initializations of the component and mixing matrices and clustering rows of the resulting mixing matrices to visually identify if the algorithm converges robustly to the same minimum. The chosen NMF mixing and component matrices were computed as the median mixing and component matrices out of 100 runs with random initializations at the selected rank.

The computed component matrix contains only NMF-tissue expression data for the selected differentially expressed genes. We therefore computed an approximate measure of NMF-tissue gene expression for all genes by simply solving the NMF linear system (component matrix × mixing matrix = sample expression matrix) using the known sample expression matrix and the chosen mixing matrix and assigning all negative expression values in the estimated component matrix to 0. The approximate NMF-tissue expression values in this computed component matrix were found to be within 10% (relative to the highest expression level) of the expression values computed by the NMF algorithm for the selected differentially expressed genes.

NMF expression patterns were displayed on the NMF-tissue map by assigning the blue color to the NMF-tissue with highest expression and computing the relative color of other NMF-tissues on a white to blue scale using their relative expression level and the RcolorBrewer package (https://cran.r-project.org/web/packages/RcolorBrewer/). To measure NMF-tissue expression specificity and identify genes selectively expressed in a single NMF-tissue, we computed an inequality in gene expression distribution index using the Gini coefficient formula (https://en.wikipedia.org/wiki/Gini_coefficient). Among these, genes that did not display ectodermal enrichment (i.e., difference between highest median log2-expression in dissected tissues and median log2-expression in WE <0) were not included in S5 Table.

### WGCNA analysis

For the WGCNA analysis, we filtered out 80% of the transcripts with very low read counts across all 79 tissue and whole samples (S1 Table). We kept 10,073 informative transcripts out of a total of 50,974, as they passed 1 of 2 selection filters: the normalized CPM value for at least 1 of the all samples was above 50 CPM, or the absolute sum of normalized CPM values across all samples was greater than 40 CPM. The normalized CPM values from this set of “informative” transcripts were log-transformed and used as input for all WGCNA analyses.

To create the co-expression groups, we determined that a soft threshold power of 22 approximated the input data to a scale-free topology network (R^2^ = 0.91) and provided a mean connectivity of 3.92 (S9 Fig). From the signed adjacency matrix (power = 22, type = "signed," corFac = "bicor"), we calculated the dissimilarity topology overlap matrix (TOMType = "signed"), which was subsequently used to create a distance tree (method = "average"). To determine the co-expression groups, we dynamically cut the branches of the tree with a minimal cluster size of 15 transcripts per group (method = "hybrid", deepSplit = 4, pamRespectsDendro = FALSE, minClusterSize = 15).

### Biological process enrichment in WGCNA gene groups

To identify overrepresented GO terms in gene groups, we used "clusterProfiler v1.9" R library [110], which relies on the Fisher’s exact test. As background dataset, we provided a list of nonredundant genes from the frog genome, which was obtained by retrieving, for each of the *X*. *laevis* transcripts, the HUGO and corresponding Entrez IDs. All GO biological function terms used were from the ensembl88 human annotation database. We required *p*-value and q-value cutoffs of 5%, and the *p*-values were adjusted by applying the Bonferroni multiple sample correction test. S6B Table has GO biological functions associated with the WGCNA groups. Randomized datasets were produced by swapping the group assignments from each transcript while maintaining the number of transcripts per group, similar to those from the WGCNA. The complete list of GO biological functions enriched per WGCNA group can be found on S6B Table.

### Analysis of differential expression in homeologous gene pairs

We used the homeologous gene pairs defined by the *X*. *laevis* genome annotation 9.1 as duplicated copies of a gene present both in the long and short genome (7,949 pairs). Pairs that were not expressed (0 counts in both copies) were discarded. Because gene expression measured by counts depend on transcript length (longer transcripts generate more fragments for sequencing), we decided to compare only paired duplicates whose transcript lengths were close (<20% difference) so the comparison of their expression would not be affected by their length difference. At each stage, we then tested the difference in expression between duplicates for each tissue with the limma package [107] (5% *p*-value threshold corrected for multiple testing). Pairs for which 1 of the duplicates was significantly more expressed in at least 2 dissected regions and similarly expressed in the other regions were termed asymmetrically expressed pairs. Pairs for which 1 of the duplicates was significantly more expressed in at least 1 region and significantly less in at least another region were termed subfunctionalized pairs.

### Co-expression network

To create a customizable co-expression network, the user needs to provide 1 or more transcript names and select a *p*-value cutoff associated with the Pearson’s correlation (rcorr function of the Hmisc library from R). To visualize the gene co-expression network, we used the networkD3 library (https://cran.r-project.org/package=networkD3) in the R shiny app (https://cran.r-project.org/package=shiny). NetworkD3 creates a dynamic network after receiving 2 data frames, one that describes the nodes and the other one, the edges (links). Each transcript of interest (input node) is represented as a large node. The absolute value of the correlation coefficients defines the distance between the transcript of interest (input node) and its associated transcripts (associated node). Positive correlations are represented as thin lines, while negative correlations are represented by a thick line. The node colors are assigned according to the co-expression group obtained by WGCNA. The user can modulate the number of links by changing the *p*-value cutoff used for the correlation. To create such a gene co-expression network, we generated an unsigned adjacency matrix (power = 22, corFnc = "bicor") with WGCNA [44]. The unsigned adjacency matrix allows identifying positive and negative associations for each of the transcripts. For the network visualization, the program retrieves the 50 most adjacent transcripts and computes pairwise comparisons (Pearson’s correlation and *p*-value) between the input gene and the associated transcripts using the log-transformed normalized CPM values from all 79 samples. The number of transcripts associated with a node is determined by the *p*-value cutoff defined by the user (1E-10 as default).

### Databases

Xenbase (http://www.xenbase.org/, RRID:SCR_003280). Data generated by the TGCA (https://cancergenome.nih.gov/) was facilitated by the cBioPortal data visualization website [111,112].

### EctoMap application

In order to allow broad access to these data, we developed an application, EctoMap, either as full version to download and run locally (full version, Fig 11) or as light version online. Below are indicated the characteristics of each version. Given a list of genes (or a single gene for the light online version of EctoMap), the application provides different complementary information extracted from the sequencing data: (1) Ectodermal expression pattern prediction using either the average pattern or the NMF pattern, both normalized as percent of the highest expression level, for each of St. 12.5 and St. 14. In the full application, this is accompanied by the list of genes with the closest expression profile (spatial and temporal) and their respective correlation values. (2) Expression values (FPKM) for WEs throughout neurulation (St. 11–St. 19) describe the temporal dynamics of gene expression. (3) The absolute expression levels (log-2 [mean RPKM] values) and an index of ectoderm enrichment are plotted for each dissected region at St. 12.5 or St. 14. Ectoderm enrichment ranges from bright orange (value of 0) to dark green (value of 100). This enrichment is the ratio of expression in a given tissue compared to global expression in WE at the same stage. For example, a score over 90 indicates that the gene is ranked above 90% of all genes enriched in that particular tissue, whereas a rank of 10 suggests the gene is expressed elsewhere in the embryo (mesoderm, endoderm). This function is implemented in the full version; in EctoMap Lite online, WE average expression level is simply indicated by a dotted line. A heat plot of hierarchical cluster based on the Pearson or Spearman’s correlation on 79 samples, i.e., from dissected tissues and WEs at different developmental time points, is provided to gain insights into the expression profile similarity of a particular gene compared to other well-characterized genes that serve as ectodermal landmarks (e.g., NC, NB, epidermal, ventral, anterior). (5) A gene co-expression network shows the expression pattern relationships between the genes selected by the user (input nodes) and genes having strong correlations.

The application tool was built in R using the shiny app (http://shiny.rstudio.com/). The code and its documentation are deposited in Github and can be downloaded from supplementary materials (EctoMap.v1.3.zip). The link for online access of a light version of EctoMap is https://monsoro-lab-ectomap.shinyapps.io/EctoMAP/. The scripts can be adopted by any user who would like to include additional RNA-seq datasets, e.g., WEs or single tissues from wild types or gene knockdowns. The scripts can be modified and submitted for revision via Github.

## Supporting information

S1 Fig Silhouette analysis. (A, B) We have used the silhouette number (a clustering quality measure) to assess how samples cluster according to their dissected region in the space defined by the first 3 principal component analysis (PCA) components. We have compared 3 commonly used methods at stage 12.5 and stage 14: the range of log2(expression) (range), the variance (var), and the interquartile range (iqr). The silhouette number allows comparing these 3 methods and defining the appropriate number of genes to select (red line). All 3 methods gave similar silhouette profiles as a function of number of genes, with a sharp drop as genes with lower differential expression were included. We used these curves to define that between 60 and 1,200 genes should be selected for stage 12.5 and between 1,100 and 6,000 genes for stage 14. (C, D) PCA plots along component 1 (PC1) and component 2 (PC2) illustrate the influence of the number of genes selected on the quality of PCA results. (E, F) At both stages 12.5 and 14, a common threshold of 5 (red dotted line) in the range of gene expression was used to define the set of genes used in the first analyses: 1,174 genes at stage 12.5 and 1,859 genes at stage 14.
(TIFF) Click here for additional data file.

S2 Fig Distribution of principal component analysis (PCA) components. Each PCA component captures a decreasing part of the variance in gene expression between samples. Significance is computed as indicated in Materials and methods, and 1% significance line is drawn. PCA component contribution to variance is plotted for stage 12.5 samples (A), stage 14 samples (B), and both stages together (C).
(TIFF) Click here for additional data file.

S3 Fig Principal component analysis (PCA) identifies genes whose expression is strongly correlated with PCA components 1 and 2. As we matched PCA components 1 and 2 to dorsal-ventral (D-V) and anterior-posterior (A-P) axes, we looked for the genes best correlated to each component (S4 Table). Color code indicates dissection region identity of the sample according to Fig 1 and S1 Table. (A, B) Neural plate gene *sox2*.*1* expression is correlated to PCA component 1 at both stages, more weakly at stage 12.5 (A, correlation coefficient = −0.86) than at stage 14 (B, correlation coefficient = −0.91). (C, D) Novel gene zc4h2.l expression is even more highly correlated to PCA component 1 at stage 12.5 (C, correlation coefficient = −0.98) and stage 14 (D, correlation coefficient = −0.96). (E, F) Posterior gene *cdx2*.*s* presents a high negative correlation with PCA component 2, both at stage 12.5 (E, correlation coefficient = −0.93) and 14 (F, correlation coefficient = −0.95). (G, H) Anterior gene fzd8.s is highly positively correlated with PCA component 2, both at stage 12.5 (G, correlation coefficient = 0.91) and 14 (H, correlation coefficient = 0.88). See S11 Table for numerical data.
(TIFF) Click here for additional data file.

S4 Fig Nonnegative matrix factorization (NMF)-predicted expression for genes most correlated to principal component analysis (PCA) axes 1 and 2. Dissected regions are projected along PCA components 1 and 2 in a pattern matching with embryonic dorsal-ventral (D-V) and anterior-posterior (A-P) axes, respectively. We have selected the 5 genes most correlated to these components (from list in S4 Table) and predicted their expression pattern using NMF. Patterns for the 5 genes with best positive or negative correlation are presented. This independent analysis confirms that the selected genes show clear D-V or A-P pattern restrictions and could thus be good diagnostic markers for position along each axis, respectively.
(TIFF) Click here for additional data file.

S5 Fig Expression level distribution between biological replicates. (A, B) Expression level for each biological replicate is plotted for *snail2* and *sox2*, for each dissected tissue. This highlights the variability of expression that complicates the establishment of region-specific gene signatures for adjacent regions. Ec = NNE, nonneural ectoderm. See S11 Table for numerical data.
(TIFF) Click here for additional data file.

S6 Fig Nonnegative matrix factorization (NMF) convergence. Convergence of NMF to a single minimum was assessed by clustering rows of the mixing matrix obtained by running NMF deconvolution with random initialization 20 times and checking that the number of tight clusters obtained equal NMF rank. This procedure shows that a single minimum is obtained up to rank 5 both at stage 12.5 (A) and stage 14 (B), although for stage 12.5, rank 4 does not lead to tight clusters. Higher ranks do not lead to a single solution, as the number of clusters recovered exceeds the rank and/or clusters are not tight (rank 6 at stage 12.5). Mixing matrices for each solution from 2 to 7 ranks are shown. Stars (*) point out clusters that are not tight.
(TIFF) Click here for additional data file.

S7 Fig Gini index defines a specific gene signature for each nonnegative matrix factorization (NMF)-predicted ectoderm region. Gini enrichment index was used to define the genes most specifically enriched in 1 of the 5 tissues predicted by NMF deconvolution (S5 Table). Five genes with highest Gini index are shown for each NMF-tissue. This defined known and novel genes to characterize each ectoderm region.
(TIFF) Click here for additional data file.

S8 Fig Distinction between ectoderm-enriched genes and posterior mesoderm-expressed genes by combining nonnegative matrix factorization (NMF) pattern and average expression analysis. In complement to average or NMF-predicted expression patterns, we indicate the enrichment of gene expression in ectoderm, compared to whole embryo expression. Ectoderm enrichment index allows distinguishing between genes highly and specifically expressed in the ectoderm germ layer (e.g., *sox10*, dark green, expression of which is initiated at stage 14) and genes found in the posterior neural tissue because of attached mesoderm cells (*myod*, *myf5*, yellow, low level). All intermediate situations are found, including ubiquitously expressed genes or genes enriched in 1 dissected region but not in the others. Ec = NNE, nonneural ectoderm. See S11 Table for numerical data.
(TIFF) Click here for additional data file.

S9 Fig Weighted gene correlation network analysis (WGCNA). (A) Selection of the soft threshold power used to obtain the signed matrix. (B) Mean connectivity for each of the soft threshold powers. (C) Dendrogram displaying the 141 gene co-expression groups obtained by the high topological overlap using the dynamic tree cut algorithm, using a soft power threshold of 22, hybrid cut, deep split = 4. A minimum of 15 genes were required to belong to a cluster; otherwise, genes were assigned to Group #0. See S11 Table for numerical data.
(TIFF) Click here for additional data file.

S10 Fig Weighted gene correlation network analysis (WGCNA) identifies homeologous gene pairs expressed with different spatial or temporal dynamics during neurulation. (A) The gene set used for WGCNA contained 2,520 gene pairs, most of which display different expression dynamics, thus falling into different WGCNA groups. (B) Global analysis of groups: groups associated with developmental processes (G51, G23, G34, and G38) tend to contain both copies of homeologous pairs, while groups associated with global cell biology retained few pairs. (C) Gene ontology (GO) terms associated with groups retaining few pairs (terms related to cell—cell relationships) or with groups retaining pairs (terms related to transcription). See S11 Table for numerical data.
(TIFF) Click here for additional data file.

S11 Fig Expression dynamics of homeologous gene copies during neurulation. Expression pattern comparison between selected homeologous transcription factor pairs. The spatial and temporal expression of both copies of *pax3*, *sox10*, and *six3* highly correlate in all 79 tissue samples (R^2^ > 96, *p*-value = 0). Other genes exhibit expression level differences over different time points (*id2*, *zic1*, *six4*) or across space and time (*snai2*, *id2*). The lowest correlations observed between the displayed homeologous pairs are *snai2*.*l* and *snai2*.*s* (R^2^ = 0.60, *p*-value = 4e-09) and *zic1*.*s* and *zic1*.*l* (R^2^ = 0.65, *p*-value = 4e-11). The parentheses after the gene names correspond to the co-expression groups assigned by weighted gene correlation network analysis (WGCNA). See S11 Table for numerical data.
(TIFF) Click here for additional data file.

S12 Fig Analysis of evolution of *snail2* homeologous gene pair. *Snail2*.*l* and *snail2*.*s* exhibit differential expression with asymmetrical decrease of *snail2*.*s* (S11 Fig). (A) Tree for *snail2* genes. Snail2.l, the copy with retained expression in *X*. *laevis*, is closer to *X*. *tropicalis* gene than to *X*. *laevis snail2*.*s*. (B) In *X*. *laevis*, mutations are accumulating in the low complexity regions of Snail2.s protein compared to *Snail2*.*l or X*. *tropicalis* Snail2. (C) Detail of the mutation observed on Snail2 proteins. (D) Protein alignment confirms that the mutations in Snail2.s are found on residues conserved in other vertebrates.
(TIFF) Click here for additional data file.

S1 Application EctoMap and EctoMap Lite codes. (ZIP) Click here for additional data file.

S2 Application Codes for generating article figures. (ZIP) Click here for additional data file.

S1 Web Archive Example of EctoMap run on *bmp4* gene, showing the different features in the complete application (not interactive). (ZIP) Click here for additional data file.

S1 Table Samples used for deep sequencing. The individual samples used for each stage and each area are listed and color coded to match patterns in Figs 1 and 3. The number of biological replicates for each sample is indicated.
(XLSX) Click here for additional data file.

S2 Table Primers used for sample validation by quantitative PCR prior to sequencing. Sequences and references for the published primer pairs used to validate sample quality.
(XLSX) Click here for additional data file.

S3 Table Ectoderm enrichment filtering. Genes expressed at a higher level in the whole embryo than in any ectoderm sample were filtered out. This would remove potential minor mesoderm contamination from neural plate and neural border posterior halves.
(XLSX) Click here for additional data file.

S4 Table Genes most correlated to principal component analysis (PCA) axes 1 and 2. At each stage, PCA axes indicate which variables discriminate better each sample (dissected tissue). Genes most correlated to axes 1 and 2 are retrieved for each stage (positive and negative correlation). Genes most correlated to axis 3 at stage 14 are *msx2*, *pfkfb4*, and *sox9* (positive correlation, all expressed in the neural border) and *tll1*, *traf4*, *dag1*, and *sox21* (negative correlation).
(XLSX) Click here for additional data file.

S5 Table Genes most enriched in nonnegative matrix factorization (NMF)-tissues. Gini enrichment index was used to define the genes most specifically enriched in 1 of the 5 tissues predicted by NMF deconvolution.
(XLSX) Click here for additional data file.

S6 Table (A) Main weighted gene correlation network analysis (WGCNA) groups with associated gene ontology (GO) terms. (B) All GO terms with associated WGCNA groups.
(XLSX) Click here for additional data file.

S7 Table (A) Genes contained into the weighted gene correlation network analysis (WGCNA) groups described in the Result section. (B) Fisher’s tests for enrichment in Wnt signaling-associated genes. (C) Genes related to neural crest and placodes: repartition into WGCNA groups. (D) Fisher’s tests for enrichment in neural crest and placode-related genes in WGCNA groups.
(XLSX) Click here for additional data file.

S8 Table (A) Homeologous gene pairs distribution into weighted gene correlation network analysis (WGCNA) groups. The 2,520 homeologous pairs were selected by choosing the human gene ortholog (HUGO) gene names that had exactly 2 annotations that corresponded to the homeologous pairs. Columns (A) and (D) are colored based on whether both homeologous genes are found in a single WGCNA group (white); yellow means the genes are found in a different module. (B) List of *Xenopus laevis* gene pairs associated to 1 HUGO name.
(XLSX) Click here for additional data file.

S9 Table Analysis linked to super-enhancers in melanoma. (XLSX) Click here for additional data file.

S10 Table Gene list selected for illustrating the network analysis. Gene list used as an input for WGCNA clustering and to generate the co-expression network. For generating the network, a mixed list of genes was used as an input, including neural, neural crest, placodes, mesoderm, and signaling genes.
(XLSX) Click here for additional data file.

S11 Table Numerical data to build each figure. (XLSX) Click here for additional data file.

## Abbreviations

ANB: anterior neural border
ANF: anterior neural fold
A-P: anterior-posterior
BMP: bone morphogenetic protein
D-V: dorsal-ventral
EctoMap: ectodermal map of differential gene expression
EMT: epithelium-to-mesenchyme transition
FGF: fibroblast growth factors
GEO: Gene Expression Omnibus
GO: gene ontology
GRN: gene regulatory network
GWAS: genome-wide association study
H3K27Ac: K27-acetylated histone 3
HUGO: human gene ortholog
MAPK: mitogen-activated protein kinase
My: million years
NB: neural border
NBa: anterior neural border
NBp: posterior neural border
NC: neural crest
NMF: nonnegative matrix factorization
NNE: nonneural ectoderm
NP: neural plate
NPa: anterior neural plate
NPp: posterior neural plate
PCA: principal component analysis
PPE: preplacodal ectoderm
qPCR: quantitative PCR
RPKM: reads per kilobase per million
St.: Nieuwkoop and Faber stage
tSNE: t-distributed stochastic neighbor embedding
WE: whole embryo
WGCNA: weighted gene correlation network analysis
WNT: Wingless-Int

## References

[1] LiuJA, CheungM. Neural crest stem cells and their potential therapeutic applications. Dev Biol. 2016;419: 199–216. doi: 10.1016/j.ydbio.2016.09.006 2764008610.1016/j.ydbio.2016.09.006

[2] SchlosserG. Vertebrate cranial placodes as evolutionary innovations—the ancestor’s tale. Curr Top Dev Biol. 2015;111: 235–300. doi: 10.1016/bs.ctdb.2014.11.008 2566226310.1016/bs.ctdb.2014.11.008

[3] HarlandR. Neural induction. Curr Opin Genet Dev. 2000;10: 357–362. 1088906910.1016/s0959-437x(00)00096-4

[4] PlaP, Monsoro-BurqA-H. Xenopus Embryo: Neural Induction In: WileyJohn & LtdSons, editor. eLS. Chichester, UK: John Wiley & Sons, Ltd; 2015 pp. 1–10. http://doi.wiley.com/10.1002/9780470015902.a0000731.pub2

[5] BlitzIL, ParaisoKD, PatrushevI, ChiuWTY, ChoKWY, GilchristMJ. A catalog of Xenopus tropicalis transcription factors and their regional expression in the early gastrula stage embryo. Dev Biol. 2016; doi: 10.1016/j.ydbio.2016.07.002 2747562710.1016/j.ydbio.2016.07.002PMC5596316

[6] PegoraroC, FigueiredoAL, MaczkowiakF, PouponnotC, EychèneA, Monsoro-BurqAH. PFKFB4 controls embryonic patterning via Akt signalling independently of glycolysis. Nat Commun. 2015;6: 5953 doi: 10.1038/ncomms6953 2560102810.1038/ncomms6953

[7] JunkerJP, NoëlES, GuryevV, PetersonKA, ShahG, HuiskenJ, et al Genome-wide RNA Tomography in the zebrafish embryo. Cell. 2014;159: 662–675. doi: 10.1016/j.cell.2014.09.038 2541711310.1016/j.cell.2014.09.038

[8] PengG, SuoS, ChenJ, ChenW, LiuC, YuF, et al Spatial Transcriptome for the Molecular Annotation of Lineage Fates and Cell Identity in Mid-gastrula Mouse Embryo. Dev Cell. 2016;36: 681–697. doi: 10.1016/j.devcel.2016.02.020 2700393910.1016/j.devcel.2016.02.020

[9] CombsPA, EisenMB. Sequencing mRNA from cryo-sliced Drosophila embryos to determine genome-wide spatial patterns of gene expression. PLoS ONE. 2013;8: e71820 doi: 10.1371/journal.pone.0071820 2395125010.1371/journal.pone.0071820PMC3741199

[10] RiddifordN, SchlosserG. Dissecting the pre-placodal transcriptome to reveal presumptive direct targets of Six1 and Eya1 in cranial placodes. eLife. 2016;5 doi: 10.7554/eLife.17666 2757686410.7554/eLife.17666PMC5035141

[11] KojimaY, Kaufman-FrancisK, StuddertJB, SteinerKA, PowerMD, LoebelDAF, et al The transcriptional and functional properties of mouse epiblast stem cells resemble the anterior primitive streak. Cell Stem Cell. 2014;14: 107–120. doi: 10.1016/j.stem.2013.09.014 2413975710.1016/j.stem.2013.09.014

[12] SatijaR, FarrellJA, GennertD, SchierAF, RegevA. Spatial reconstruction of single-cell gene expression data. Nat Biotechnol. 2015;33: 495–502. doi: 10.1038/nbt.3192 2586792310.1038/nbt.3192PMC4430369

[13] ForouzmandE, OwensNDL, BlitzIL, ParaisoKD, KhokhaMK, GilchristMJ, et al Developmentally regulated long non-coding RNAs in Xenopus tropicalis. Dev Biol. 2016; doi: 10.1016/j.ydbio.2016.06.016 2741838810.1016/j.ydbio.2016.06.016PMC5233649

[14] YanaiI, PeshkinL, JorgensenP, KirschnerMW. Mapping gene expression in two Xenopus species: evolutionary constraints and developmental flexibility. Dev Cell. 2011;20: 483–496. doi: 10.1016/j.devcel.2011.03.015 2149776110.1016/j.devcel.2011.03.015PMC3118554

[15] PattheyC, CliffordH, HaertyW, PontingCP, ShimeldSM, BegbieJ. Identification of molecular signatures specific for distinct cranial sensory ganglia in the developing chick. Neural Develop. 2016;11: 3 doi: 10.1186/s13064-016-0057-y 2681908810.1186/s13064-016-0057-yPMC4730756

[16] SessionAM, UnoY, KwonT, ChapmanJA, ToyodaA, TakahashiS, et al Genome evolution in the allotetraploid frog Xenopus laevis. Nature. 2016;538: 336–343. doi: 10.1038/nature19840 2776235610.1038/nature19840PMC5313049

[17] NieuwkoopPD, FaberJ. Normal table of Xenopus laevis (Daudin) : a systematical and chronological survey of the development from the fertilized egg till the end of metamorphosis. Amsterdam: North-Holland Pub. Co; 1967.

[18] de CrozéN, MaczkowiakF, Monsoro-BurqAH. Reiterative AP2a activity controls sequential steps in the neural crest gene regulatory network. Proc Natl Acad Sci U S A. 2011;108: 155–160. doi: 10.1073/pnas.1010740107 2116922010.1073/pnas.1010740107PMC3017139

[19] BaschML, Bronner-FraserM, García-CastroMI. Specification of the neural crest occurs during gastrulation and requires Pax7. Nature. 2006;441: 218–222. doi: 10.1038/nature04684 1668817610.1038/nature04684

[20] SteventonB, MayorR. Early neural crest induction requires an initial inhibition of Wnt signals. Dev Biol. 2012;365: 196–207. doi: 10.1016/j.ydbio.2012.02.029 2239448510.1016/j.ydbio.2012.02.029PMC3657187

[21] SteventonB, MayorR, StreitA. Neural crest and placode interaction during the development of the cranial sensory system. Dev Biol. 2014;389: 28–38. doi: 10.1016/j.ydbio.2014.01.021 2449181910.1016/j.ydbio.2014.01.021PMC4439187

[22] SchlosserG. Early embryonic specification of vertebrate cranial placodes. Wiley Interdiscip Rev Dev Biol. 2014;3: 349–363. doi: 10.1002/wdev.142 2512475610.1002/wdev.142

[23] EaglesonGW, HarrisWA. Mapping of the presumptive brain regions in the neural plate of Xenopus laevis. J Neurobiol. 1990 4;21(3):427–40. doi: 10.1002/neu.480210305 235196210.1002/neu.480210305

[24] Simões-CostaM, BronnerME. Establishing neural crest identity: a gene regulatory recipe. Dev Camb Engl. 2015;142: 242–257. doi: 10.1242/dev.105445 2556462110.1242/dev.105445PMC4302844

[25] MoodySA, LaMantiaA-S. Transcriptional regulation of cranial sensory placode development. Curr Top Dev Biol. 2015;111: 301–350. doi: 10.1016/bs.ctdb.2014.11.009 2566226410.1016/bs.ctdb.2014.11.009PMC4425424

[26] MiletC, Monsoro-BurqAH. Dissection of Xenopus laevis neural crest for in vitro explant culture or in vivo transplantation. J Vis Exp JoVE. 2014; doi: 10.3791/51118 2463793810.3791/51118PMC4123508

[27] TheveneauE, SteventonB, ScarpaE, GarciaS, TrepatX, StreitA, et al Chase-and-run between adjacent cell populations promotes directional collective migration. Nat Cell Biol. 2013;15: 763–772. doi: 10.1038/ncb2772 2377067810.1038/ncb2772PMC4910871

[28] MilletS, CampbellK, EpsteinDJ, LososK, HarrisE, JoynerAL. A role for Gbx2 in repression of Otx2 and positioning the mid/hindbrain organizer. Nature. 1999;401: 161–164. doi: 10.1038/43664 1049002410.1038/43664

[29] Diez del CorralR, StoreyKG. Opposing FGF and retinoid pathways: a signalling switch that controls differentiation and patterning onset in the extending vertebrate body axis. BioEssays News Rev Mol Cell Dev Biol. 2004;26: 857–869. doi: 10.1002/bies.20080 1527398810.1002/bies.20080

[30] SimeoneA, AcamporaD, GulisanoM, StornaiuoloA, BoncinelliE. Nested expression domains of four homeobox genes in developing rostral brain. Nature. 1992;358: 687–690. doi: 10.1038/358687a0 135386510.1038/358687a0

[31] KablarB, VignaliR, MenottiL, PanneseM, AndreazzoliM, PoloC, et al Xotx genes in the developing brain of Xenopus laevis. Mech Dev. 1996;55: 145–158. 886109510.1016/0925-4773(96)00497-2

[32] VignaliR, ColombettiS, LupoG, ZhangW, StachelS, HarlandRM, et al Xotx5b, a new member of the Otx gene family, may be involved in anterior and eye development in Xenopus laevis. Mech Dev. 2000;96: 3–13. doi: 10.1016/S0925-4773(00)00367-1 1094062010.1016/s0925-4773(00)00367-1

[33] Matsuo-TakasakiM, LimJH, BeananMJ, SatoSM, SargentTD. Cloning and expression of a novel zinc finger gene, Fez, transcribed in the forebrain of Xenopus and mouse embryos. Mech Dev. 2000;93: 201–204. 1078195710.1016/s0925-4773(00)00264-1

[34] HashimotoH, YabeT, HirataT, ShimizuT, BaeY, YamanakaY, et al Expression of the zinc finger gene fez-like in zebrafish forebrain. Mech Dev. 2000;97: 191–195. 1102522410.1016/s0925-4773(00)00418-4

[35] BaeC-J, JeongJ, Saint-JeannetJ-P. A novel function for Egr4 in posterior hindbrain development. Sci Rep. 2015;5: 7750 doi: 10.1038/srep07750 2558307010.1038/srep07750PMC4291570

[36] Monsoro-BurqA-H, WangE, HarlandR. Msx1 and Pax3 Cooperate to Mediate FGF8 and WNT Signals during Xenopus Neural Crest Induction. Dev Cell. 2005;8: 167–178. doi: 10.1016/j.devcel.2004.12.017 1569175910.1016/j.devcel.2004.12.017

[37] SpokonyRF, AokiY, Saint-GermainN, Magner-FinkE, Saint-JeannetJ-P. The transcription factor Sox9 is required for cranial neural crest development in Xenopus. Dev Camb Engl. 2002;129: 421–432.10.1242/dev.129.2.42111807034

[38] LeeDD, SeungHS. Learning the parts of objects by non-negative matrix factorization. Nature. 1999;401: 788–791. doi: 10.1038/44565 1054810310.1038/44565

[39] BrunetJ-P, TamayoP, GolubTR, MesirovJP. Metagenes and molecular pattern discovery using matrix factorization. Proc Natl Acad Sci U S A. 2004;101: 4164–4169. doi: 10.1073/pnas.0308531101 1501691110.1073/pnas.0308531101PMC384712

[40] SharpeCR, FritzA, De RobertisEM, GurdonJB. A homeobox-containing marker of posterior neural differentiation shows the importance of predetermination in neural induction. Cell. 1987;50: 749–758. 244187310.1016/0092-8674(87)90333-3

[41] InnocenziA, LatellaL, MessinaG, SimonattoM, MarulloF, BerghellaL, et al An evolutionarily acquired genotoxic response discriminates MyoD from Myf5, and differentially regulates hypaxial and epaxial myogenesis. EMBO Rep. 2011;12: 164–171. doi: 10.1038/embor.2010.195 2121280610.1038/embor.2010.195PMC3049428

[42] GiniC. Variabilità e mutabilità. Repr Mem Metodol Stat Ed Pizetti E Salvemini T Rome Libr Eredi Virgilio Veschi. 1912;1.

[43] NiehrsC, PolletN. Synexpression groups in eukaryotes. Nature. 1999;402: 483–487. doi: 10.1038/990025 1059120710.1038/990025

[44] DequéantM-L, FagegaltierD, HuY, SpirohnK, SimcoxA, HannonGJ, et al Discovery of progenitor cell signatures by time-series synexpression analysis during Drosophila embryonic cell immortalization. Proc Natl Acad Sci U S A. 2015;112: 12974–12979. doi: 10.1073/pnas.1517729112 2643883210.1073/pnas.1517729112PMC4620889

[45] LangfelderP, HorvathS. WGCNA: an R package for weighted correlation network analysis. BMC Bioinformatics. 2008;9: 559 doi: 10.1186/1471-2105-9-559 1911400810.1186/1471-2105-9-559PMC2631488

[46] KaurA, WebsterMR, WeeraratnaAT. In the Wnt-er of life: Wnt signalling in melanoma and ageing. Br J Cancer. 2016;115: 1273–1279. doi: 10.1038/bjc.2016.332 2776484410.1038/bjc.2016.332PMC5129830

[47] KaufmanCK, MosimannC, FanZP, YangS, ThomasAJ, AblainJ, et al A zebrafish melanoma model reveals emergence of neural crest identity during melanoma initiation. Science. 2016;351: aad2197–aad2197. doi: 10.1126/science.aad2197 2682343310.1126/science.aad2197PMC4868069

[48] MiletC, Monsoro-BurqAH. Neural crest induction at the neural plate border in vertebrates. Dev Biol. 2012;366: 22–33. doi: 10.1016/j.ydbio.2012.01.013 2230580010.1016/j.ydbio.2012.01.013

[49] KjolbyRAS, HarlandRM. Genome-wide identification of Wnt/β-catenin transcriptional targets during Xenopus gastrulation. Dev Biol. 2016; doi: 10.1016/j.ydbio.2016.03.021 2709172610.1016/j.ydbio.2016.03.021PMC6288011

[50] NakamuraY, de Paiva AlvesE, VeenstraGJC, HopplerS. Tissue- and stage-specific Wnt target gene expression is controlled subsequent to β-catenin recruitment to cis-regulatory modules. Dev Camb Engl. 2016;143: 1914–1925. doi: 10.1242/dev.131664 2706810710.1242/dev.131664PMC4920159

[51] OginoH, OchiH, RezaHM, YasudaK. Transcription factors involved in lens development from the preplacodal ectoderm. Dev Biol. 2012;363: 333–347. doi: 10.1016/j.ydbio.2012.01.006 2226916910.1016/j.ydbio.2012.01.006

[52] GrovesAK, LaBonneC. Setting appropriate boundaries: Fate, patterning and competence at the neural plate border. Dev Biol. 2014;389: 2–12. doi: 10.1016/j.ydbio.2013.11.027 2432181910.1016/j.ydbio.2013.11.027PMC3972267

[53] BetancurP, Bronner-FraserM, Sauka-SpenglerT. Assembling neural crest regulatory circuits into a gene regulatory network. Annu Rev Cell Dev Biol. 2010;26: 581–603. doi: 10.1146/annurev.cellbio.042308.113245 1957567110.1146/annurev.cellbio.042308.113245PMC4040144

[54] Simões-CostaM, Tan-CabugaoJ, AntoshechkinI, Sauka-SpenglerT, BronnerME. Transcriptome analysis reveals novel players in the cranial neural crest gene regulatory network. Genome Res. 2014;24: 281–290. doi: 10.1101/gr.161182.113 2438904810.1101/gr.161182.113PMC3912418

[55] FischerT, GuimeraJ, WurstW, PrakashN. Distinct but redundant expression of the Frizzled Wnt receptor genes at signaling centers of the developing mouse brain. Neuroscience. 2007;147: 693–711. doi: 10.1016/j.neuroscience.2007.04.060 1758268710.1016/j.neuroscience.2007.04.060

[56] ViczianAS, BangAG, HarrisWA, ZuberME. Expression of Xenopus laevis Lhx2 during eye development and evidence for divergent expression among vertebrates. Dev Dyn Off Publ Am Assoc Anat. 2006;235: 1133–1141. doi: 10.1002/dvdy.20708 1647062810.1002/dvdy.20708

[57] AndreazzoliM, GestriG, AngeloniD, MennaE, BarsacchiG. Role of Xrx1 in Xenopus eye and anterior brain development. Dev Camb Engl. 1999;126: 2451–2460.10.1242/dev.126.11.245110226004

[58] ZhangS, LiJ, LeaR, VleminckxK, AmayaE. Fezf2 promotes neuronal differentiation through localised activation of Wnt/β-catenin signalling during forebrain development. Dev Camb Engl. 2014;141: 4794–4805. doi: 10.1242/dev.115691 2546894210.1242/dev.115691PMC4299278

[59] WatanabeM, YasuokaY, MawaribuchiS, KuretaniA, ItoM, KondoM, et al Conservatism and variability of gene expression profiles among homeologous transcription factors in Xenopus laevis. Dev Biol. 2016 10 31 pii: S0012-1606(16)30053-7. doi: 10.1016/j.ydbio.2016.09.017 2781016910.1016/j.ydbio.2016.09.017

[60] MichiueT, YamamotoT, YasuokaY, GotoT, IkedaT, NaguraK, et al High variability of expression profiles of homeologous genes for Wnt, Hh, Notch, and Hippo signaling pathways in Xenopus laevis. Dev Biol. 2017 1 12 pii: S0012-1606(16)30056-2. doi: 10.1016/j.ydbio.2016.12.006 2808943010.1016/j.ydbio.2016.12.006

[61] LanX, PritchardJK. Coregulation of tandem duplicate genes slows evolution of subfunctionalization in mammals. Science. 2016 5 20;352(6288):1009–13. doi: 10.1126/science.aad8411 2719943210.1126/science.aad8411PMC5182070

[62] McGrewLL, HopplerS, MoonRT. Wnt and FGF pathways cooperatively pattern anteroposterior neural ectoderm in Xenopus. Mech Dev. 1997;69: 105–114. 948653410.1016/s0925-4773(97)00160-3

[63] BlumbergB, BoladoJ, MorenoTA, KintnerC, EvansRM, PapalopuluN. An essential role for retinoid signaling in anteroposterior neural patterning. Dev Camb Engl. 1997;124: 373–379.10.1242/dev.124.2.3739053313

[64] HirschhornJN, DalyMJ. Genome-wide association studies for common diseases and complex traits. Nat Rev Genet. 2005;6: 95–108. doi: 10.1038/nrg1521 1571690610.1038/nrg1521

[65] MaguireLH, ThomasAR, GoldsteinAM. Tumors of the neural crest: Common themes in development and cancer. Dev Dyn Off Publ Am Assoc Anat. 2015;244: 311–322. doi: 10.1002/dvdy.24226 2538266910.1002/dvdy.24226

[66] HniszD, AbrahamBJ, LeeTI, LauA, Saint-AndréV, SigovaAA, et al Super-enhancers in the control of cell identity and disease. Cell. 2013;155: 934–947. doi: 10.1016/j.cell.2013.09.053 2411984310.1016/j.cell.2013.09.053PMC3841062

[67] WhyteWA, OrlandoDA, HniszD, AbrahamBJ, LinCY, KageyMH, et al Master transcription factors and mediator establish super-enhancers at key cell identity genes. Cell. 2013;153: 307–319. doi: 10.1016/j.cell.2013.03.035 2358232210.1016/j.cell.2013.03.035PMC3653129

[68] HendrixMJC, SeftorEA, SeftorREB, Kasemeier-KulesaJ, KulesaPM, PostovitL-M. Reprogramming metastatic tumour cells with embryonic microenvironments. Nat Rev Cancer. 2007;7: 246–255. doi: 10.1038/nrc2108 1738458010.1038/nrc2108

[69] KuphalS, PalmHG, PoserI, BosserhoffAK. Snail-regulated genes in malignant melanoma. Melanoma Res. 2005;15: 305–313. 1603431010.1097/00008390-200508000-00012

[70] AsnaghiL, GezginG, TripathyA, HandaJT, MerbsSL, van der VeldenPA, et al EMT-associated factors promote invasive properties of uveal melanoma cells. Mol Vis. 2015;21: 919–929. 26321866PMC4548792

[71] ShakhovaO, ZinggD, SchaeferSM, HariL, CivenniG, BlunschiJ, et al Sox10 promotes the formation and maintenance of giant congenital naevi and melanoma. Nat Cell Biol. 2012;14: 882–890. doi: 10.1038/ncb2535 2277208110.1038/ncb2535

[72] ShirleySH, GreeneVR, DuncanLM, Torres CabalaCA, GrimmEA, KusewittDF. Slug expression during melanoma progression. Am J Pathol. 2012;180: 2479–2489. doi: 10.1016/j.ajpath.2012.02.014 2250375110.1016/j.ajpath.2012.02.014PMC3378849

[73] LuM, KraussRS. N-cadherin ligation, but not Sonic hedgehog binding, initiates Cdo-dependent p38alpha/beta MAPK signaling in skeletal myoblasts. Proc Natl Acad Sci U S A. 2010;107: 4212–4217. doi: 10.1073/pnas.0908883107 2016009410.1073/pnas.0908883107PMC2840122

[74] Delloye-BourgeoisC, RamaN, BritoJ, Le DouarinN, MehlenP. Sonic Hedgehog promotes the survival of neural crest cells by limiting apoptosis induced by the dependence receptor CDON during branchial arch development. Biochem Biophys Res Commun. 2014;452: 655–660. doi: 10.1016/j.bbrc.2014.08.134 2519369710.1016/j.bbrc.2014.08.134

[75] PowellDR, WilliamsJS, Hernandez-LagunasL, SalcedoE, O’BrienJH, ArtingerKB. Cdon promotes neural crest migration by regulating N-cadherin localization. Dev Biol. 2015;407: 289–299. doi: 10.1016/j.ydbio.2015.07.025 2625676810.1016/j.ydbio.2015.07.025PMC4663112

[76] KieckerC, NiehrsC. A morphogen gradient of Wnt/beta-catenin signalling regulates anteroposterior neural patterning in Xenopus. Dev Camb Engl. 2001;128: 4189–4201.10.1242/dev.128.21.418911684656

[77] KieckerC, LumsdenA. The role of organizers in patterning the nervous system. Annu Rev Neurosci. 2012;35: 347–367. doi: 10.1146/annurev-neuro-062111-150543 2246254210.1146/annurev-neuro-062111-150543

[78] SilbereisJC, PochareddyS, ZhuY, LiM, SestanN. The Cellular and Molecular Landscapes of the Developing Human Central Nervous System. Neuron. 2016;89: 248–268. doi: 10.1016/j.neuron.2015.12.008 2679668910.1016/j.neuron.2015.12.008PMC4959909

[79] DingY, ColozzaG, ZhangK, MoriyamaY, PloperD, SosaEA, et al Genome-wide analysis of dorsal and ventral transcriptomes of the Xenopus laevis gastrula. Dev Biol. 2016 3 23 pii: S0012-1606(15)30329-8. doi: 10.1016/j.ydbio.2016.02.032 2701625910.1016/j.ydbio.2016.02.032PMC5033668

[80] SennettR, WangZ, RezzaA, GrisantiL, RoitershteinN, SicchioC, et al An Integrated Transcriptome Atlas of Embryonic Hair Follicle Progenitors, Their Niche, and the Developing Skin. Dev Cell. 2015 9 14;34(5):577–91. doi: 10.1016/j.devcel.2015.06.023 2625621110.1016/j.devcel.2015.06.023PMC4573840

[81] Simoes-CostaM, BronnerME. Insights into neural crest development and evolution from genomic analysis. Genome Res. 2013 7;23(7):1069–80. doi: 10.1101/gr.157586.113 2381704810.1101/gr.157586.113PMC3698500

[82] Simoes-CostaM, BronnerME. Reprogramming of avian neural crest axial identity and cell fate. Science. 2016 6 24;352(6293):1570–3. doi: 10.1126/science.aaf2729 2733998610.1126/science.aaf2729PMC5100669

[83] RabadanMA, UsietoS, LavarinoC, MartiE. Identification of a putative transcriptome signature common to neuroblastoma and neural crest cells. Dev Neurobiol. 2013 11;73(11):815–27. doi: 10.1002/dneu.22099 Epub 2013 Sep 17. 2377618510.1002/dneu.22099

[84] PlouhinecJ-L, RocheDD, PegoraroC, FigueiredoAL, MaczkowiakF, BrunetLJ, et al Pax3 and Zic1 trigger the early neural crest gene regulatory network by the direct activation of multiple key neural crest specifiers. Dev Biol. 2014;386: 461–472. doi: 10.1016/j.ydbio.2013.12.010 2436090610.1016/j.ydbio.2013.12.010PMC3962137

[85] BaeC-J, ParkB-Y, LeeY-H, TobiasJW, HongC-S, Saint-JeannetJ-P. Identification of Pax3 and Zic1 targets in the developing neural crest. Dev Biol. 2014;386: 473–483. doi: 10.1016/j.ydbio.2013.12.011 2436090810.1016/j.ydbio.2013.12.011PMC3933997

[86] YanB, NeilsonKM, RanganathanR, MaynardT, StreitA, MoodySA. Microarray identification of novel genes downstream of Six1, a critical factor in cranial placode, somite, and kidney development. Dev Dyn Off Publ Am Assoc Anat. 2015;244: 181–210. doi: 10.1002/dvdy.24229 2540374610.1002/dvdy.24229PMC4428348

[87] ThélieA, DesiderioS, HanotelJ, QuigleyI, Van DriesscheB, RodariA, et al Prdm12 specifies V1 interneurons through cross-repressive interactions with Dbx1 and Nkx6 genes in Xenopus. Dev Camb Engl. 2015;142: 3416–3428. doi: 10.1242/dev.121871 2644363810.1242/dev.121871PMC4631751

[88] De RobertisEM, MoritaEA, ChoKW. Gradient fields and homeobox genes. Dev Camb Engl. 1991;112: 669–678.10.1242/dev.112.3.6691682124

[89] De RobertisEM, KurodaH. Dorsal-ventral patterning and neural induction in Xenopus embryos. Annu Rev Cell Dev Biol. 2004;20: 285–308. doi: 10.1146/annurev.cellbio.20.011403.154124 1547384210.1146/annurev.cellbio.20.011403.154124PMC2280069

[90] ReversadeB, De RobertisEM. Regulation of ADMP and BMP2/4/7 at opposite embryonic poles generates a self-regulating morphogenetic field. Cell. 2005;123: 1147–1160. doi: 10.1016/j.cell.2005.08.047 1636004110.1016/j.cell.2005.08.047PMC2292129

[91] WillsAE, ChoiVM, BennettMJ, KhokhaMK, HarlandRM. BMP antagonists and FGF signaling contribute to different domains of the neural plate in Xenopus. Dev Biol. 2010;337: 335–350. doi: 10.1016/j.ydbio.2009.11.008 1991300910.1016/j.ydbio.2009.11.008PMC2812634

[92] NikitinaN, Sauka-SpenglerT, Bronner-FraserM. Dissecting early regulatory relationships in the lamprey neural crest gene network. Proc Natl Acad Sci U S A. 2008;105: 20083–20088. doi: 10.1073/pnas.0806009105 1910405910.1073/pnas.0806009105PMC2629288

[93] MedinaL, BroxA, LegazI, García-LópezM, PuellesL. Expression patterns of developmental regulatory genes show comparable divisions in the telencephalon of Xenopus and mouse: insights into the evolution of the forebrain. Brain Res Bull. 2005;66: 297–302. doi: 10.1016/j.brainresbull.2005.02.003 1614460510.1016/j.brainresbull.2005.02.003

[94] HellstenU, HarlandRM, GilchristMJ, HendrixD, JurkaJ, KapitonovV, et al The genome of the Western clawed frog Xenopus tropicalis. Science. 2010;328: 633–636. doi: 10.1126/science.1183670 2043101810.1126/science.1183670PMC2994648

[95] Simoes-CostaM, BronnerME. Reprogramming of avian neural crest axial identity and cell fate. Science. 2016;352: 1570–1573. doi: 10.1126/science.aaf2729 2733998610.1126/science.aaf2729PMC5100669

[96] SiveHL, GraingerRM, HarlandRM. Early development of Xenopus laevis: a laboratory manual. CSHL Press; 2000.

[97] Monsoro-BurqAH. A rapid protocol for whole-mount in situ hybridization on Xenopus embryos. CSH Protoc. 2007;2007: pdb.prot4809.10.1101/pdb.prot480921357147

[98] GrammerTC, LiuKJ, MarianiFV, HarlandRM. Use of large-scale expression cloning screens in the Xenopus laevis tadpole to identify gene function. Dev Biol. 2000;228: 197–210. doi: 10.1006/dbio.2000.9945 1111232410.1006/dbio.2000.9945

[99] MizusekiK, KishiM, ShiotaK, NakanishiS, SasaiY. SoxD: an essential mediator of induction of anterior neural tissues in Xenopus embryos. Neuron. 1998;21: 77–85. 969785310.1016/s0896-6273(00)80516-4

[100] MirA, KofronM, ZornAM, BajzerM, HaqueM, HeasmanJ, et al FoxI1e activates ectoderm formation and controls cell position in the Xenopus blastula. Dev Camb Engl. 2007;134: 779–788. doi: 10.1242/dev.02768 1722976510.1242/dev.02768

[101] TrapnellC, PachterL, SalzbergSL. TopHat: discovering splice junctions with RNA-Seq. Bioinforma Oxf Engl. 2009;25: 1105–1111. doi: 10.1093/bioinformatics/btp120 1928944510.1093/bioinformatics/btp120PMC2672628

[102] TrapnellC, RobertsA, GoffL, PerteaG, KimD, KelleyDR, et al Differential gene and transcript expression analysis of RNA-seq experiments with TopHat and Cufflinks. Nat Protoc. 2012;7: 562–578. doi: 10.1038/nprot.2012.016 2238303610.1038/nprot.2012.016PMC3334321

[103] QuinlanAR, HallIM. BEDTools: a flexible suite of utilities for comparing genomic features. Bioinforma Oxf Engl. 2010;26: 841–842. doi: 10.1093/bioinformatics/btq033 2011027810.1093/bioinformatics/btq033PMC2832824

[104] AndersS, PylPT, HuberW. HTSeq—a Python framework to work with high-throughput sequencing data. Bioinforma Oxf Engl. 2015;31: 166–169. doi: 10.1093/bioinformatics/btu638 2526070010.1093/bioinformatics/btu638PMC4287950

[105] RobinsonMD, OshlackA. A scaling normalization method for differential expression analysis of RNA-seq data. Genome Biol. 2010;11: R25 doi: 10.1186/gb-2010-11-3-r25 2019686710.1186/gb-2010-11-3-r25PMC2864565

[106] RobinsonMD, McCarthyDJ, SmythGK. edgeR: a Bioconductor package for differential expression analysis of digital gene expression data. Bioinforma Oxf Engl. 2010;26: 139–140. doi: 10.1093/bioinformatics/btp616 1991030810.1093/bioinformatics/btp616PMC2796818

[107] RitchieME, PhipsonB, WuD, HuY, LawCW, ShiW, et al limma powers differential expression analyses for RNA-sequencing and microarray studies. Nucleic Acids Res. 2015;43: e47 doi: 10.1093/nar/gkv007 2560579210.1093/nar/gkv007PMC4402510

[108] EdgarR, DomrachevM, LashAE. Gene Expression Omnibus: NCBI gene expression and hybridization array data repository. Nucleic Acids Res. 2002 1 1;30(1):207–10. 1175229510.1093/nar/30.1.207PMC99122

[109] GaujouxR, SeoigheC. A flexible R package for nonnegative matrix factorization. BMC Bioinformatics. 2010;11: 367 doi: 10.1186/1471-2105-11-367 2059812610.1186/1471-2105-11-367PMC2912887

[110] YuG, WangLG, HanY, HeQY. clusterProfiler: an R package for comparing biological themes among gene clusters. OMICS. 2012 5;16(5):284–7. doi: 10.1089/omi.2011.0118 2245546310.1089/omi.2011.0118PMC3339379

[111] GaoJ, AksoyBA, DogrusozU, DresdnerG, GrossB, SumerSO, et al Integrative analysis of complex cancer genomics and clinical profiles using the cBioPortal. Sci Signal. 2013;6: pl1 doi: 10.1126/scisignal.2004088 2355021010.1126/scisignal.2004088PMC4160307

[112] CeramiE, GaoJ, DogrusozU, GrossBE, SumerSO, AksoyBA, et al The cBio cancer genomics portal: an open platform for exploring multidimensional cancer genomics data. Cancer Discov. 2012;2: 401–404. doi: 10.1158/2159-8290.CD-12-0095 2258887710.1158/2159-8290.CD-12-0095PMC3956037

# Supplementary material for: A molecular atlas of the developing ectoderm defines neural, neural crest, placode, and nonneural progenitor identity in vertebrates
**Source:** PLoS Biol. 2017 Oct 19;15(10):e2004045. doi: 10.1371/journal.pbio.2004045
**Supplement:** S1 Web Archive

EctoMap tool

## 

# **EctoMap v1.3**

# Explore the spatiotemporal expression program in the ectoderm of *Xenopus laevis* embryos.

  
  

### **Brief introduction**

EctoMap allows exploring spatial gene expression in the developing neurula ectoderm, in the frog
*X. laevis*
based on the transcriptome of dissected regions of the ectoderm
(tab 1: Gene expression in whole embryos during neurulation; tab 2:
prediction of spatial gene expression in the ectoderm of early and
mid-neurulas; tab 3: average expression in each dissected region with an
index for enrichment of gene expression in the ectoderm).

EctoMap also provides tools to study gene synexpression during
neurulation (tab2: list of correlated genes using WGCNA; tab4:
WGCNA-based network of gene synexpression). For details, see Plouhinec,
Medina et al., (in revision).

  

#### **Navigation**

This window has two main panels, the left one for input queries,
and the right one for query results, displayed as four main tabs, tab 2
containing 3 sub-tabs:

1. Time series Plot:
Gene expression in whole embryos during neurulation.

2. Expression pattern predictions:
2.1: Ectodermal expression pattern prediction for two genes input
as query. 2.2: List of most correlated genes based on WGCNA. 2.3:
*in situ*
hybridization data if available from Xenbase (xenbase.org).

3. Mean expression per dissected region:
average expression for each dissected region for multiple query genes.

4. Co-expression network:
dynamic synexpression network based on WGCNA for a list of input genes.

  

*All figures can be downloaded as png (right click or drag'n'drop).*

  

### **Gene input panel**

This long tab will serve as gene query inputs. Please read the descriptions of each of the sections on the right tabs.

When EctoMap is launched, please be patient and wait
until all data is loaded (bmp4 should appear as the default gene name in
the first input location). Any gene among the 31000 genes expressed in
the ectoderm dataset can be queried, including X. laevis homeologous
copies. To query a gene, type the human HUGO name and select from the
proposed list.

*\* If needed, expression values can be normalized against either odc, gapdh, ef1a or ddx3.*

*\* Note: Please press [draw predictions] or [submit] after each query.*

  

#### **1.** Time series plot

Input TWO OR MORE gene names from list below (Hugo names [X. laevis name - .l or .s]).

bmp4.l[bmp4(0.0)]bmp4.s[bmp4(0.0)]

bmp4.l[bmp4(0.0)]

bmp4.s[bmp4(0.0)]

##### Normalize by:

no normalization

no normalization

Draw predictions

  

#### **2.** Expression pattern predictions

Expression pattern predictions for Stage 12.5 and St. 14.

  

Transcript #1:

bmp4.l[bmp4(0.0)]

bmp4.l[bmp4(0.0)]

Show genes that co-express with Transcript 1 (2.b)

If available, show an example of a published in situ image deposited in www.xenbase.org (2.c)

Transcript #2:

bmp4.s[bmp4(0.0)]

bmp4.s[bmp4(0.0)]

  

Show the expression pattern prediction

Draw predictions

  

#### **3.** Mean expression levels in dissected regions

##### Select the stage to obtain the mean expression values:

12.5

14

##### **Please select the genes you would like to include:**

Include genes plotted in Time Series (section #1)

Include NMF prediction transcripts (section #2)

You can also select genes or transcripts from previous sections.

Show the average FPKM values from the ectodermal tissue dissections (Section 2)

##### Genes names (optional):

  

Submit

  

#### **4.** Co-Expression Network

All the genes input from sections 1 through 4 will
become input nodes (including landmark genes). The number of associated
connected to the input nodes will be determined by the p-value cutoff.
Please give some time for the Network to be made. Please be patient
(several minutes) while the Network is being computed.

Display co-expression Network

###### Landmark genes to include in the network:

Neural crest

Neural border

Ventral

Anterior

Neural Plate

Epidermis

Posterior

Type of correlation

pearson

pearson

Type of correlation

1e-14

1e-14

1e-3

1e-4

1e-5

1e-6

1e-7

1e-8

1e-9

1e-10

1e-11

1e-12

1e-13

1e-14

Submit

  

**Sample codes of dissected regions:**

**ANB/PPE:**
Anterior Neural Border and PrePlacodal Ectoderm (stage 12.5)

**ANF/PPE:**
Anterior Neural Fold and PrePlacodal Ectoderm (stage 14)

**Ec:**
Ectoderm (stage 12.5)

**Eca:**
Ectoderm, anterior

**Ecp:**
Ectoderm, posterior

**NPa:**
Neural Plate, anterior

**NPp:**
Neural Plate, posterior

**NBa:**
Neural Border, anterior

**NBl:**
Neural border, lateral (stage 12.5)

**NBp:**
Neural Border, posterior

**WE:**
Whole Embryo

  
  

EctoMap is a collaborative project between Monsoro-Burq,
Vert, Harland, and Eisen teams (respective main affiliations:
Université Paris Sud, Institut Curie, Orsay, France; Mines ParisTech,
Institut Curie, Paris, France; UC Berkeley, Berkeley, USA; UC
Berkeley/HHMI, Berkeley, USA).

###### Please cite: Plouhinec and Medina-Ruiz et al., 2017 - In revision

  
  
  

##### Send your comments or feedback to:

###### Most recent update:

##### 05/2017 - AHMB, JLP, & SMR

- 1. TIME SERIES PLOT
- 2. EXPRESSION PATTERN PREDICTIONS
- 3. MEAN EXPRESSION IN DISSECTED REGIONS
- 4. CO-EXPRESSION NETWORK

Each data point represents the expression level of the
selected transcript (in FPKM) from a single whole embryo, at a given
developmental stage (NF stage, from Nieuwkoop and Faber staging table,
Schemes of embryos during neurulation are presented below the diagram).
This time series allows comparison with other whole embryo time series
such as Yanai et al., 2011.

*The human gene name(s) input from the left panel
will be shown as title. If genes are be duplicated in the X. laevis
genome, each the transcripts will be indicated by a different color as
shown in legend.*

  

**FPKM:**
Fragment Per Kilobase per Million mapped fragment.

- 2.a. Ectodermal expression patterns prediction
- 2.b. List of co-expressed transcripts
- 2.c. In situ hybridization data from Xenbase.

About this section:
Seven regions were dissected from the ectoderm layer of
*Xenopus leavis*
neurulas at Stages 12.5 (early neurula) and 14
(mid-neurula). Each dissected region is color-coded on dorsal and side
views of embryos at each stage. Abbreviations are listed (as well a in
the left side bar).

  

  

### **Expression pattern in the ectoderm at early and mid-neurula stage.**

egions of the ectoderm have been dissected out in
embryos, according to the patterns presented the schemes, at two stages:
12.5 (early neurula) and 14 (mid neurula). Triplicates of individual
samples were sequenced. Expression of each gene in each ectoderm region
is shown based on two approaches: averaging of replicate values for each
dissected region (
**average pattern**
) and NMF-based deconvolution (
**NMF-pattern**
). In each case, the relative intensity of gene
expression is shown in shades of blue: each gene expression is rescaled
between 0 (no expression, white) and 1 (tissue with higher expression,
darkest blue).

  

*Usually, NMF deconvolution resolves better the
pattern of variable genes than average pattern, and allows defining
region-specific genes. However, NMF deconvolution groups some dissected
regions together: posterior neural plate (NPp) and posterior neural
border (NBp) are merged at stage 12.5; anterior (NPa) and posterior
neural plate (NPp) are merged at stage 14. According to your specific
needs, please refer to one or both strategies.*

  

*Please note that rescaling expression levels
for each gene allows detecting expression for weakly expressed genes,
however, it prevents comparing expression levels between stage or genes:
for this, please refer to absolute expression levels in tab 3.*

  

*Please note that posterior tissues (posterior
neural plate, posterior neural border) are closely attached to the
underlying mesoderm in vivo and may be slightly contaminated: please use
the ectoderm enrichment index to select genes highly specific for
ectoderm (btab 3).*

  

##### The diagrams below display the relative ectodermal expression of a given transcript. **1st transcript:** *bmp4.l[bmp4(0.0)]* ***bmp4*** - bone morphogenetic protein 4 Link to Xenbase

##### **2nd transcript:** *bmp4.s[bmp4(0.0)]* ***bmp4*** - bone morphogenetic protein 4 Link to Xenbase

#

**About this section:**
Weighted correlation network analysis (WGCNA) was
used to cluster genes into modules based correlations [Langfelder and
Horvath, 2008].

  

*A signed and unsigned adjacency matrices were
generated using the expression values of all transcripts from both
spatial (dissections) and temporal (dissections and whole embryos)
datasets. The co-expression modules were obtained by introducing the
signed adjacency matrix and the following parameters to the WGCNA
analysis package: soft power = 22, method = hybrid, deepSplit = 4.*

*The 50 transcripts that show closest expression profile similarities with the first transcript input on Section 2 are listed.*

  

Show 51020304050 entries

Processing...

Showing 1 to 50 of 51 entries

- Previous
- 1
- 2
- Next

*In situ*
hybridization expression data recorded in Xenbase
(http://www.xenbase.org) at neurula stage are indicated for comparison.
EctoMap's primary use is to predict expression for novel genes with high
differential expression in the ectoderm for future projects. If no
prior expression was recorded in Xenbase, an error message will appear
("argument is of length zero" and "No in situ image available ...").

  

Mid neurula (St. 11-13) from Xenbase

  

Mid neurula (St. 14-17) from Xenbase

**About this section:**
This section is complementary to the pattern predictions
(tab 2.1). It provides additional information about transcript
enrichment in the ectoderm. The graphs show the average transcript
levels (in FPKM) across different ectodermal dissected regions described
below.

  

*Ectodermal enrichment values are ranked from 0-100,
and are represented by a color gradient (orange through green).
Dark-green for an ectodermal enrichment value of 100 means that the
transcript is be enriched in ectoderm compared to whole embryo. Orange
means the transcript is also expressed elsewhere (e.g. endoderm or
mesoderm).*

  

*Ectodermal enrichment was calculated from the ratio
between the mean expression of a given dissected region over the mean
expression in stage-matched whole embryo, and further expressed as
percentage of the highest ectodermal enrichment value for any gene in
the dataset for this region.*

  

*Note:
The dot-plot height can be adjusted at the bottom of the page*

  
  

##### **Abreviation for dissected regions:**

**ANB/PPE:**
Anterior Neural Border and PrePlacodal Ectoderm (stage 12.5)

**ANF/PPE:**
Anterior Neural Fold and PrePlacodal Ectoderm (stage 14)

**Ec:**
Ectoderm (stage 12.5)

**Eca:**
Ectoderm, anterior

**Ecp:**
Ectoderm, posterior

**NPa:**
Neural Plate, anterior

**NPp:**
Neural Plate, posterior

**NBa:**
Neural Border, anterior

**NBl:**
Neural border, lateral (stage 12.5)

**NBp:**
Neural Border, posterior

  

##### Adjust pixel height for Dotplot

3002,500005003005207409601,1801,4001,6201,8402,0602,2802,500

OK

### **4.** Gene Network

  
  

Note: The visualization of the network visualization may take up to 5 min.

xelaev18031998m.g[snai2(0.0)]sox9.s[sox9(0.0)]sox8.l[sox8(0.0)]gdf6.sloc100486554.l[cacng4(0.0)]sh3pxd2a.l[sh3pxd2a(2e-114)]tfap2e.s[tfap2e(2e-125)]sox9.1[sox9(0.0)]prmt5.l[prmt5(0.0)]lmx1b.1.s[lmx1b.1(3e-66)]mthfr.l[mthfr(0.0)]ercc1.l[ercc1(4e-28)]cldnd1.l[cldnd1(5e-95)]loc100492966.l[c3(0.0)]sox10.s[sox10(4e-103)]hook2-like.l[hook2(0.0)]rapgef2.s[rapgef2(0.0)]cirh1a.l[cirh1a(0.0)]hoxb1.l[hoxb1(0.0)]cuff.62960[snai1(1e-130)]supv3l1.s[supv3l1(0.0)]xelaev18043762m.g[slc16a3(0.0)]zic5.s[zic5(0.0)]c3.l[c3(8e-56)]xelaev18015385m.g[snora18(3e-38)|snora32(4e-24)|snora8(5e-50)]sox8.s[sox8(0.0)]aqp3.l[aqp3(0.0)]baz2b.l[baz2b(0.0)]boc.l[boc(0.0)]loc100488246.l[c14orf169(0.0)]twist1.l[twist1(0.0)]xetrov90002209m.1[rcl1(3e-54)]xelaev18033703m.g[snai2(0.0)]loc100498368-like.s[pcdh8l(0.0)]twist1.s[twist1(0.0)]loc100498368-like.l[pcdh8l(0.0)]xelaev18009061m.g[pdgfra(0.0)]xelaev18005286m.g[pdgfra(0.0)]itga4.l[itga4(1e-74)]rapgef2.l[rapgef2(0.0)]xetrov90003391m.sphf3.l[phf3(0.0)]xelaev18001718m.g[polr3a(0.0)]rhebl1.s[rhebl1(4e-126)]mettl9.l[mettl9(0.0)]loc100494497.1[map1b(4e-120)]ccdc88a-like.s[ccdc88a(3e-106)]emilin1.l[emilin1(5e-68)]rhebl1.l[rhebl1(2e-109)]itga4.s[itga4(5e-73)]loc100485037-like.lxelaev18044445m.g[myo10.2(0.0)]pprc1-like.l[pprc1(2e-22)]kal1.l[kal1(8e-47)]sox10.l[sox10(3e-78)]adam11.l[adam11(2e-85)]xelaev18044261m.g[xb-gene-959703(9e-101)]tdgf1.3.s[tdgf1(1e-144)]stard13.s[stard13(5e-111)]tfap2b.s[tfap2b(0.0)]xelaev18037818m.g[kras(0.0)]naa25.l[naa25(0.0)]mafb.l[mafb(8e-154)]xelaev18039722m.g[ckb(0.0)]xelaev18038233m.g[oct91(0.0)]xelaev18036211m.gosgep.l[osgep(0.0)]mdh2.l[mdh2(0.0)]pex19.l[pex19(0.0)]zmat5.l[zmat5(6e-153)]ssna1.l[ssna1(8e-117)]map2k1.l[map2k1(0.0)]ccnb2.l[ccnb2(2e-166)]wnt1.s[wnt1(0.0)]loc100170576.l[ensxetg00000004330(1e-74)]xelaev18038882m.g[ube2a(0.0)]rasd1.l[rasd1(0.0)]sra1.l[sra1(0.0)]xelaev18030360m.g[ensxetg00000030535(0.0)]dis3l.l[dis3l(0.0)]tmem127.s[tmem127(7e-50)]mxd3.s[mxd3(0.0)]xetrov90019679m.l[oct25(0.0)]hsd17b10.s[hsd17b10(0.0)]xelaev18041755m.g[golga2(1e-58)]ocln.l[ocln(9e-118)]loc100487796-like.sarhgap28-like.1[arhgap28(3e-161)]ocln.s[ocln(2e-85)]marveld2.l[marveld2(0.0)]tfap2b.l[tfap2b(0.0)]xelaev18018155m.g[bmp7.2(0.0)]ube3a.s[ube3a(2e-53)]loc101732978.s[snx17(1e-125)]xelaev18017218m.g[csnk1a1(0.0)]atg16l1.s[atg16l1(1e-93)]cltb.s[cltb(0.0)]xelaev18037330m.g[ets1(3e-116)]hgf.l[hgf(0.0)]cmahp.l[cmahp(1e-58)]cdk9.1[cdk9(0.0)]xelaev18010901m.g[f2rl1(0.0)]anxa9.l[ensxetg00000031026(3e-81)]slc25a30.l[slc25a30(4e-102)]loc100486344.s[notch2(0.0)]xelaev18013641m.g[gpd1(0.0)]xetrov90012209m.s[gpsm2(0.0)]loc100124848-like.l[cald1(0.0)]gja7.l[xb-gene-5905096(0.0)]znf706.s[znf706(1e-105)]tdgf1.3.l[tdgf1(2e-48)]hapln3.l[hapln3(0.0)]ccna2.l[ccna2(8e-120)]xelaev18037929m.g[ensxetg00000018943(4e-104)]rttn.sg2e3.l[g2e3(0.0)]ednra.s[ednra(2e-30)]xelaev18044254m.gvgll1.s[vgll1(0.0)]alg9-like.l[alg9(0.0)|fdxacb1(4e-58)]xelaev18032647m.g[znf585b(1e-62)]xetrov90008749m.lxelaev18032864m.g[nrp1(0.0)]tnfrsf19.s[tnfrsf19(0.0)]mzt1.ssmagp.l[xb-gene-5871173(6e-76)]c10orf58.l[c10orf58(2e-122)]loc100489839-like.l[ensxetg00000008225(8e-74)]gdf6.l[gdf5(4e-59)]psen2.s[psen2(0.0)]cuff.6834[ubc(3e-39)]xelaev18034827m.gslc25a13.s[slc25a13(2e-36)]loc100487248-like.l[plin3(0.0)]cuff.9430[foxd3(2e-166)]foxd3.s[foxd3(0.0)]foxd3.l[foxd3(7e-85)]egr4.l[egr4(2e-94)]spns2.l[spns2(0.0)]xelaev18025735m.g[pfkfb4(0.0)]tmem189.l[tmem189(0.0)]sacs.l[sacs(0.0)]mafb.s[mafb(1e-131)]mmp14.l[mmp14(0.0)]sh3bp4.l[sh3bp4(0.0)]sh3bp4.s[sh3bp4(0.0)]loc100486261-like.l[ccdc61(2e-40)]xelaev18032361m.g[myc(0.0)]ror1.l[ror1(0.0)]herpud1.s[herpud1(5e-108)]cmtm5.l[cmtm5(4e-127)]lbh.l[lbh(3e-120)]wnt1.l[wnt1(0.0)]cdh6.l[cdh6(0.0)]loc100486548.l[lrrc61(0.0)|zbed6(9e-150)]sec23b.l[sec23b(8e-174)]xelaev18046477m.gsh3pxd2a.s[sh3pxd2a(1e-97)]loc101731638.l[ensxetg00000032907(0.0)]mutyh.l[mutyh(0.0)]xelaev18024984m.g[katnb1(2e-129)]xelaev18027783m.g[pax3(9e-173)]xelaev18029860m.g[pax3(2e-149)]xelaev18035571m.g[hes4(0.0)]snx22.l[snx22(0.0)]xelaev18025658m.g[dnal4(2e-136)]bmpr1b.s[bmpr1b(2e-105)]xelaev18019139m.g[arrb2(5e-72)]cuff.50688ift46-like.1[ift46(5e-71)]xetrov90003833m.l[nudt2(6e-124)]zic1.l[zic1(0.0)]dpysl4.s[dpysl4(0.0)]loc100486686.s[sgk223(1e-147)]sptlc1.l[sptlc1(0.0)]wdr78.s[wdr78(0.0)]c6orf62.s[c6orf62(0.0)]loc101732042-like.l[tnk1(0.0)]gdf10.l[gdf10(0.0)]zic5.l[zic5(8e-178)]gse1-like.l[kiaa0182(0.0)]lmx1b.1.l[lmx1b.1(0.0)]pawr.s[pawr(4e-40)]xetrov90010731m.l[lonp2(0.0)]pim3.s[pim3(2e-166)]xelaev18024560m.g[rassf10(0.0)]rsph9.l[rsph9(0.0)]cuff.6143cuff.61231[mars2(8e-121)]xelaev18030771m.g[enkur(0.0)]xetrov90017474m.l[dnttip2(3e-102)]cuff.23967xelaev18022848m.g[katnb1(0.0)]xelaev18004443m.g[ccdc151(0.0)]zic1.s[zic1(2e-170)]zic3.s[zic3(0.0)]pkdcc.1.l[pkdcc.1(2e-29)]zic3.l[zic3(0.0)]stmnd1.s[stmnd1(4e-109)]loc100489393.l[xb-gene-5937787(0.0)]dnai2.s[dnai2(0.0)]c6orf165.l[c6orf165(0.0)]rsph6a.l[rsph6a(0.0)]dzank1.l[c20orf12(0.0)]ccdc37.l[ccdc37(0.0)]olig3.s[olig3(0.0)]trmt6.s[trmt6(0.0)]xelaev18036722m.g[znf384(1e-34)]wdr78.lrsph3.l[rsph3(0.0)]xelaev18006256m.g[arid3a(0.0)]prr18.susp39.l[usp39(0.0)]mak.l[mak(0.0)]ccdc108.l[ccdc108(1e-50)]cenpi.l[cenpi(1e-110)]fam154b.l[fam154b(7e-95)]loc100124772.s[rab6a(1e-25)]ttc18-like.l[ttc18(0.0)]loc100489385.l[rsph1(0.0)]armc4.s[armc4(0.0)]loc101730452.l[azi1(6e-41)]xelaev18026743m.g[ccdc170(0.0)]kiaa1731.1xelaev18019577m.gcnot2.l[cnot2(3e-92)]cdkn2aip.s[cdkn2aip(2e-150)]ss18.s[ss18(7e-176)]spag6.l[spag6(0.0)]ttc24.lsmu1.s[smu1(1e-111)]xelaev18036047m.g[rras(0.0)]xelaev18022884m.g[wdr63(0.0)]loc100170502.l[spag17(0.0)]xelaev18046590m.g[tgif2(4e-137)]xelaev18012138m.g[pdik1l(0.0)]hmgb3.l[hmgb3(0.0)]spata18-like.l[spata18(0.0)]xelaev18043492m.g[tfap2c(0.0)]xelaev18046210m.g[tfap2c(0.0)]kctd15.l[kctd15(0.0)]kctd15.1[kctd15(3e-87)]loc101731508-like.s[mansc1(2e-67)]tmcc3.l[tmcc3(2e-96)]snai1.s[snai1(2e-107)]slc35b2.l[slc35b2(0.0)]zdhhc21.s[zdhhc21(0.0)]gli1.l[gli1.1(1e-80)]loc394967.l[ensxetg00000000927(0.0)]ddx49.1[ddx49(0.0)]rnf2.s[rnf2(0.0)]foxa4.l[foxa4(4e-43)]mex3b.s[mex3b(4e-87)]cuff.11410xelaev18037313m.g[st3gal4(2e-62)]xelaev18042169m.g[sox3(0.0)]xelaev18038842m.g[sox3(0.0)]xelaev18033390m.g[tfap2a(0.0)]grpel2.s[grpel2(4e-44)]gli1.s[gli1.1(0.0)]cuff.3532ptch2.s[ptch2(0.0)]pgrmc2.l[pgrmc2(0.0)]loc100492804.lzc4h2.l[zc4h2(0.0)]mxi1.s[mxi1(0.0)]loc100493716.1[ensxetg00000033891(0.0)|msantd2(0.0)]fam177b.l[galnt11(2e-68)]xelaev18026502m.g[hspc159(6e-105)]xelaev18038168m.gpcdh7.l[pcdh7(0.0)]vill.s[vill(0.0)]msx2.l[msx2(0.0)]msx2.s[msx2(0.0)]msx1.l[msx1(0.0)]dact1.s[dact1(0.0)]prc1.l[prc1(2e-60)]kremen2.l[kremen2(0.0)]pros1.s[pros1(9e-65)]tcf7l1.s[tcf7l1(0.0)]hnf1b.l[hnf1b(0.0)]xarp-like.s[xarp(0.0)]axin2.l[axin2(7e-56)|cep112(0.0)]xelaev18024795m.g[cbfb(2e-58)]tcf7l1.l[tcf7l1(0.0)]xarp-like.l[xarp(0.0)]olig4.l[olig4(0.0)]tcf7.s[tcf7(3e-113)]dhrs3.l[dhrs3(0.0)]kremen2.s[kremen2(0.0)]fzd10.s[fzd10(0.0)]hoxd3.l[hoxd3(0.0)|hoxd4(0.0)]hoxd1.l[hoxd1(0.0)]xelaev18021376m.g[dbn1(0.0)]fzd8.s[fzd8(8e-164)]mgc75753.l[xb-gene-5849780(0.0)]xelaev18010427m.gxelaev18039368m.g[meis3(0.0)]ak3.1[ak3(0.0)]bmp4.l[bmp4(0.0)]xelaev18029500m.g[lrrc1(0.0)]loc100486773.l[trat1(3e-89)|mrps23(1e-174)]ventx1.1.s[ventx1.1(5e-98)]b3gnt2.l[b3gnt2(0.0)]xelaev18020945m.g[kiaa1324l(0.0)]stx19.l[stx19(0.0)]slc22a31-like.1[slc22a31(0.0)]gas2l1-like.l[gas2l1(0.0)]xelaev18024443m.g[acp2(0.0)]gfpt1.s[gfpt1(0.0)]bmp4.s[bmp4(0.0)]golph3l.l[golph3l(1e-110)]rbm47.s[rbm47(2e-85)]xelaev18005287m.g[kit(5e-38)]xelaev18017523m.g[rassf3(0.0)]loc100145115.l[ensxetg00000023220(0.0)]fam174b-like.lxelaev18022847m.g[kifc3(0.0)]ano5.l[ano5(0.0)]fam83c.l[fam83c(0.0)]cuff.34574xetrov90030431m.lslc35e1.s[slc35e1(0.0)]xelaev18005230m.gfzd6.l[fzd6(0.0)]xetrov90016634m.s[twsg1(0.0)]zhx2.l[wdr67(0.0)|zhx2(0.0)]smad7-like.l[smad7(2e-30)]xelaev18010552m.g[arvcf(0.0)]ckap4.s[ckap4(0.0)]perp-like.s[perp(7e-52)]xelaev18032309m.gventx1.2.l[ventx1.2(7e-73)]sdc1.l[sdc1(5e-57)]xelaev18013379m.g[dgka(0.0)]loc100490855.l[ensxetg00000031447(0.0)|ano9(0.0)]rbm47.l[rbm47(0.0)]loc100497331-like.l[tnfsf10l(9e-118)]xelaev18030475m.g[ensxetg00000002717(9e-69)|ensxetg00000010805(1e-120)|ensxetg00000032531(4e-64)]loc100495392.s[has-rs(0.0)]gs17.s[gs17(2e-43)]xelaev18043962m.g[mgc145685(0.0)]xetrov90026849m.l[gripap1(0.0)]hpgd.l[hpgd(1e-60)]gadd45a.l[gadd45a(0.0)]xelaev18014488m.gtsku.s[tsku(0.0)]tll1-like.1.1[tll1(0.0)]xelaev18002058m.g[csnk1d(0.0)]psmc6.l[psmc6(0.0)]xelaev18046261m.gbmp7.1.l[bmp7.1(2e-54)]sgms1.s[sgms1(1e-180)]slc25a1.l[slc25a1(0.0)]cuff.54745xelaev18025905m.g[gata2(6e-179)]bambi.l[bambi(0.0)]xetrov90021782m.l[bub1b(3e-83)]xelaev18020505m.g[mfge8(0.0)]xelaev18039780m.g[sgpp1(0.0)]ism2.l[ism2(0.0)]kitlg.s[kitlg(9e-86)]xelaev18045499m.g[slc9a3r2(2e-142)]rreb1.s[rreb1(0.0)]slc16a1.l[slc16a1(1e-48)]xelaev18025447m.g[uap1(9e-156)]pcdh1.l[pcdh1(0.0)]zfyve28-like.2.s[zfyve28(0.0)]ahnak-like.s[ahnak(1e-25)]slc9a3r2.l[slc9a3r2(0.0)]cuff.39370[mpp1(8e-62)]xelaev18039781m.gxelaev18027940m.g[tf(0.0)]xelaev18031809m.g[rnmt(0.0)]klf5.s[klf5(2e-25)]gata4.l[gata4(0.0)]xetrov90029418m.llyst.l[lyst(0.0)]xelaev18046093m.g[tanc2(4e-53)]gjb1.l[gjb1(0.0)]degs1.l[degs1(0.0)]loc101735152.l[xb-gene-5789558(2e-156)|rbm7(0.0)]xelaev18012140m.g[slc30a2(4e-96)]ppa1.l[ppa1(0.0)]gnai1.l[gnai1(0.0)]mipep-like.l[mipep(0.0)]ralbp1.s[ralbp1(0.0)]loc100497097.l[ensxetg00000032047(8e-165)]xelaev18030881m.g[pon2(2e-161)]loc734035-like.l[znf618(0.0)]cenpe-like.s[cenpe(0.0)]tmbim4.l[tmbim4(3e-160)]hacl1.l[hacl1(0.0)]atg3.s[atg3(0.0)]extl2.l[extl2(0.0)]loc394444.l[xb-gene-5888886(0.0)]slc25a13.l[slc25a13(3e-69)]got1.s[got1(0.0)]sycp2l.1[sycp2l(0.0)]loc100486858.lxelaev18039061m.g[eml1(0.0)]acad10.l[acad10(0.0)]eea1.l[eea1(0.0)]spint2.l[spint2(0.0)]cdkal1.s[cdkal1(0.0)]xelaev18015849m.g[cd63(0.0)]xetrov90019656m.lventx1.1.l[ventx1.1(0.0)]ventx1.2.s[ventx1.2(0.0)]xelaev18036903m.g[ventx2.1(0.0)]xelaev18036901m.g[ventx2.1(0.0)]xelaev18034617m.g[ventx2.1(2e-156)]xelaev18005858m.g[shroom3(7e-73)]xelaev18027350m.g[lrrc1(0.0)]xelaev18029886m.g[farp2(0.0)]xetrov90029418m.scuff.30797dnmt1.s[dnmt1(0.0)]nup93.l[nup93(0.0)]xelaev18019733m.g[has-rs(0.0)]xelaev18019732m.gsgk1.l[sgk1(1e-92)]xelaev18030478m.g[ensxetg00000010805(1e-144)]depdc7.l[depdc7(2e-91)]xetrov90016634m.l[twsg1(0.0)]dock6-like.l[dock7(0.0)]xelaev18023070m.g[nasp(4e-144)]rbbp7.s[rbbp7(0.0)]bzw1.l[bzw1(6e-54)]tiprl.s[tiprl(0.0)]loc100488348.l[c4orf27(0.0)]dcp2.s[dcp2(4e-107)]stk38l.s[stk38l(0.0)]mis18a.siqgap2.l[iqgap2(0.0)]gata4.s[gata4(0.0)]xelaev18026687m.gloc101733741.s[pfkm(0.0)]ggt1.l[ggt1(6e-29)]xelaev18016892m.g[vdac1(7e-147)]xelaev18011585m.gxelaev18024651m.g[xb-gene-5846709(0.0)|xb-gene-5969034(3e-96)]xelaev18010507m.g[vegt(0.0)]tmem222.l[tmem222(0.0)]setd6.l[setd6(0.0)]xelaev18007613m.g[vegt(0.0)]t.l[t(0.0)]xelaev18006074m.g[lmnb2(0.0)]xelaev18034615m.g[ventx2.1(0.0)]hes6.1.s[hes6.1(0.0)]xelaev18008863m.g[tacc3(0.0)]dusp12.l[dusp12(0.0)]ngfr.l[ngfr(1e-50)]sept11.l[sept11(0.0)]xelaev18031753m.g[sall3(0.0)]irf6.s[irf6(2e-151)]foxd4l1.1.l[foxd4l1.1(0.0)]itm2a.s[itm2a(1e-127)]cct4.s[cct4(0.0)]xelaev18033154m.g[trim71(2e-22)]pnhd.s[pnhd(6e-51)]xelaev18032701m.g[ensxetg00000010805(0.0)]wnt8a.s[wnt8a(0.0)]xelaev18001340m.ghes6.1.l[hes6.1(4e-169)]xelaev18037835m.g[nucb1(0.0)]adss.l[adss(0.0)]rrm2.1.l[rrm2.1(0.0)]col4a3bp.l[col4a3bp(0.0)]xelaev18041475m.g[oct91(0.0)]velo1.l[velo1(0.0)]xelaev18038702m.g[irg1(0.0)]mpzl3.l[mpzl3(1e-51)]zpy1.l[zpy1(0.0)]upk3a.l[upk3a(4e-104)]xelaev18038150m.g[cfp(0.0)]xelaev18014128m.g[ensxetg00000031530(1e-43)]ercc3.l[ercc3(0.0)]znf532.l[znf532(1e-75)]loc100488374-like.lxelaev18023995m.g[gata2(0.0)]xelaev18013233m.g[elf1(0.0)]dlx3.s[dlx3(7e-167)]b3gnt2.s[b3gnt2(0.0)]xelaev18015751m.g[elf1(0.0)]cers2.l[cers2(0.0)]slc35c1.l[slc35c1(0.0)]esrp1.l[esrp1(0.0)]grhl3.l[grhl3(1e-87)]als2cl-like.l[als2cl(0.0)]loc100497108.l[elovl3(0.0)]kitlg.l[kitlg(3e-90)]foxi4.1.s[foxi4.1(0.0)]camsap3-like.l[kiaa1543(9e-151)]slc7a4.l[slc7a4(0.0)]lasp1.l[lasp1(0.0)]xelaev18030077m.g[grhl1(5e-167)]xelaev18008287m.g[mcidas(4e-110)]ovol2.l[ovol2(0.0)]loc100485621.l[ensxetg00000034079(0.0)]scamp2.s[scamp2(7e-80)]loc100486704.lxelaev18010956m.g[mcidas(4e-106)]clcn5.l[clcn5(2e-31)]dlx3.l[dlx3(1e-80)]klf5.l[klf5(6e-33)]bambi.s[bambi(0.0)]usp53.s[usp53(0.0)]hunk.l[hunk(0.0)]xelaev18020919m.g[gata3(0.0)]loc100486640-like.l[ensxetg00000031289(0.0)]foxi4.2.l[foxi4.2(0.0)]xelaev18028670m.g[slc30a10(9e-169)]xetrov90026186m.lxelaev18043641m.gloc100486385.sxelaev18028037m.g[grhl1(0.0)]emp2.l[emp2(2e-78)]degs3.s[degs3(0.0)]sptlc2.l[sptlc2(1e-21)]cant1.l[cant1(0.0)]krt8.s[krt8(0.0)]mfsd6l.l[mfsd6l(0.0)]ehd4.l[ehd4(0.0)]gopc.l[gopc(6e-37)]xelaev18013493m.g[ensxetg00000025150(0.0)]loc100488893.szbtb7b.s[zbtb7b(0.0)]krt5.7.l[krt5.7(0.0)]xelaev18046302m.g[slc17a9(5e-55)]mfsd6-like.l[mfsd6(0.0)]rbbp8nl.l[c20orf151(0.0)]esrp1.s[esrp1(0.0)]xelaev18045586m.g[tmem8a(0.0)]nipal3.1[nipal3(2e-50)]xelaev18043807m.g[syngr2(0.0)]capns1-like.1[capns1(0.0)]xelaev18004429m.g[yipf2(3e-141)]xelaev18047992m.gywhaq.s[ywhaq(0.0)]xetrov90003730m.s[atp8b1(1e-69)]cnksr1.l[cnksr1(7e-75)]napepld-like.l[napepld(0.0)]golph3l.s[golph3l(4e-62)]tspan13.s[tspan13(0.0)]cdh1.s[cdh1(8e-40)]jup.s[jup(0.0)]loc100493854.l[ensxetg00000025754(0.0)]xelaev18026315m.g[capn13(5e-44)]xelaev18001338m.g[gdpd3(4e-130)]znf534.l[znf534(3e-142)]xelaev18039840m.g[otx2(0.0)]xelaev18041108m.g[otx2(0.0)]otx1.l[otx1(6e-94)]otx1.s[otx1(3e-35)]dmbx1.s[dmbx1(0.0)]xelaev18001776m.g[hesx1(1e-147)]fezf2.s[fezf2(0.0)]loc101732807.l[masp1(0.0)]pitx2.l[pitx2(0.0)]bcas1.sxelaev18012919m.g[lims1(0.0)]gsc.s[gsc(0.0)]xelaev18046921m.gxelaev18019575m.g[ephb4(0.0)]loc100489393.sfzd8.l[fzd8(0.0)]gsc.l[gsc(0.0)]slc19a1.l[slc19a1(0.0)]fezf2.l[fezf2(0.0)]xetrov90025030m.lsnn.l[snn(0.0)]xelaev18026707m.g[plekhg1(1e-160)]xelaev18037944m.g[ece1(0.0)]sema3a.l[sema3a(0.0)]nuak1.s[nuak1(0.0)]fgfr2.l[fgfr2(0.0)]xelaev18000896m.g[hes7.1(3e-129)]sfrp2.l[sfrp2(0.0)]xelaev18037610m.g[phf13(0.0)]cuff.26459six3.l[six3(0.0)]xelaev18015208m.g[bsdc1(0.0)]xelaev18003045m.g[hesx1(3e-172)]six3.s[six3(0.0)]xelaev18024021m.g[frzb2(0.0)]rax.s[rax(0.0)]fezf1.l[fezf1(0.0)]rax.l[rax(6e-27)]lhx2.s[lhx2(0.0)]lin9.s[lin9(0.0)]crx.l[crx(8e-157)]lhx2.l[lhx2(0.0)]pitx1.l[pitx1(1e-179)]agr2.l[agr2(0.0)]a2m.s[a2m(0.0)]xelaev18046959m.g[cyp27c1(1e-139)]c1galt1.s[c1galt1(0.0)]xelaev18041330m.g[foxn3(0.0)]fzd5.l[fzd5(0.0)]xelaev18007387m.g[smtn(0.0)]dmbx1.l[dmbx1(0.0)]frzb.l[frzb(0.0)]dmrta1.s[dmrta1(0.0)]pitx2.s[pitx2(0.0)]spib.l[spib(0.0)]gatsl1.l[gatsl1(0.0)]xelaev18030463m.g[ensxetg00000011313(6e-54)]ccnd1.s[ccnd1(8e-59)]cuff.41401xelaev18025927m.g[frzb2(0.0)]crx.s[crx(0.0)]nkx3-1.l[nkx3-1(0.0)]xelaev18010379m.g[tbx3(0.0)]dmrta1.l[dmrta1(0.0)]cobll1.l[cobll1(4e-69)]xelaev18007438m.g[tbx3(0.0)]fgfrl1.l[fgfrl1(0.0)]cpn1.s[cpn1(0.0)]agr2.s[agr2(0.0)]xelaev18001054m.g[ephb4(0.0)]hs6st1.l[hs6st1(0.0)]emx1.s[ensxetg00000033848(8e-132)]mmel1.s[mmel1(0.0)]foxd1.l[foxd1(2e-125)]xetrov90011824m.s[faah.3(0.0)]sema3a.s[sema3a(0.0)]sox17a.s[sox17a(0.0)]ckmt1b.s[ckmt1b(0.0)]xelaev18036436m.gszl.s[szl(9e-138)]c8g.sloc100495470.l[ensxetg00000010393(1e-27)]xelaev18045424m.g[ern2(0.0)]slc6a3-like.s[slc6a3(2e-142)]gata6.l[gata6(0.0)]xelaev18029423m.g[tpbg(0.0)]xelaev18020620m.g[myef2(0.0)]foxa2.s[foxa2(4e-40)]fstl1.s[fstl1(1e-55)]srl-like.s[srl(3e-123)]xelaev18003341m.g[hmcn2(3e-71)]xelaev18003703m.gxelaev18002200m.g[atp2a1(0.0)]plod2-like.l[plod2(5e-62)]xelaev18034311m.g[ensxetg00000008230(1e-54)|a2ml1(2e-94)|pzp(0.0)]adap1.l[xb-gene-5838973(0.0)|adap1(1e-44)]xelaev18004064m.g[eef1a1o(0.0)]lefty.s[lefty(0.0)]sparc.l[sparc(2e-74)]xelaev18030588m.g[ensxetg00000006158(6e-38)|obscn(6e-173)]des.1.s[des.1(0.0)]st3gal1.l[st3gal1(0.0)]col5a1-like.l[col5a1(7e-69)]lama1-like.l[lama1(0.0)]srl-like.l[srl(0.0)]nkx6-2.s[nkx6-2(1e-39)]ddit4.l[ddit4(0.0)]xelaev18024361m.g[tnnt3(0.0)]xelaev18010718m.g[lztr1(0.0)]acvr2b.s[acvr2b(0.0)]sox2.1[sox2(0.0)]xelaev18029679m.gcuff.43222xelaev18001880m.gxelaev18003796m.gcuff.45834xelaev18033755m.g[xtr-mir-124(1e-37)]xelaev18005792m.g[dck.1(2e-41)]hes3-like.lzc4h2.s[zc4h2(0.0)]lrig3.s[lrig3(0.0)]hes3-like.sxelaev18014401m.g[pou2f1(0.0)]xelaev18042154m.g[pcdh19(0.0)]ccdc85c.1[ccdc85c(2e-100)]xelaev18010457m.g[msi1(1e-80)]rgma.l[rgma(0.0)]xelaev18017490m.g[metap2(0.0)|usp44(1e-117)]xelaev18016487m.g[pgm2l1(1e-35)]cptp.l[gltpd1(0.0)]xelaev18037374m.g[cadm1(1e-97)]xelaev18009473m.g[dck.1(0.0)]cuff.3842loc101731059.lcetn4.l[cetn4(2e-42)]kdm1a-like.s[kdm1a(0.0)]foxi1.l[foxi1(2e-38)]foxi1.s[foxi1(9e-46)]xelaev18043178m.g[ubp1(0.0)]sox7.s[sox7(1e-59)]loc100488540.l[arpc1a(3e-45)]atp6v1c2.l[atp6v1c2(0.0)]xelaev18016678m.g[ensxetg00000002678(4e-51)]loc100494515-like.l[mb(0.0)]cdc20b-like.l[cdc20b(1e-34)]xelaev18047022m.g[ensxetg00000019246(0.0)|ensxetg00000019254(0.0)]xelaev18030782m.g[msrb2(5e-57)]slc2a12.l[slc2a12(0.0)]tbcel.l[tbcel(0.0)]ccdc67.l[ccdc67(0.0)]loc100216141.sefhc1.l[efhc1(0.0)]xelaev18014036m.g[sytl2(3e-37)]klf6.lloc100497528.l[ensxetg00000019246(0.0)]cast.s[cast(6e-37)]xelaev18020207m.g[slc18a1(4e-62)]xelaev18021045m.g[ndufa5(1e-165)]cuff.47709bcar3.l[bcar3(0.0)]mmp3.l[mmp3(0.0)]hk2.s[hk2(0.0)]speg.s[ensxetg00000019246(3e-55)|speg(3e-23)]rhof.l[rhof(0.0)]rab15.l[rab15(0.0)]slc8b1.l[slc24a6(2e-68)]ptk2b.s[ptk2b(2e-177)]loc101731705.l[tbata(2e-29)]ca2.l[ca2(0.0)]ccno.l[ccno(0.0)]xelaev18029603m.gaim1-like.1.s[aim1(0.0)]loc100493614.l[krt18(0.0)]xelaev18009066m.g[kit(9e-41)]tp63.s[tp63(5e-53)]foxi4.1.l[foxi4.1(6e-41)]hs6st1.s[hs6st1(1e-130)]eya1.1[eya1(0.0)]loc100493941-like.l[tbc1d24.2(5e-78)]tmprss4.l[tmprss4(7e-85)]pou2f3.l[pou2f3(2e-47)]bpgm.l[bpgm(0.0)]epas1.s[epas1(0.0)]ptger4.s[ptger4(7e-100)]xelaev18039754m.gxelaev18019196m.g[ensxetg00000004003(0.0)]foxi4.2.s[foxi4.2(0.0)]cxcl12.s[cxcl12(2e-102)]scnn1b.s[scnn1b(0.0)]gfpt1.l[gfpt1(0.0)]xelaev18007708m.g[arvcf(0.0)]fsbp-like.s[fsbp(4e-157)]xelaev18032660m.g[mgc145518(0.0)]rnf220.1.l[rnf220.1(0.0)]xetrov90018174m.l[st14(0.0)]cdcp1.l[cdcp1(0.0)]acss2-like.l[acss2.1(0.0)]prrg4.s[prrg4(0.0)]xetrov90011380m.l[ensxetg00000020037(6e-93)]ralbp1.l[ralbp1(0.0)]hoxa1.l[hoxa1(1e-54)]hoxa1.s[hoxa1(0.0)]hoxc5.s[hoxc5(0.0)|hoxc6(0.0)]xelaev18022177m.ghoxc4.l[hoxc4(2e-173)]hoxa3.l[hoxa3(0.0)]hoxb6.l[hoxb6(6e-57)]hoxc5.l[hoxc5(0.0)|hoxc6(0.0)|hoxc8(0.0)]hoxa3.s[hoxa3(0.0)|hoxa7(1e-114)]hoxb3.s[hoxb3(0.0)]hoxb6.s[hoxb6(0.0)]xelaev18013563m.g[hoxc6(0.0)]hoxa7.s[hoxa7(0.0)]hoxb7.l[hoxb8(0.0)|hoxc6(2e-41)]hoxb8.s[hoxb8(0.0)]hoxa9.s[hoxa9(2e-109)]hoxc8.s[hoxc8(0.0)]hoxa7.l[hoxa7(2e-119)]hoxa9.l[hoxa9(0.0)]pomgnt2.l[c3orf39(0.0)]xelaev18043697m.g[ensxetg00000030079(4e-103)]xelaev18045992m.g[hoxb9(3e-114)]cd276.l[cd276(0.0)]rara.s[rara(0.0)]cuff.10197ngfr.s[ngfr(1e-131)]cuff.11990cuff.8230cuff.9001[ensxetg00000030701(5e-143)]

# Supplementary material for: A molecular atlas of the developing ectoderm defines neural, neural crest, placode, and nonneural progenitor identity in vertebrates
**Source:** PLoS Biol. 2017 Oct 19;15(10):e2004045. doi: 10.1371/journal.pbio.2004045
**Supplement:** S1 Web Archive

# Not Found

How the deposited data were processed for this re-analysis (not part of the article)

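RNA from single dissected ectoderm fragments and whole embryos of X. laevis was sequenced in 79 libraries, 63 of dissected regions at St. 12.5, 14, and 17 and 16 of whole embryos at 8 stages. The deposited table holds fragment counts per locus, which the authors made by aligning reads with TopHat 2.0.14 to the X. laevis 9.1 genome, excluding multiply mapped pairs, and counting fragments per locus with HTSeq on annotation 1.8 merged with Cufflinks 2.2.1 models (annotation 1.8.3). The values were not normalized before deposit. Of the loci used here, 0 have a name that starts with cuff, as the Cufflinks models in the paper's lists do.

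The table has 45,099 loci, 39,055 of them with counts. HTSeq's 5 summary entries, which name no gene, were left out of library sizes and tests; they made up 15.67% to 25.51% of each library's total (median 18.41%). The remaining totals were 8,898,486 to 18,468,048 counts per library (median 13,134,905), so that 1 CPM is about 9 to 18 counts. No 2 libraries were identical. A count table in the paper's S2 Application was held here only in part, and 1999 loci and 49 libraries of that part were compared with the deposited table. Of these 97,951 values, 46,837 (47.8%) differ, 42,159 of them being higher in the paper's table, and their sum is 6.13% higher there. The rest of that table was not used here, and nothing is said of it. The deposited table was used.

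Libraries were grouped by the stage and region in their labels. Regions were compared within a stage with edgeR 4.0.16 (quasi-likelihood test, TMM scaling, all regions of the stage in 1 fit), on loci with more than 10 counts in at least 2 libraries, at a false discovery rate of 5%. The same test was used for stage, for changes of a region difference between stages, for embryos, and for the L and S copies of homeologs. Whole embryos were also compared with regions. Component analysis, tSNE (scikit-learn 1.9.0), and nonnegative matrix factorization (50 runs of 800 iterations) used genes with a range above 5 log2 units over a floor of 0, and a Gini index of at least 0.7 marked tissue-specific genes. Correlations were computed for the paper's gene lists against 10,000 random lists.

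Region means and single genes are given for every transcript that the paper names in its text, figures, legends, or S4, S5, and S11 Tables (both copies), for its mesoderm, Wnt, neural crest, and placode lists, and, for each comparison, for the gene with the smallest p higher in each group and the 3 genes with the largest difference in each direction among those at a false discovery rate of 5% with a mean of at least 10 CPM in the higher group. Genes named after their values were seen are marked so.

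Several regions were dissected from the same embryo, as the embryo numbers in the labels give. At St. 14, 2 replicates of a region also share an embryo in NPa (replicates 1 and 2), NNEp (2 and 3), ANF/PPE (2 and 3), and NBa (5 and 6); the fits without a block take each library as a replicate. Libraries of 1 embryo deviated from their region means together, with a median r across genes of 0.23 at St. 12.5 and 0.138 at St. 14, against -0.108 and -0.0228 for different embryos. Embryo as a block was therefore run as an alternative. Other alternatives were DESeq2 1.42.0, limma-voom (limma 3.58.1), other size factors and filters, library prefix as a covariate, fits of 2 regions alone, fits without each library, other ranges and scalings of the components and factorization, and other rules for pairs of copies.

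The procedures were tested on simulated data drawn from the means of the real libraries with 200 changed genes. The edgeR comparison of regions recovered 107 with 3 false calls, DESeq2 121 with 33, and limma-voom 96 with 1. The region-specific genes were recovered in 178 cases with 0 false calls, embryo effects in 160 with 9, stage effects in 187 with 5, changed differences in 129 with 4, and pairs of copies in 145 with 0. With 3 and 0 simulated components, 3 and 0 were found.

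Computations used R 4.3.3 and Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, and matplotlib 3.10.9. In situ images, tumor data, and the interactive atlas were not analysed here. Gene lengths were held for 709 of 7,982 pairs of copies. Co-expression groups were taken from the paper and not computed anew.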

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

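The tests in this part were chosen only after the results were seen.

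In 106 groups of 4 to 10 libraries, the highest or the lowest library was compared with its neighbor, as the gap between them divided by the range of the group. In 8 of the 106 groups the gap was beyond Dixon's 95% critical value, where chance gives 5.3, or 1 in 20. Of the 8, 5 belong to a single library, NBp replicate 2 of St. 14, and they are not independent of one another.

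NBp replicate 2 of St. 14 lay far below the other 4 NBp libraries in sox2.1 (gap over range 0.782; 7.55 CPM against 90.1 to 180), rfx4.l (0.775), rfx4.s (0.825), cdx4.l (0.856; 39.1 CPM against 660 to 1061), and cdx4.s (0.87). Each NBa and NBp library was placed on the genes called between NBa and NBp without it, a different set for each library, on a scale with the NBa mean at 0 and the NBp mean at 1. The median position of NBp replicate 2 was -0.0159, over 795 genes, and those of the other NBp libraries were between 1.05 and 1.39, over 187 to 298 genes. The library had 12184555 counts on loci, which argues against low depth. A swap of labels with the NBa library of the same embryo, embryo 10, is excluded by the position of that library, 0.337, which is nearer to NBa. Tissue of the NBa in the library may account for the pattern. Whether such tissue would come from a wrong label or from a shifted dissection cannot be told apart: the correlation with the NBa library of embryo 10 after subtraction of each gene's mean over the St. 14 libraries, 0.663, was the highest with any library, and both explanations predict it. No biological explanation was tested.

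The share of reads outside loci was 21.2% in ANF/PPE replicate 2 of St. 14 against 17.8% to 18.8% in the other 4 (gap over range 0.718). The prefix B100, which this library carries, is argued against as the cause by a median share of 16.56% in the 7 B100 libraries of St. 14. Low depth may contribute: this library has the lowest total of all 79, and over the other St. 14 libraries the share fell with the total (Spearman's rho -0.443). No biological explanation was tested.

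In NBa of St. 12.5, snai2 (locus xelaev18031998m.g) was lowest in replicate 4, with 1.65 CPM against 20.2 to 24.3 CPM (gap over range 0.931). Its 24 counts are above the floor of 3, so that low depth is argued against. A dissection outside the border stays open, since the border tissue made up 48.9% of this library and 41.8% to 75.1% of the 4 NBa libraries. No biological explanation was tested.

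In NBa of St. 14, the second snai2 locus, xelaev18033703m.g, was lowest in replicate 5 (gap over range 0.664; 3.46 CPM against 9.79 to 16.6). Reads given to the other locus, xelaev18031998m.g, would raise it there, but it was at 602.3 CPM, the lowest of the 6 libraries. No biological explanation was tested.

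A difference between regions that changed from St. 12.5 to St. 14 was tested directly with an interaction term over 22,365 genes. It held for 38 genes between NPa and NPp (5 with a higher and 33 with a lower difference at St. 14), 32 between NPa and NBa (0 and 32), 29 between NPp and NBp (10 and 19), and 3 between NBa and NBp (0 and 3). The 3 genes, tmprss9.s, traf4.l, and plk3.s, are named after their values were seen. When the stage labels were shuffled within regions, 5, 4, 4, and 2 of the 100 splits, the real one included, gave as many genes. A split that reverses the stages in 1 region and not in the other turns differences between stages into changed region differences. These shares therefore cannot tell whether a chance division gives as many genes. The fit and the shuffles take libraries as independent, although regions share embryos; with embryo as a block the counts were 47, 210, 756, and 1. Shuffled splits reached 7486, 8137, 5381, and 377 genes. Stage, which differs between these libraries, stays open as a biological explanation and is confounded with the embryos, since no embryo gave libraries at both stages.

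The paper used several embryos and clutches to limit variation between individuals, and proposes that dissections varied between embryos. Its text gives no test of single genes for differences between embryos. In an edgeR fit with region and embryo as terms, 1577 of 20,880 genes differed between 3 embryos at St. 12.5 and 2084 of 21,963 between 6 embryos at St. 14. The shuffles were fitted with limma-voom, which gave 1836 and 2615 genes for the real embryos. With embryos shuffled within regions, the real assignment was the only 1 of 100 splits with as many genes at each stage, and the highest of the others were 149 and 447. At St. 12.5, 19 genes were silent or present in 1 embryo only, and at St. 14, 4 were: pde5a.s, xelaev18018555m.g, xelaev18019151m.g, and xelaev18019922m.g, named after their values were seen. Of these 4, pde5a.s did not pass the test of the embryo term (FDR 0.0510). In 1000 shuffles the highest numbers were 7 and 2. Clutch, genotype, and handling differ between embryos together, and none of them was tested alone at St. 12.5.

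Among the genes with an embryo effect at St. 14 were 32 of 49 loci of a list of amino-acid and stress genes, which was drawn up after their values were seen; 4 of the 49 had an effect at St. 12.5. All 13 libraries of embryos 10 and 11 had scores between 0.698 and 1.54 on this list, and the other 22 dissected libraries of St. 14 had scores of at most 0.619, the highest being from embryo 14. The prefix is argued against, since the 15 other B108 libraries of St. 14 reached only 0.619. So is library size, since within the shared range of totals the lowest score of embryos 10 and 11 was 0.698. The share of reads outside loci had a Spearman's rho of -0.0661 with the score. The age of the embryo is argued against by whole embryos from St. 11-11.5 to St. 18-19, whose highest score was -0.0143, although the score had a rho of 0.483 with an age score in the dissected libraries. Clutch or handling cannot be told apart, since both differ between whole embryos: in all 5 regions with both kinds of library, every library of embryos 10 and 11 was above every other. All 3 NPa and all 3 NNEp libraries of St. 14 come from embryos 10 and 11, so that comparisons with these regions carry this difference. The median log2 fold change of the list was -0.594 for NPa and NPp, -0.678 for NPa and NBa, and 0.39 for NNEa and NNEp. With embryo as a block it was -0.22, 0.0802, and -0.095. Few list genes were called without the block, 1, 0, and 0 in these comparisons.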

How the results depend on the processing

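Alternatives were set before the data were examined, except where they are said to have been chosen afterwards; the tests of other splits were chosen only after the results were seen. Of 71 results at the level of a comparison, 28 stayed within their limits under each alternative run, and 1506 of 1691 values under an alternative did. A count was taken as moved when it differed from the reported one by more than 1.5 times. For the changed results below the cause was not tested, unless a sentence gives it.

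With the DESeq2 Wald test the St. 12.5 counts rose from 782 to 1187 genes (NPa and NPp), 545 to 877 (NPa and NBa), 230 to 478 (NPp and NBp), and 744 to 1377 (NBa and NBl), and those of St. 14 from 491 to 954 (NPa and NPp), 461 to 912 (NPa and NBa), 370 to 614 (NBa and NBp), and 622 to 1170 (NNEa and NNEp). Region-specific genes of St. 14 rose from 304 to 472, and pairs of copies with opposite differences from 55 to 94 and from 61 to 140. On simulated data this test made 33 false calls where edgeR made 3.

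With limma-voom, NPa and NBa at St. 12.5 fell to 346 genes and NBa and NBp at St. 14 to 192, while region-specific genes rose from 910 to 1542 and from 304 to 698. When only the 2 regions compared were fitted, which leaves fewer libraries to estimate the spread, the counts were 234, 159, 68, and 444 in the 4 comparisons of St. 12.5 in the order above, and 1047 for NPa and NPp, 128 for NBa and NBp, and 409 for NNEa and NNEp at St. 14. Without a filter on low counts, NPp and NBp at St. 12.5 rose to 378. With library prefix as a covariate, NBa and NBl rose to 1204 and NBa and NBp of St. 14 fell to 136. Fitted together with the St. 14 regions, NC and Pc of St. 17 fell from 6493 to 2903 genes. Counting genes lower as well as higher than every other region, region-specific genes of St. 14 rose to 867, by construction.

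With embryo as a replicate block, NPp and NBp at St. 12.5 rose from 230 to 385. For St. 14 the block lowered NPa and NPp to 234, NPa and NBa to 275, NNEa and NNEp to 320, region-specific genes to 124, and NBa and NBp from 370 to 0, with 932 genes at an unadjusted p under 0.05. The block leaves out libraries without an embryo number, so that its values also rest on fewer libraries. For NBa and NBp, only embryos 10 and 13 gave both regions, and the NBp library of embryo 10 is the outlying replicate 2. The 0 there cannot tell whether the difference holds within embryos.

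Across fits that each left out 1 library, the St. 12.5 counts ran from 351 (without NPa 2) to 715 for NPa and NPp, from 196 (without NPa 1) to 1084 (without NBa 1) for NPa and NBa, from 94 (without NBp 3) to 193 for NPp and NBp, and from 255 (without NBl 3) to 695 for NBa and NBl. The counts of St. 14 ran from 197 (without NPp 4) to 383 for NPa and NPp, from 243 (without NPa 2) to 437 for NPa and NBa, from 187 (without NBp 3) to 795 (without NBp 2) for NBa and NBp, and from 270 (without NNEa 2) to 1173 (without NNEa 1) for NNEa and NNEp. Region-specific genes ran from 325 (without ANB/PPE 3) to 988 at St. 12.5 and from 169 (without NPa 1) to 415 at St. 14. NBa 1 of St. 12.5 and NBp 2 of St. 14 lay nearest to the mean of another region on the first 2 components. So did ANF/PPE 1, NNEa 1, NPa 3, and NBa 2, 3, 4, and 5 of St. 14.

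Other splits of the same libraries into groups of the same sizes gave as many genes as the real split, the real one included, as follows. At St. 12.5 it was 1 of 10 splits for NPa and NPp and 1 of 10 for NPp and NBp, designs that cannot give a share under 0.1, 2 of 35 for NPa and NBa, and 1 of 35 for NBa and NBl. The other split for NPa and NBa, with 966 genes, set NBa 2, 3, and 4 against the rest. At St. 14 it was 1 of 35 for NPa and NPp, 1 of 84 for NPa and NBa, 7 of 100 for NBa and NBp, and 1 of 10 for NNEa and NNEp. Of 32 splits of NBa and NBp that part as many pairs of libraries from 1 embryo as the real split, the real one was the only 1 with as many genes. For region-specific genes it was 1 of 100 splits at each stage, and for the 15,846 genes that differ between stages 1 of 100, with libraries and not embryos shuffled. With the copies of homeologs exchanged, it was 1 of 100 for pairs different in at least 1 region and 1 of 100 for at least 2 regions at each stage. For pairs with opposite differences it was 7 of 100 (St. 12.5) and 5 of 100 (St. 14). The shares for opposite differences cannot decide on chance, since an exchange can itself turn differences in 1 direction into opposite ones.

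For genes whose difference between regions changed between stages, all alternatives were chosen after seeing the data. With limma-voom the counts were 7 (from 38, NPa and NPp), 18 (from 32, NPa and NBa), and 68 (from 29, NPp and NBp). For NPp and NBp no low-count filter gave 44 and a filter of more than 50 counts in 3 libraries gave 53. With the embryo block NPa and NBa gave 210, NPp and NBp 756, and NBa and NBp 1 (from 3). Leaving out 1 library gave 7 (without St. 12.5 NPa 2) to 81 (without St. 14 NBp 2), 5 (without St. 12.5 NPa 2) to 50 (without St. 14 NBp 2), 3 (without St. 12.5 NBp 1) to 73 (without St. 12.5 NPp 2), and 2 to 8 genes (without St. 14 NBp 2).

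A range above 4 log2 units gave 2083, 3223, and 3789 variable genes at St. 12.5, at St. 14, and for both, a range above 6 gave 556, 837, and 1015, and no floor gave 4298, 7228, and 8421, which follow from the definition. A range above 4 moved the share of components 1 and 2 from 75.9% to 69.5% at St. 12.5 and from 61.2% to 57.5% at St. 14, that of components 1 to 3 of both stages from 66.0% to 61.9%, and the silhouette of St. 12.5 from 0.594 to 0.480. A range above 6 gave 65.7% at St. 14 and 70.2% for both stages, and the component that followed stage was 3 in place of 2. With all expressed genes, 5 components in place of 3 passed at St. 12.5 and 7 in place of 4 at St. 14, the shares were 46.8%, 36.4%, and 52.1%, the silhouettes 0.0924 and 0.113 (from 0.361), the anterior-posterior difference on component 2 of St. 12.5 fell from 1.89 to 0.127 SD, and stage was followed by component 1. The B108 libraries alone gave 65.6% at St. 14 and 68.9% for both stages. For the PCA of the combined stages with genes centred only, the share of variance of components 1 to 3 was 68.416%, and stage was followed by component 3.

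Setting each gene's sum to 1 changed the share of matching factorization runs from 94% to 50% (5 tissues) and from 98% to 58% (6 tissues) at St. 12.5, and from 98% to 64% (5 tissues) and from 34% to 100% (6 tissues) at St. 14. With the Kullback-Leibler updates, 6 tissues gave 50% and 64%. With a range above 6, 6 tissues gave 52% at St. 14, and without the undivided libraries 6 and 7 tissues gave 76% and 30% (from 74%). Leaving out 1 library, with 20 runs and 400 iterations, gave 60% (without NBa 1, and without NPa 1) to 100% at St. 12.5 and 55% (without ANF/PPE 3) to 100% at St. 14. A Gini minimum of 0.6 gave 600 genes in place of 220 and 845 in place of 432, by construction.

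The highest-value filter alone, chosen after seeing the data, left 8985 transcripts in place of 21,200 for co-expression. Leaving the list genes unfiltered removed no gene and tests nothing.

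Lengths were held for 709 of 7,982 pairs of copies, so that the alternative with lengths within a ratio of 1.2 ran on 148 and 158 pairs. It gave 103 and 107 pairs different in at least 1 region, 88 and 83 in at least 2, 6 and 2 with opposite differences, and 52.44% and 49.38% with the lower S copy, on the other side of an even division at St. 14. The fewer pairs account for the lower counts. The setting that follows the paper's code, chosen after seeing the data and run without its rule on length, asks for at least 3 regions; it gave 1545 and 1565 pairs, 21 and 21 opposite ones, and 51.04% and 49.42%, the latter again on the other side. Copies normalized as separate libraries, also chosen afterwards, gave 50.73% at St. 14 (from 58.7%). Opposite differences were 22 and 19 with an adjusted p below 0.01 divided by 7, 172 and 218 with 0.05 in each region, and 99 and 113 with the library as a block paired over the 2 copies. Leaving out 1 library gave 33 (without NNE 2) to 62 at St. 12.5 and 35 (without NNEp 2) to 81 (without NNEp 3) at St. 14.

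Of 1384 values of single genes in the comparisons under an alternative, 1265 were unchanged and the others no longer passed the threshold, 54 of them among the 797 that left out a library; none changed direction. Of 1217 other single values, 44 moved by more than the spread, 7 of them among the 947 that left out a library.

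With 8,898,486 to 18,468,048 counts per library, 1 CPM is about 9 to 18 counts, and little can be said of genes such as sox10.l and egr4.s at St. 12.5, with medians under 1 CPM in each region.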

Differences from the paper's values

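The paper tested 2001 homeolog pairs, and 4449 were tested here at St. 12.5 and 4750 at St. 14. At St. 12.5, pairs different in at least 1 region numbered 1036 in the paper and 3185 here, pairs different in at least 2 regions 640 in the paper and 2654 here, pairs with a difference in 1 direction 634 in the paper and 2599 here, those with the lower S copy 364 in the paper and 1501 here, and those with opposite differences 6 in the paper and 55 here. For St. 14 the paper's numbers were 1118, 602, 601, 336, and 1, and those here were 3455, 2778, 2717, 1595, and 61. Of the alternatives set before the data were examined, the pairs with lengths within a ratio of 1.2 gave 6 pairs with opposite differences at St. 12.5, out of 148 pairs tested, and none closed any of the other gaps. These numbers rest on different sets of pairs. As shares of the pairs tested at St. 12.5, a difference in at least 1 region was found for 51.8% in the paper and 71.6% here. At St. 14 it was 55.9% in the paper and 72.7% here. In at least 2 regions it was the paper's 32% and 59.7% here at St. 12.5, and the paper's 30.1% and 58.5% here at St. 14. The setting that follows the paper's code, chosen after seeing the data, came nearer to the paper. It gave 58.5% at St. 12.5 and 59% at St. 14 in at least 1 region. In at least 3 regions, the number it asks for, it gave 38.6% and 36%. The S copy was the lower one in 57.4% of pairs in the paper and 57.75% here at St. 12.5. At St. 14 the shares were 55.9% and 58.7%, so that with the main setting they lie close together. Settings nearer to the paper's procedure gave lower shares. The setting that follows the paper's code, without its rule on length, gave 51.04% at St. 12.5 and 49.42% at St. 14. Pairs with lengths within a ratio of 1.2 gave 52.44% of 82 and 49.38% of 81 pairs.

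The paper gives 10073 transcripts past its filters for co-expression, and 21200 passed here when either filter was enough. None of the alternatives set before the data were examined closed the gap. With the filter on the highest value alone, 8985 passed, which is within 1.5 times the paper's number; this setting was chosen after seeing the values.

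The paper finds snai2 at lower levels in 3 of 8 replicates of NPa and anterior ectoderm at St. 14. These were taken here to be the libraries of NPa and ANF/PPE, and 8 had more than 3 counts. Under thresholds chosen after seeing the values, 4 libraries were above 0.1 of the NBa median, which is within 1.5 times the paper's number, and 6 were above 10 CPM.

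The paper states that no signature of single regions was found between adjacent regions; here 910 genes at St. 12.5 and 304 at St. 14 were higher in 1 region than in each of the others, 856 of the 910 in NNE. For the neural border regions there is no such difference from the paper, since NBa and NBl had 0 and NBp 1 at St. 12.5, and NBa had 1 and NBp 0 at St. 14; NNEa of St. 14 also had 0. With embryo as a block the number at St. 14 was 124. The paper states that 6 tissues were not stable in the factorization. For St. 12.5 it gives clusters of runs that were not tight, which is another measure than the one-to-one matching used here. By that matching, 98% of runs with 6 tissues matched at St. 12.5 and 34% at St. 14. The 98% therefore cannot contradict the paper. The tissue added at St. 12.5 was led by no region and was highest in NNE, and 21 of 22 libraries kept their main tissue. Of the alternatives set before the data were examined, the Kullback-Leibler updates (50%) and each gene's sum set to 1 (58%) lowered this share at St. 12.5. The others run with 6 tissues gave at least 90% there. The paper gives sh3pxd2a as a pair with 1 decreased copy; at St. 12.5 its S copy was higher in NPa and lower in NNE here, and no region of St. 14 passed the threshold. A network legend of the paper gives a negative correlation of the neural crest genes of G-51 and G-132 with posterior genes of G-23 and G-20. Its network shows only links past a cutoff, and its text also has border genes linked positively to inducers in groups that include G-23. Over all pairs of listed transcripts, the mean r with G-23 was 0.124 and 0.0559 here. Of these pairs, 56 of 208 and 15 of 39 were negative. With G-20 the mean r was -0.112 and -0.132. A mean over all pairs is another measure than such links and cannot contradict them.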

Other observations

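The tests in this part were chosen only after the results were seen.

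Mesoderm markers were high in 1 of the 2 libraries of the undivided NP at St. 14. In NP replicate 2, 7 of the paper's 15 mesoderm markers exceeded whole embryos, which is what mesoderm cells in the library would bring, and these may be their source. In the other NP library, which carries the same prefix, 0 did, which argues against the prefix. A whole-embryo library under the wrong label is argued against by a median log2 ratio of the 15 markers of -1.849, since it would be near 0. In this library myod1.l and myf5.l were at 136 and 96.6 CPM. By the median of the markers, NPp replicate 2 of St. 12.5 lay nearer to whole embryos. Its median log2 ratio was -0.6403, with 3 of the 15 markers above them, and it took part in the region comparisons of that stage. No biological explanation was tested.

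Genes that differ between St. 12.5 and St. 14 come from different embryos at the 2 stages. Different embryos as the whole cause are argued against by the correlation across genes of 0.521 with the change in whole embryos from St. 12.5 to St. 14, which are other animals. From St. 13 to St. 14 the correlation was 0.115. Stage stays open as a biological explanation.

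The S copy was lower more often than the L copy when both were scaled to the full library. More reads in total on the L copies cannot be told apart from a lower S copy in single pairs: with each set of copies scaled to its own total the share at St. 14 was 50.73%, and this scaling fixes the outcome by removing a difference in the totals. Unequal lengths of the copies may also contribute and stay open: among the pairs with lengths within a ratio of 1.2, 148 and 158 in number, the shares were 52.44% and 49.38%.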
